# Generation of functional posterior spinal motor neurons from hPSCs-derived human spinal cord neural progenitor cells

**DOI:** 10.1186/s13619-023-00159-6

**Published:** 2023-03-23

**Authors:** He Jax Xu, Yao Yao, Fenyong Yao, Jiehui Chen, Meishi Li, Xianfa Yang, Sheng Li, Fangru Lu, Ping Hu, Shuijin He, Guangdun Peng, Naihe Jing

**Keywords:** Motor neuron, Motor neuron differentiation, Neuromesodermal progenitors, Neuromuscular junction

## Abstract

Spinal motor neurons deficiency results in a series of devastating disorders such as amyotrophic lateral sclerosis (ALS), spinal muscular atrophy (SMA) and spinal cord injury (SCI). These disorders are currently incurable, while human pluripotent stem cells (hPSCs)-derived spinal motor neurons are promising but suffered from inappropriate regional identity and functional immaturity for the study and treatment of posterior spinal cord related injuries. In this study, we have established human spinal cord neural progenitor cells (hSCNPCs) via hPSCs differentiated neuromesodermal progenitors (NMPs) and demonstrated the hSCNPCs can be continuously expanded up to 40 passages. hSCNPCs can be rapidly differentiated into posterior spinal motor neurons with high efficiency. The functional maturity has been examined in detail. Moreover, a co-culture scheme which is compatible for both neural and muscular differentiation is developed to mimic the neuromuscular junction (NMJ) formation in vitro. Together, these studies highlight the potential avenues for generating clinically relevant spinal motor neurons and modeling neuromuscular diseases through our defined hSCNPCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13619-023-00159-6.

## Background

Spinal motor neurons (MNs) which directly control muscle contractions are located in the ventral horn of spinal cord and are distributed across the anterior-posterior (AP) axis of the spinal domains from cervical, thoracic, lumbar to sacral (Sockanathan and Jessell 1998; Kanning et al. 2010). MNs loss results in a spectrum of devastating disorders such as amyotrophic lateral sclerosis (ALS) and spinal cord injury (SCI) (Clowry et al. 1991; Nijssen et al. 2017; Narasimhan 2006). However, in vitro production of spinal MNs and using MNs for drug discovery and disease modeling are hindered due to the inefficient MNs differentiation or inappropriate posterior identity.

Human pluripotent stem cells (hPSCs), including human embryonic stem cells (hESCs) and human induced pluripotent stem cells (hiPSCs), have the potential to generate various cell types in vitro and hold promise for disease modeling and cell-replacement therapies (Ebert and Svendsen 2010; Karagiannis et al. 2019; Thomson et al. 1998; Takahashi et al. 2007; Yu et al. 2007). Many motor neuron differentiation protocols have been developed over the past decades (Li et al. 2005; Lee et al. 2007; Li et al. 2008; Patani et al. 2011; Qu et al. 2014; Ben-Shushan et al. 2015; Du et al. 2015; Cutarelli et al. 2021; Hudish et al. 2020). Generally, hPSCs were firstly induced to form neuroepithelial (NE) cells at embryonic body (EB) or monolayer culture, subsequently specified to OLIG2 positive motor neuron progenitors (MNPs) under the activation of retinoic acid (RA) and sonic hedgehog (SHH). These procedures require 3-4 weeks to differentiate hPSCs into MNPs and another 1-2 weeks to differentiate MNPs into immature MNs, in total 8-10 weeks to generate mature MNs from hPSCs. Alternatively, hPSCs and human fibroblasts can be converted into MNs within 2-3 weeks by forcing the expression of MN inducing transcription factors (Hester et al. 2011; Son et al. 2011). Of note, these inductions of motor neurons from hPSCs predominantly produce cells of mixed hindbrain/cervical axial identities, but are inept in generating high numbers of more posterior thoracic/lumbosacral spinal cord motor neurons, which are in most cases of key targets of disease and injury.

Spinal motor neuron development initiates from gastrulation, when epiblast cells under dramatic proliferation, differentiation and migration to form three germ layers along the AP axis (Tam and Behringer 1997; Lu et al. 2001; Solnica-Krezel 2005). However, the mechanism of AP patterning during the development of the central nervous system (CNS) remains obscure. In vivo transplantation experiments of chick embryos revealed that the nodes exhibited disparate competency at different embryonic stages for posterior nervous system induction (Storey et al. 1992). Besides, evidence from mutant T-box gene *Tbx6* in mouse embryos showed that *Tbx6* absent cells switched their cell fates from posterior somites into neuronal cells and formed three neural tube-like structures (Chapman and Papaioannou 1998). Cell lineage segregation study by clonal analysis in early mouse embryos further indicated that trunk neural ectoderm and neighboring mesoderm derivatives share a common progenitor, namely neuromesodermal progenitor (NMP) (Tzouanacou et al. 2009). NMPs are localized in the caudal lateral epiblasts (CLE) of E8.5 mouse embryos, and express both *Sox2* and *Brachyury (T)* (Henrique et al. 2015). Based on these developmental trajectories, mouse and human NMPs (hNMPs) were generated from mESCs and hPSCs and can be differentiated into neural and mesodermal cells in vitro (Turner et al. 2014; Gouti et al. 2014; Davis-Dusenbery et al. 2014; Wind et al. 2021; Wymeersch et al. 2021). The chromatin accessibility assay showed that the regionalization mechanism along the AP axis during neural induction supports the dual origin of CNS, i.e., the brain and posterior spinal cord are generated from distinct progenitor populations (Metzis et al. 2018). Methods have been established to derive spinal motor neurons through NMPs. For example, Verrier and colleagues established a protocol to rapidly and reproducibly induce human spinal cord progenitors from hNMPs-like cells, but these cells and their derivatives only expressed anterior spinal cord markers such as *HOXB4*, *HOXC6* and *HOXA7* (Verrier et al. 2018). A recent study also reported the generation of NMP-derived pre-neural progenitors (PNPs) which have the stem-cell like self-renew capacity and can be used to make neural crest progenitors with a posterior identity (Cooper et al. 2022). Moreover, transplantation of spinal cord neural stem cells derived from hPSCs through hNMP-stage showed functional recovery in SCI rat models (Kumamaru et al. 2018). Nevertheless, only about 50% of these hNMP-like cells expressed both SOX2 and Brachyury (T).

Thus, the establishment of high-purity human spinal cord neural progenitor cells (hSCNPCs) that are readily attainable for efficient differentiation of posterior spinal motor neurons remains unresolved.

In this study, we established a protocol to generate hSCNPCs from hPSCs through high-purity hNMPs. hSCNPCs showed molecular properties of spinal cord and were readily passaged up to 40 times in vitro. These hSCNPCs could be further differentiated into homogeneous spinal motor neurons, and exhibited posterior spinal cord identities. The spinal motor neurons after quick functional maturation could form neuromuscular junction (NMJ)-like structures when co-cultured with muscle fibers.

## Results

### Generation and characterization of human spinal cord neural progenitor cells from hPSCs

To generate NPCs with spinal cord property and posterior regional identity from hPSCs, we mimicked the posterior spinal cord development in vitro by differentiating hPSCs into hSCNPCs through high-purity hNMPs (Fig. 1A). Feeder-free cultured hESCs were dissociated into single cells, seeded at 40,000 cells/cm^2^ and maintained in mTeSR medium for 1 day to form small clusters, then differentiated in N2B27 medium containing dual-SMAD inhibitors, FGF2 and CHIR99021 for another 3 days. High-purity hNMPs with 90% efficiency were obtained at day 4 (D4) by detecting SOX2 and Brachyury (T) double positive cells (Fig. 1B and C). CDX2, another NMP marker was also highly expressed in hESCs-derived hNMPs (Fig. S1A). 

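RNA from H9 human embryonic stem cells (hESC, day 0) and from cells on each day of hNMP differentiation (hNMP-D1 to hNMP-D4) was sequenced, with 3 libraries in each of the 5 groups. The authors trimmed the paired-end reads with fastp, aligned them to hg38 with HISAT2 2.1.0 and counted reads per gene with featureCounts 1.5.3. The deposited values are these raw counts, which the authors did not normalize, over 60603 annotated genes. Total counts per library ran from 14970578 to 25141664 in these 15 libraries, with a median of 19915474. The labels do not say whether the 3 libraries of a group came from separate cultures, so they may be technical replicates. Expression is given as CPM, counts scaled to the library size after TMM scaling, as the mean ± SD of 3 libraries. Groups were compared with edgeR's quasi-likelihood test in one model of the 48 libraries from hESC to passaged hSCNPCs, over the 21597 genes that passed the filter on low counts. A fold change carries its standard error (SE), and p-values were adjusted by the Benjamini-Hochberg method. Intervals and limits drawn from counts cover counting error alone.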

To further investigate the molecular profiles of hNMPs, we performed bulk RNA sequencing on samples collected on each day from D0 to D4 and compared our hNMPs with previously reported hNMPs, which were isolated by NKX1-2::GFP cell sorting (Verrier et al. 2018). 

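Pluripotency genes fell and genes of the Wnt pathway and of neuromesodermal progenitors rose between hESC and hNMP-D4. NANOG, a transcription factor of the pluripotent state, went from 107.8 ± 3.25 CPM in hESC to 9.25 ± 1.64 CPM in hNMP-D4 (n = 3), a log2 fold change of -3.55 (SE 0.108, adjusted p = 1.03e-39 from edgeR's quasi-likelihood test). SP5, a Wnt target that encodes a zinc finger transcription factor, went from 0.929 ± 0.449 to 124.0 ± 46.4 CPM (log2 fold change 7.09, SE 0.269, edgeR, adjusted p = 4.01e-22). CDX2, a caudal homeobox gene, went from 0.0745 ± 0.0275 to 32.6 ± 21.8 CPM (log2 fold change 8.64, SE 0.666, edgeR, adjusted p = 3.18e-12). TBXT, which encodes Brachyury, went from 0.411 ± 0.292 to 4.27 ± 1.67 CPM (log2 fold change 3.40, SE 0.353, edgeR, adjusted p = 5.57e-11). NKX1-2 (ENSG00000229544), a homeobox gene of the caudal epiblast, rose from 35.1 ± 2.74 to 179.8 ± 53.1 CPM, and POU5F1, a core pluripotency factor, 87.6% of whose sequence is also on an alternate contig of the assembly, fell from 152.5 ± 22.9 to 46.1 ± 6.06 CPM. SOX2, a factor of pluripotent and neural cells alike, had 417.5 ± 15.7 CPM in hESC and 254.6 ± 40.8 CPM in hNMP-D4, a log2 fold change of -0.71 (SE 0.07). Of 15 pluripotency genes, 13 were lower and 2 higher (LIN28A and NODAL), with the same counts when adjusted over the list alone (limma's camera, adjusted p = 6.71e-19). Of 14 genes of neuromesodermal progenitors, 9 were higher and 3 lower, also when adjusted over the list alone (limma's camera, adjusted p = 0.00013, and adjusted p = 0.132 with an estimated correlation). In all, 5724 genes were higher and 6046 lower in hNMP-D4 than in hESC. In a PCA of the 2000 most variable genes, PC1 held 57.7% and PC2 15.4% of the variance. Along PC1 the groups stood at -49.38 ± 0.28 (hESC), -49.29 ± 0.26 (hNMP-D1), 10.3 (hNMP-D2), 34.39 (hNMP-D3) and 53.98 ± 3.66 (hNMP-D4). hESC and hNMP-D1, whose PC1 scores overlap, parted on PC2, at -15.52 ± 0.61 and -1.26 ± 0.29. The 3 hNMP-D4 libraries spread more than those of the other groups, with a root mean square distance of 0.489 log2 units between them against 0.383 to 0.426 elsewhere.

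**Figure D1:**
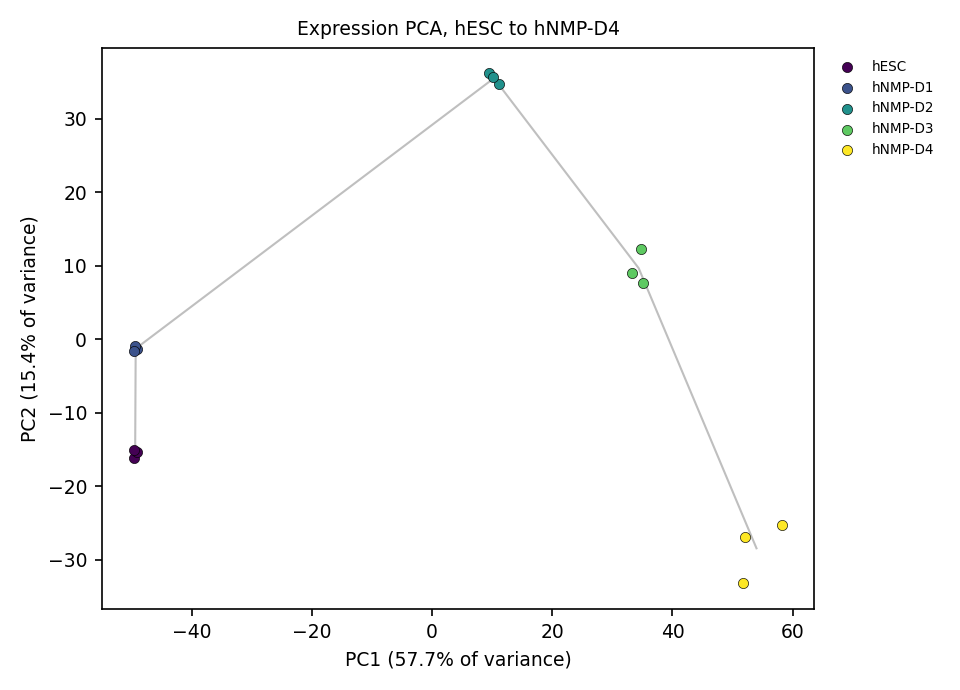
PC1 (57.7% of the variance) and PC2 (15.4%) of log2 CPM of the 2000 most variable genes. Each point is a library, coloured by group, and the line joins the group means in order of time from hESC at -49.38 on PC1 to hNMP-D4 at 53.98.

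**Figure D2:**
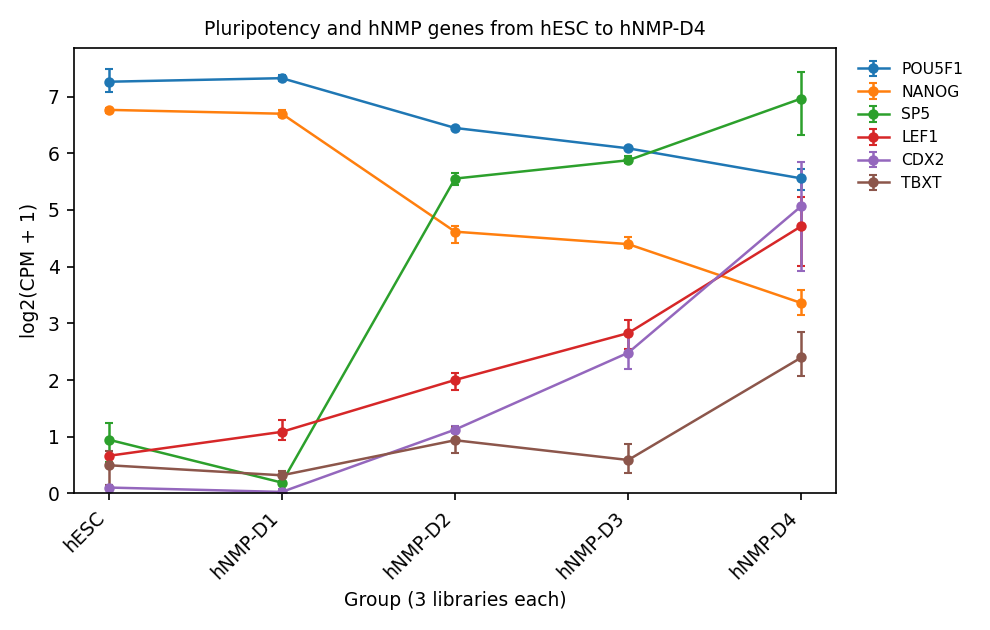
Mean log2(CPM + 1) of 6 genes in hESC and hNMP-D1 to hNMP-D4, with bars from the lowest to the highest of 3 libraries. SP5 reaches 124.0 CPM and NANOG 9.25 CPM in hNMP-D4.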

Principal component analysis (PCA) demonstrated a clear differentiation trajectory from hESCs to hNMPs, and showed a high correlation between the D4-hNMPs with NKX1-2 enriched hNMPs (Fig. 1D), suggesting that this protocol represents a new route to NMP generation.

**Fig. 1:**
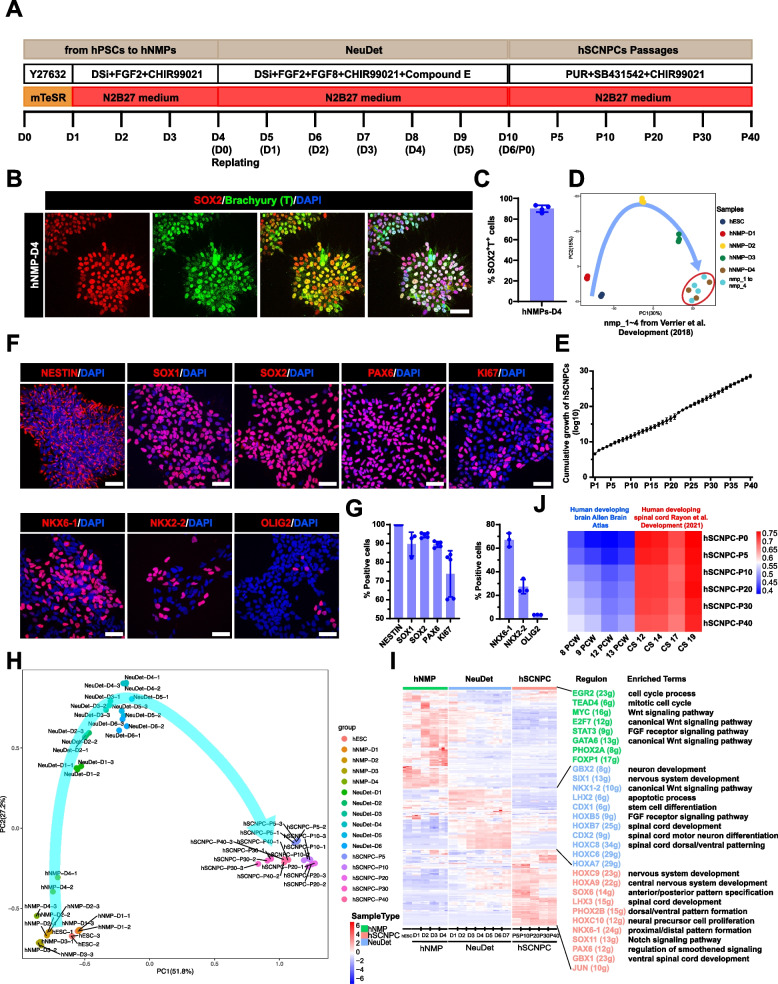
Generation and characterization of human spinal cord neural progenitor cells from hPSCs. **A** Schematic procedure for generating hSCNPCs and hiSCNPCs from hPSCs (H9, DC60-3, DC87-3) with all stages, media and factors. DSi represents dual-SMAD inhibitors SB431542 and Dorsomorphin. **B** Immunostaining of hNMPs markers SOX2 and Brachyury (T) at day 4. Scale bar, 50 μm. **C** Quantification of SOX2 and Brachyury (T) double positive cells over DAPI of hNMPs-D4. *n* = 4 independent experiments. Data are represented as mean ± SD. **D** Principal component analysis of time course samples during hNMPs differentiation and the previously published samples of NKX1-2-GFP sorted human nmps (Verrier et al. 2018). **E** Cumulative growth curve of hSCNPCs counts over 40 passages. n = 4 independent experiments. Data are represented as mean ± SD. **F** Immunostaining of hSCNPCs (top panel exhibited pan-NPC markers and proliferation marker; bottom panel exhibited spinal cord specific NPC markers). Scale bar, 50 μm. **G** Quantification of results shown in Fig. 1F. *n* = 5 independent experiments. Data are represented as mean ± SD. **H** Principal component analysis of samples from hESCs (H9) to hSCNPCs at each time point shown in Fig. 1A. **I** The heat-map showing three regulon groups in samples of hESCs (H9) to hSCNPCs with listing representative regulon transcription factors (numbers of predicted target genes by SCENIC in the brackets) and enriched GO terms for each regulon group. **J** Comparative analysis of whole transcriptome of hSCNPCs at different passages to dataset from Allen Brain Atlas of developing human brain and previous published dataset of developing human spinal cord

Next, high-purity hNMPs were subjected to hSCNPCs differentiation. At D4, hNMPs were dissociated into single cells and re-plated with a seeding density of 100,000 cells/cm^2^ in neural determination (NeuDet) medium, which contains dual-SMAD inhibitors, FGF2, FGF8, CHIR99021 and Compound E for another 6 days (Fig. 1A). Real-time quantitative PCR (RT-qPCR) analysis showed that the pluripotent gene *POU5F1* and hNMP marker gene *NKX1-2* were downregulated, while *CDX2* and neural progenitor marker genes *SOX2*, *PAX6* and *NKX6-1* and HOX family genes of posterior identity such as *HOXC9* and *HOXC10* were upregulated (Fig. S1D). By day 10 (D10), these hSCNPCs can be passaged in medium containing Purmorphamine, SB431542 and CHIR99021 over 40 times in vitro with normal karyotype (Fig. 1A, E and S1E). Immunofluorescent staining showed that hSCNPCs expressed high percentage of pan-NPC markers NESTIN, SOX1, SOX2 and PAX6 (Fig. 1F and G), as well as expressed moderate level of proliferation marker KI67 and spinal cord specific markers, such as NKX6-1 (~ 60%), NKX2-2 (~ 30%) and OLIG2 (~ 5%) (Fig. 1F and G). Human iPSCs can also be differentiated into spinal cord neural progenitor cells (hereafter referred to as hiSCNPCs) through neuromesodermal progenitor cells (hereafter referred to as hiNMPs) with the same protocol, indicating the robustness of this method (Figs. S1B, S1C and S1F).

To further determine the dynamic changes from hESCs to hSCNPCs at the transcriptomic level, we performed bulk RNA sequencing during NeuDet stage and hSCNPCs at different passages. 

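The NeuDet stage was sequenced on each of its 6 days (NeuDet-D1 to NeuDet-D6), and hSCNPCs at passages 5, 10, 20, 30 and 40 (hSCNPC-P5 to hSCNPC-P40), again with 3 libraries per group. The 33 libraries were counted by the authors together with those of hESC and the hNMP stage, in one table of unnormalized counts. Totals ran from 24852173 to 40204753 counts in NeuDet libraries (median 30488154) and from 15110629 to 25721425 in hSCNPC libraries (median 18909700). Ribosomal protein genes took 5.34% to 8.01% of the counts in NeuDet libraries and 8.03% to 10.6% in hSCNPC libraries. Besides pairs of groups, the means of the stages were compared in the same model, with each day or passage given equal weight. The NeuDet stage is the mean of its 6 days, the hNMP stage the mean of hNMP-D1 to hNMP-D4 and the hSCNPC stage the mean of the 5 passages. By the paper's protocol, cells spend the first day in mTeSR medium, before the hNMP medium. The hNMP stage thus includes hNMP-D1, whose PC1 scores overlap those of hESC in the PCA up to hNMP-D4. Comparisons with this stage are in part comparisons with such early cells, and the stage was not tested without hNMP-D1. The counts hold no regulon activity, so the PCA and the tests use gene expression.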

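Genes of neural progenitors rose, and the caudal gene CDX2 and the keratin gene KRT18 fell, between the NeuDet stage and the passaged hSCNPCs. PAX6, a homeobox gene of neural progenitors, has exons that overlap those of other genes over 26.3% of their length. Its log2 fold change between the NeuDet and the hSCNPC stage was 11.72 (SE 0.072, adjusted p = 3.24e-71 from edgeR's quasi-likelihood test). With a replicate number left out, this ran from 11.56 to 12.41. HES5, an effector of Notch signalling whose sequence is also on an alternate contig over 95.4% of its length, had no count in NeuDet cells and by counts became at least 2730-fold higher in hSCNPCs (floor of 3 counts over the stage). Its fitted log2 fold change of 11.02 has an SE of 0.74. Reads lost to the contig copy could alter that bound, which holds for counted reads alone. KRT18, an epithelial keratin, had a log2 fold change of -10.58 (SE 0.079), and CDX2 went from 527.1 ± 13.2 CPM in NeuDet-D6 to 0.198 ± 0.212 CPM in hSCNPC-P5. Between the hNMP and the NeuDet stage, PRDM14, a pluripotency gene, had a log2 fold change of -9.56 (SE 0.101). HOXB9, a gene of the thoracic cord, went from 0.472 ± 0.818 CPM in hNMP-D4 (27 counts, all in a single library) to 269.1 ± 7.78 CPM in NeuDet-D1. In these stage comparisons 8263 genes were higher and 8815 lower in NeuDet cells than in hNMPs, and 8191 were higher and 9085 lower in hSCNPCs than in NeuDet cells. In the PCA of the 48 libraries, PC1 held 64.4% and PC2 22.3% of the variance. PC1 rose from -112.94 ± 0.14 in hESC to -91.98 ± 4.95 in hNMP-D4, from -47.22 ± 0.78 in NeuDet-D1 to 17.38 ± 0.71 in NeuDet-D6, and from 91.99 ± 0.65 in hSCNPC-P5 to 130.94 ± 1.17 in hSCNPC-P40. PC2 was highest in NeuDet-D5 and NeuDet-D6, at 75.14 ± 0.74 and 75.05 ± 0.29, and lowest in hESC, at -53.73 ± 0.18. By distance over the 21597 genes, with hESC counted with the hNMP stage, the mean between libraries was 1.476 log2 units between the hNMP and the NeuDet stage, 1.555 between the NeuDet and the hSCNPC stage, and 2.066 between the hNMP and the hSCNPC stage, against 0.661 to 0.871 within a stage. Between successive groups, the steps from hNMP-D4 to NeuDet-D1 (1.008) and from NeuDet-D6 to hSCNPC-P5 (1.283) were the longest.

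**Figure D3:**
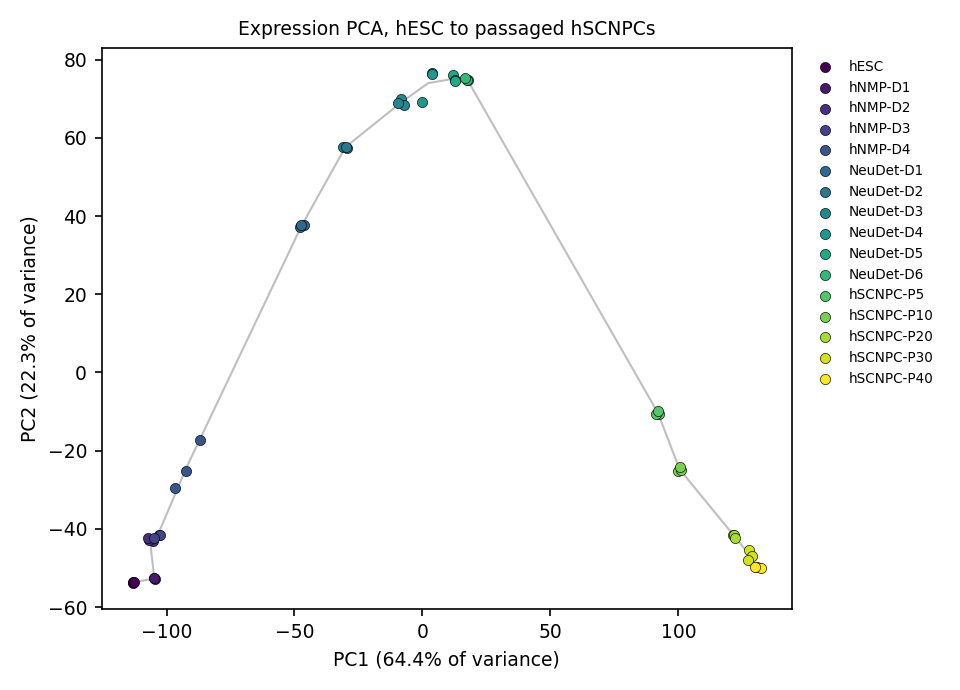
PC1 (64.4% of the variance) and PC2 (22.3%) of log2 CPM of the 2000 most variable genes in 48 libraries. Each point is a library, coloured by group, and the line joins the group means in the order of the protocol, from hESC at -112.94 to hSCNPC-P40 at 130.94 on PC1.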

PCA analysis based on regulon expression showed that three major cell groups, hNMPs, differentiating neural progenitors and passaged hSCNPCs, were aligned in a timely order (Fig. 1H). 

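Wnt genes rose in the hNMP stage and stayed high in NeuDet cells, HOX genes rose in NeuDet cells, and genes of neural precursors rose in passaged hSCNPCs. Of 19 Wnt pathway genes, 16 were higher and 2 lower in hNMP-D4 than in hESC (limma's camera, adjusted p = 1.01e-23). The log2 fold change was 5.41 (SE 0.276) for LEF1, a transcription factor of the pathway, and 5.44 (SE 0.287) for FZD10, a Wnt receptor. Between the hNMP and the NeuDet stage, 17 of these genes were higher and 2 lower (limma's camera, adjusted p = 6.54e-13). Between hNMP-D4 and NeuDet-D6 alone, 13 were higher and 5 lower. Of 21 FGF pathway genes, 6 were higher and 11 lower in hNMP-D4 than in hESC (limma's camera, adjusted p = 0.02, and adjusted p = 0.142 with an estimated correlation). DUSP6, a target of FGF signalling, had a log2 fold change of -1.78 (SE 0.141) in that comparison and of 2.76 (SE 0.065) between the hNMP and the NeuDet stage. Of 20 genes of mitosis, 18 were lower and 1 was higher in hNMP-D4 than in hESC (limma's camera, adjusted p = 0.000267, and adjusted p = 0.257 with an estimated correlation), with a median log2 fold change of -0.60, as in TOP2A, a DNA topoisomerase, at -0.81 (SE 0.079). MKI67, a marker of cycling cells, had 417.1 ± 88.1 CPM in hESC and 278.1 ± 102 CPM in hNMP-D4 (adjusted p = 0.00454), a call of edgeR's test that ends without hNMP-D4 replicate 3 (adjusted p = 0.0678) or hESC replicate 2 (adjusted p = 0.0527). In the NeuDet stage 16 of these 20 genes were higher and 2 lower than in the hNMP stage (limma's camera, adjusted p = 0.0349, and adjusted p = 0.5 with an estimated correlation). In the NeuDet stage, 29 of 30 measured HOX genes were higher than in the hNMP stage and 0 lower by edgeR's quasi-likelihood test (limma's camera, adjusted p = 5.61e-60). None was lower before adjustment or by DESeq2 either. Between hNMP-D4 and NeuDet-D6 alone, 28 HOX genes were higher and 1 lower. Between the stages, 6 of 11 dorsal spinal progenitor genes were higher in NeuDet cells and 2 lower (limma's camera, adjusted p = 0.000116). PAX3, a gene of the dorsal neural tube, had 3.95 (SE 0.075). NKX6-1, a gene of ventral spinal progenitors, had a log2 fold change of 5.92 (SE 0.11), and of 5.69 to 6.55 with a replicate number left out. Yet of 13 ventral genes tested 2 were higher and 6 lower (limma's camera, adjusted p = 0.827, with a positive direction against a median of -0.82). Of 13 Sonic hedgehog pathway genes, 11 were higher and 1 lower (limma's camera, adjusted p = 3.99e-06, and adjusted p = 0.0568 with an estimated correlation), with PTCH1, a target and receptor of the pathway, at 2.43 (SE 0.047). GLI1, also of the pathway, went the other way, with log2 fold changes of -0.50 to -0.38 with a replicate number left out. In passaged hSCNPCs, 14 of 15 pan-neural progenitor genes were higher than in the NeuDet stage and 1 was lower (limma's camera, adjusted p = 8.84e-29), as in SOX1, at 4.58 (SE 0.058), and NES, the intermediate filament gene of neural stem cells, at 2.06 (SE 0.031). Of 16 Notch pathway genes, 12 were higher and 4 lower (limma's camera, adjusted p = 7.52e-08), and of 21 FGF pathway genes 5 were higher and 15 lower (limma's camera, adjusted p = 1.57e-13). By the paper's methods, the NeuDet medium holds FGF2, FGF8 and Compound E, and the medium of passaged hSCNPCs lists none of these. An effect of the medium on these 2 lists was not tested apart from a change of the cells. Of 20 genes of mitosis, 1 was higher and 16 lower in hSCNPCs (limma's camera, adjusted p = 0.0348, and adjusted p = 0.567 with an estimated correlation). Of 18 genes of DNA replication, 3 were higher and 11 lower (limma's camera, adjusted p = 0.223). HOX genes fell as a group from their NeuDet levels, with 4 of 30 higher and 25 lower (limma's camera, adjusted p = 4.31e-12). Neuronal genes were present too, with 14 of 17 pan-neuronal genes higher and 3 lower (limma's camera, adjusted p = 2.05e-14), such as DCX, a microtubule gene of young neurons, at 7.35 (SE 0.047). These counts of list members were the same when adjusted over the list alone, and camera's calls hold with an estimated correlation except where that p is given.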

Regulon analysis showed that hNMPs mainly enriched with Gene Ontology (GO) terms of cell cycle process, Wnt signaling pathway and fibroblast growth factor receptor signaling pathway; NeuDet stage differentiating neural progenitors mainly enriched with stem cell differentiation and spinal cord development; passaged hSCNPCs enriched mainly with anterior/posterior pattern specification and neural precursor cell proliferation (Fig. 1I). Interestingly, we observed a caudalized shift of HOX genes expression from *HOXC6-8* at NeuDet stage to *HOXC9-10* in passaged hSCNPCs (Fig. 1I), suggesting an enhanced posterior signature during the derivation process. 

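HOXC6, HOXC8, HOXC9 and HOXC10, which lie next to one another on chromosome 12 and are read from anterior to posterior in that order, rose through the NeuDet stage. Between NeuDet-D1 and NeuDet-D6, HOXC6 went from 5.08 ± 0.633 to 191.6 ± 20.3 CPM and HOXC8 from 4.23 ± 0.115 to 104.5 ± 10.8 CPM (n = 3). HOXC9 (ENSG00000180806, 53994895 to 54003337 on GRCh38) went from 0.242 ± 0.0733 to 59.4 ± 7.79 CPM over the same days, and HOXC10 (ENSG00000180818, 53985065 to 53990279) from 0.0469 ± 0.0267 to 11.1 ± 1.68 CPM. At passage 5 the levels were 86.1 ± 2.28 CPM for HOXC6, 38.7 ± 0.295 for HOXC8, 43.0 ± 0.861 for HOXC9 and 5.93 ± 0.167 for HOXC10. Against NeuDet-D6, the log2 fold changes at passage 5 were -1.14 for HOXC6 (SE 0.082, adjusted p = 5.6e-17 from edgeR's quasi-likelihood test), -1.42 for HOXC8 (SE 0.083), -0.46 for HOXC9 (SE 0.077, adjusted p = 9.42e-07) and -0.90 for HOXC10 (SE 0.12). Differences between these genes were not tested. HOXA9 rose by 1.00 on the log2 scale (SE 0.085), and HOXB9 had 651.0 ± 34.1 CPM in NeuDet-D6 and 696.6 ± 15.5 CPM at passage 5 (edgeR, adjusted p = 0.32). HOX genes of paralog group 9 made up 25.9% ± 1.44 (SD, n = 3) of the summed CPM of the 39 HOX genes in NeuDet-D6 and 50.3% ± 0.862 at passage 5, while groups 1 to 5 went from 47.1% ± 3.93 to 25.8% ± 0.769. The share of group 9 had been 43.4% ± 0.757 in NeuDet-D2. The summed CPM itself was 2882 ± 35.9 in NeuDet-D6 and 1607 ± 7.41 at passage 5. The later passages differed. HOXC9 had 0.855 ± 0.192 CPM at passage 20 and at passage 40 no count in any of the 3 libraries, which makes it at least 892-fold lower than at passage 5, taking the floor as 3 counts over the group. HOXB9 fell to 3.45 ± 0.273 CPM between passage 10 and passage 20, a log2 fold change of -5.07 (SE 0.153, edgeR, adjusted p = 5.17e-26), and HOXC6 fell by 4.76 (SE 0.226) and HOXC8 by 4.16 (SE 0.254) in that step. HOXA3, a gene of the anterior cluster with exons that overlap those of other genes over 19.8% of their length, went from 12.2 ± 1.58 CPM at passage 10 to 65.8 ± 4.85 at passage 20 and 115.4 ± 1.98 at passage 40. Paralog group 9 held 22.1% ± 0.533 of the HOX signal at passage 10, 4.46% ± 0.328 at passage 20 and 0.528% ± 0.0858 at passage 40, where groups 1 to 5 held 98.0% ± 0.365. Averaged over the 5 passages, HOXC9 had a fitted log2 fold change of -3.68 (SE 0.217) against the NeuDet stage, no bound since passage 40 has no count, and with passages 5 and 10 alone, a setting chosen after the values were seen, it was above it, at 1.60. Exons of HOXC6 overlap those of other genes over 16.1% of their length and those of HOXC9 over 9.8%. From the HOXC genes of its regulon heat map (Fig. 1I), the paper proposes that the posterior signature is enhanced while hSCNPCs are derived.

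**Figure D4:**
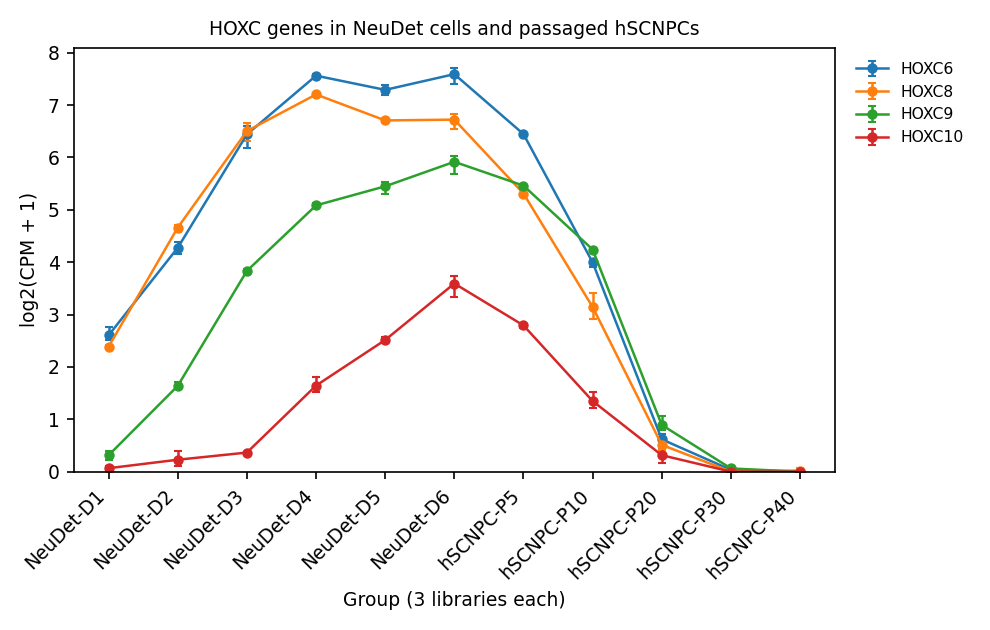
Mean log2(CPM + 1) of HOXC6, HOXC8, HOXC9 and HOXC10 in NeuDet cells and passaged hSCNPCs, with bars from the lowest to the highest of 3 libraries. HOXC9 has 59.4 CPM in NeuDet-D6, 43.0 CPM at passage 5 and 0.855 CPM at passage 20.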

Comparison of the transcriptome of our hSCNPCs with that of human developing brain (Allen Brain Atlas) and human developing spinal cord (Rayon et al. 2021) confirmed that hSCNPCs are resembling to human developing spinal cord (Fig. 1J).

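Genes of neural progenitors were expressed at each of the passages 5, 10, 20, 30 and 40, while 9 of 13 genes of ventral spinal identity were lower at passage 40 than at passage 5. The labels do not say whether the passages are one culture followed over time, so a difference between them may also be one between cultures. PAX6 had 494.4 ± 30.1 CPM at passage 5 and 275.3 ± 8.47 CPM at passage 40 (n = 3), a log2 fold change of -0.84 (SE 0.077, adjusted p = 5.64e-14 from edgeR's quasi-likelihood test). SOX1 went from 191.6 ± 7.33 to 147.6 ± 7.00 CPM, SOX2 from 760.8 ± 1.22 to 564.9 ± 11.1 CPM, and NES, which encodes the stem cell filament NESTIN, from 2494 ± 61.7 to 1637 ± 70.5 CPM, with log2 fold changes of -0.37 (SE 0.104), -0.42 (SE 0.068) and -0.60 (SE 0.071). MKI67, which encodes KI67, had 448.8 ± 44 CPM at passage 5 and 483.8 ± 15.5 at passage 40 (log2 fold change 0.12, SE 0.171, edgeR, adjusted p = 0.621). NKX6-1 (ENSG00000163623, chromosome 4 from 84491985 to 84499292), a gene of the ventral spinal cord, had 42.4 ± 3.49 CPM at passage 5, 72.4 ± 3.59 at passage 10, 16.7 ± 0.886 at passage 20 and 2.12 ± 0.222 at passage 40. Its log2 fold change between passages 5 and 40 was -4.31 (SE 0.151, edgeR, adjusted p = 4.71e-31). NKX2-2, a gene of the progenitors next to the floor plate, was highest at passage 10 with 4.89 ± 0.616 CPM, and OLIG2, a gene of motor neuron progenitors, had 1.73 ± 0.0388 CPM there and no count at passages 20, 30 and 40. Of 13 ventral spinal progenitor genes, 9 were lower at passage 40 than at passage 5 and 0 were higher by edgeR's quasi-likelihood test (limma's camera, adjusted p = 1.17e-18). None was higher before adjustment or by DESeq2 either. Between passages 10 and 20, a comparison added after the values of the passages were seen, 3 of the 13 were higher and 8 lower (limma's camera, adjusted p = 4.9e-14). The dorsal, pan-neural and mitosis values that follow compare passage 40 with passage 5 again. Of 11 dorsal spinal progenitor genes, 7 were higher and 1 lower (8 higher and 2 lower when adjusted over the list alone; limma's camera, adjusted p = 0.000184; median 1.26 and mean 0.00). PAX7 and GSX1, homeobox genes of the dorsal cord, had log2 fold changes of 2.38 (SE 0.088) and 5.27 (SE 0.127). Of 15 pan-neural progenitor genes 5 were higher and 6 lower (6 and 6 when adjusted over the list alone; limma's camera, adjusted p = 0.294; median -0.09 and mean 0.09), and of 20 genes of mitosis 3 were higher and 2 lower, also when adjusted over the list alone (limma's camera, adjusted p = 0.554). Lists of several cell types fell along with the ventral genes between passages 5 and 40. Of 18 spinal interneuron genes 13 were lower and 3 higher, of 9 GABAergic and glycinergic genes 8 and 1, and of 11 cholinergic genes 9 and 1 (limma's camera, adjusted p = 4.38e-05, 3.04e-05 and 0.00136). Of 14 motor neuron transcription factor genes 9 were lower and 4 higher, and of 20 presynaptic genes 12 and 3 (limma's camera, adjusted p = 1.07e-06 and 0.00138). Of 10 oligodendrocyte genes 7 were lower and 1 higher (limma's camera, adjusted p = 0.132). Of 15 mesenchymal genes, 10 were lower and 4 higher (limma's camera, adjusted p = 5.01e-08). The counts of these lists were the same when adjusted over the list alone. Camera's calls between passages are given at its preset correlation of 0.01 alone. COL3A1, a fibrillar collagen, went from 46.3 ± 7.21 CPM at passage 10 to 0.103 ± 0.0897 at passage 20. In total 4925 genes were higher and 5086 lower at passage 40 than at passage 5, and 2459 were higher and 3086 lower at passage 20 than at passage 10. On entry into passaging, between NeuDet-D6 and passage 5, PAX6 rose from 0.159 ± 0.0661 CPM, WNT7A, a Wnt ligand gene with no count in NeuDet-D6, became at least 4350-fold higher (floor of 3 counts over the group), and 6323 genes were higher and 6601 lower.

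**Figure D5:**
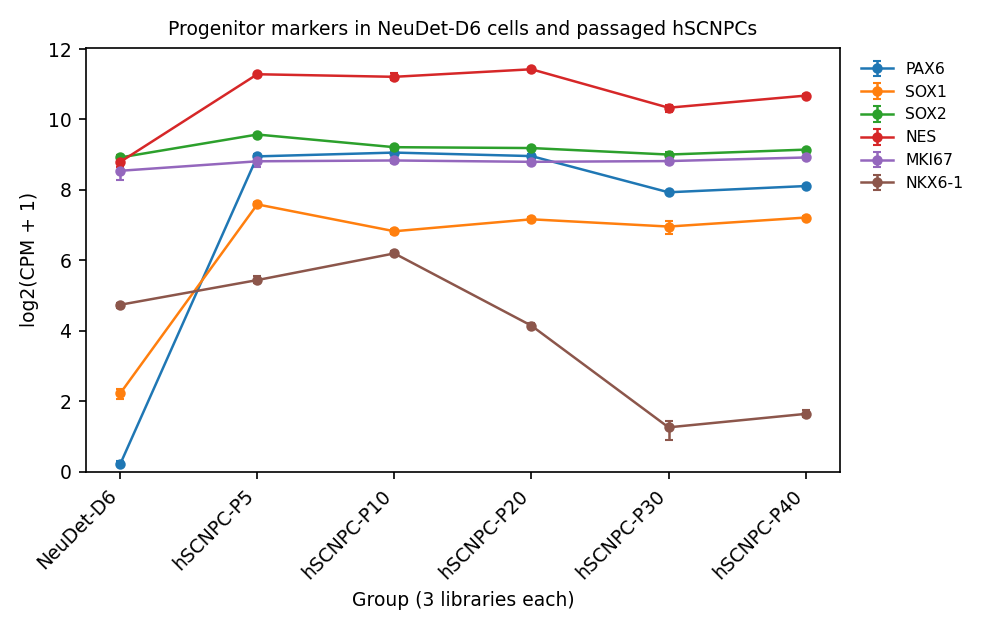
Mean log2(CPM + 1) of 6 progenitor genes in NeuDet-D6 cells and at 5 passages, with bars from the lowest to the highest of 3 libraries. PAX6 stays at or above 243.4 CPM at each passage, and NKX6-1 goes from 72.4 CPM at passage 10 to 2.12 CPM at passage 40.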

Taken together, these results suggest that we have successfully obtained a neural progenitor cell line with human spinal cord features.

### Fast and direct differentiation of posterior spinal motor neurons from hSCNPCs

To test the motor neuron differentiation ability of hSCNPCs, we dissociated hSCNPCs into single cells and seeded with a density of 100,000 cell/cm^2^ on PDL and Matrigel-coated plates and differentiated in N2B27 medium containing Purmorphamine, Compound E, brain-derived neurotrophic factor (BDNF), glial cell line-derived neurotrophic factor (GDNF) and Neurotrophin-3 (NT-3) (Fig. 2A). In this medium, hSCNPCs can be quickly differentiated into immature motor neurons expressed markers of HB9 (~ 90%) and ISL1 (~ 70%) at day 6 (D6) (Fig. 2B and D). By day 18 (D18), hSCNPCs-derived motor neurons expressed homogeneously mature neuronal markers, such as SMI-32 (~ 90%), NEUN (~ 90%) and MAP2 (~ 90%) (Fig. 2C and D). These cells also expressed motor neuron subtype-specific markers, such as choline acetyltransferase (ChAT) and vesicular acetylcholine transporter (VAChT) at high percentages (Fig. 2E and F). Other neuronal subtypes, such as glutamatergic neurons (VGLUT), GABAergic neurons (GAD67) and dopaminergic neurons (TH), were barely detectable (Fig. 2E and F), suggesting that this method is a highly efficient spinal motor neuron differentiation protocol.

**Fig. 2:**
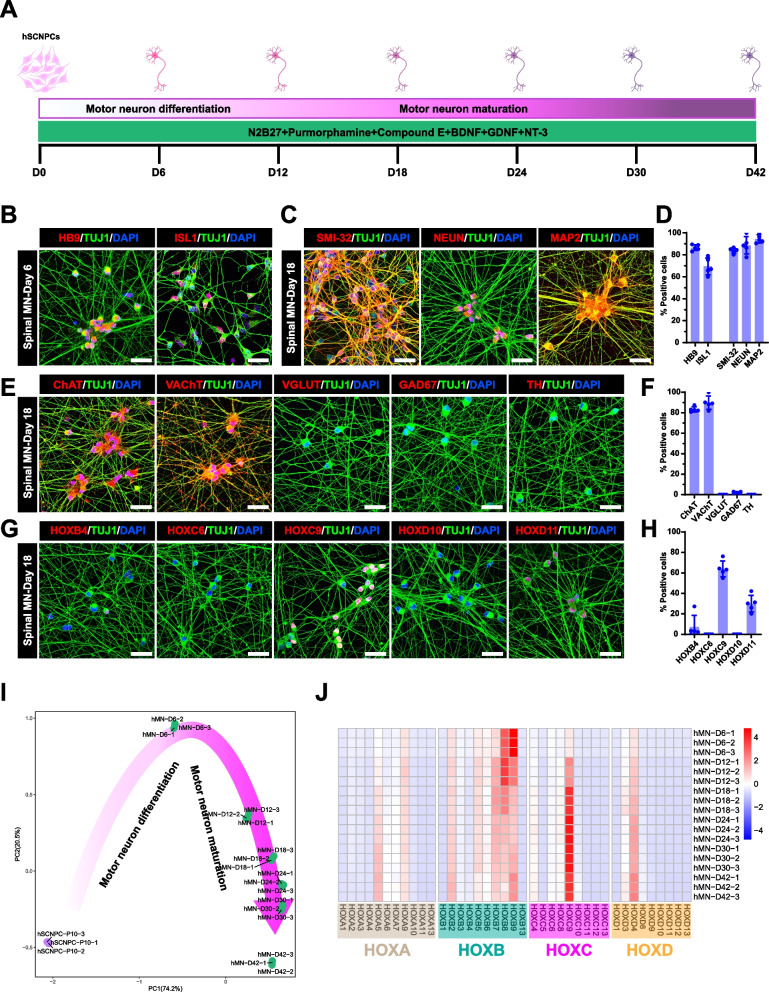
Fast and high-efficient posterior spinal cord motor neuron differentiation from hSCNPCs. **A** Schematic illustration of direct spinal motor neurons differentiation from hSCNPCs and hiSCNPCs (derived from H9, DC60-3 and DC87-3). **B** Immunofluorescent images demonstrating the expression of motor neuron markers HB9, ISL1 of hSCNPCs direct differentiated spinal motor neurons at day 6. Scale bar, 50 μm. **C** Immunofluorescent images demonstrating the expression of mature motor neuron marker SMI-32 and mature neuronal markers NEUN and MAP2 of hSCNPCs direct differentiated spinal motor neurons at day 18. Scale bar, 50 μm. **D** Quantification of results shown in Fig. 2B and C. n = 5 independent experiments. Data are represented as mean ± SD. **E** Immunofluorescent images of neurotransmitter markers ChAT, VAChT, VGLUT, GAD67 and TH of hSCNPCs-derived spinal motor neurons at day 18. Scale bar, 50 μm. **F** Quantification of results shown in Fig. 2E. n = 5 independent experiments. Data are represented as mean ± SD. **G** Immunofluorescent staining of HOX family genes HOXB4, HOXC6, HOXC9, HOXD10 and HOXD11 of hSCNPCs-derived spinal motor neurons at day 18. Scale bar, 50 μm. **H** Quantification of results shown in Fig. 2F. n = 5 independent experiments. Data are represented as mean ± SD. **I** Principal component analysis of samples from hSCNPCs to spinal motor neurons at each time point shown in Fig. 2A. **J** 39 HOX genes expression profiles during spinal motor neuron differentiation from hSCNPCs

HOX genes play an important role in the rostrocaudal axis and spinal cord patterning, immunostaining analysis showed that hSCNPCs-derived spinal motor neurons mainly expressed HOXC9 (~ 70%) and HOXD11 (~ 30%), which were associated with thoracic and lumbar spinal domains, respectively (Fig. 2G and H). The regional identities of hindbrain (HOXB4), cervical spinal (HOXC6) and lumbar spinal cord (HOXD10) were hardly detectable (Fig. 2G and H). To confirm the spinal motor neurons with posterior identities, we performed double staining of motor neuron marker (SMI-32) and posterior marker (HOXC9). The double staining results showed that ~ 61.53% SMI-32^+^/HOXC9^+^ cells were detected as posterior spinal motor neurons (Figs. S3E and S3F). To further illustrate the expression patterns of *HOX* family genes during spinal motor neuron differentiation, we profiled 4 *HOX* clusters of 39 genes in the RNA-seq data. In line with the immunostaining results, spinal motor neurons generated from hSCNPCs specifically expressed *HOXC9* (Fig. 2J). Together, these results suggest that the motor neurons this protocol induced are the posterior spinal motor neurons.

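HOXC9 (ENSG00000180806) was higher at day 6 of motor neuron differentiation than at passage 10, which was taken as day 0. HOXC9 was then the most expressed HOX gene from day 18 to day 42, in a background of HOX genes that fell. It had 17.9 ± 0.343 CPM at day 0 (hSCNPC-P10) and 48 ± 2.91 CPM at day 6 (n = 3), a log2 fold change of 1.38 (SE 0.06, adjusted p = 2.15e-23 from edgeR's quasi-likelihood test). It then had 64.2 ± 2.81 CPM at day 12, 69.7 ± 2.46 at day 18, 67.3 ± 3.18 at day 24, 54.9 ± 0.827 at day 30 and 30.9 ± 1.16 at day 42. HOXB9 went from 118.7 ± 4.35 CPM at day 0 to 429.4 ± 9.43 at day 6 and 46.1 ± 2.98 at day 18, and HOXB8 from 113.6 ± 3.17 to 233.8 ± 8.99 and 56.9 ± 0.989 on these days, so that both stood above HOXC9 at day 6 and below it at day 18. Between day 6 and day 30 HOXB9 had a log2 fold change of -3.59 (SE 0.052), HOXB8 of -3.32 (SE 0.057) and HOXC9 of 0.21 (SE 0.05, edgeR, adjusted p = 0.000406). HOXC6, a gene of the cervical and brachial cord, had 43.6 ± 0.567 CPM at day 6 and 16.9 ± 1.31 at day 18. HOXB4, a gene of the hindbrain and upper cord, had 12.0 ± 0.565 CPM at day 6 and 2.38 ± 0.48 at day 18. HOXA9, a thoracic gene with exons that overlap those of other genes over 27% of their length, had 96.2 ± 3.94 and 38.9 ± 0.469 CPM at these days. The lumbar genes HOXD10 and HOXD11 had 0.581 ± 0.816 and 0.23 ± 0.361 CPM at day 18, from 38 and 15 counts over 3 libraries, and HOXC10 had 3.77 ± 0.654 CPM. The SDs of HOXD10 and HOXD11 exceed their means, so a single library holds most of either value. Of 29 measured HOX genes, 20 were higher and 4 lower at day 6 than at day 0, also when adjusted over the list alone (limma's camera, adjusted p = 0.000298). Between day 6 and day 30, 3 were higher and 22 lower, again also over the list alone (limma's camera, adjusted p = 1.73e-15), and these camera calls hold with an estimated correlation. The summed CPM of the 39 HOX genes was 707.4 ± 17.6 at day 0, 1418 ± 27.6 at day 6, 543.8 ± 2.64 at day 18 and 264.0 ± 5.98 at day 42. Paralog group 9 made up 40.5% ± 0.806 of it at day 6, 28.6% ± 0.783 at day 18 and 29.6% ± 0.734 at day 42. Groups 10 to 13 made up 0.563% ± 0.0489, 1.71% ± 0.561 and 3.75% ± 0.432 of it on these days. No library is labelled day 0, and the rise to day 6 depends on the passage taken for it. At passage 5, HOXC9 had 43 CPM and the HOX sum was 1607 CPM, above that of day 6. At passages 20, 30 and 40 the sum was 436.4, 304.7 and 330.2 CPM, below that of day 6.

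**Figure D6:**
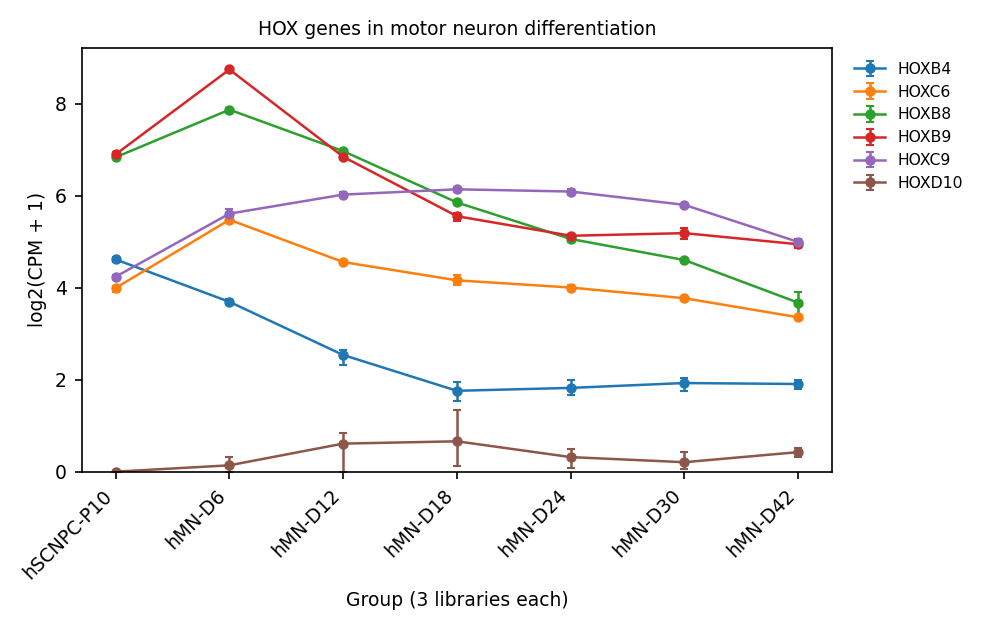
Mean log2(CPM + 1) of 6 HOX genes from hSCNPC-P10 (day 0) to hMN-D42, with bars from the lowest to the highest of 3 libraries. HOXB9 peaks at 429.4 CPM at day 6 and HOXC9 at 69.7 CPM at day 18.

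**Figure D7:**
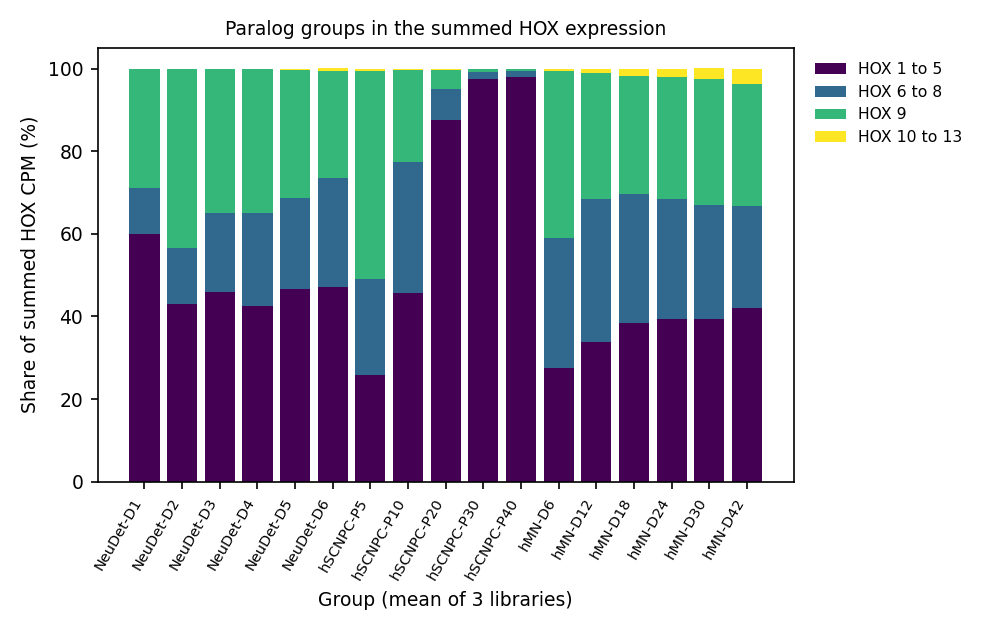
Share of the summed CPM of 39 HOX genes held by paralog groups 1 to 5, 6 to 8, 9 and 10 to 13, as the mean of 3 libraries per group. Group 9 holds 40.5% at day 6 and 28.6% at day 18 of motor neuron differentiation.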

Similarly, the motor neurons derived from hiPSCs through hiSCNPCs using the same protocol also showed comparable expression levels of spinal motor neuron markers and HOX proteins (Fig. S2B). Both hESCs-derived hSCNPCs and hiPSCs-derived hiSCNPCs can be passaged in vitro up to 40 times (Fig. 1E). To test whether the expandable stage hSCNPCs still can be differentiated into posterior spinal motor neurons, we differentiated hSCNPCs at P40 and performed immunofluorescent staining of neuronal markers (TUJ1/NEUN/HB9/SMI-32/ChAT/VAChT/ISL1) and posterior marker (HOXC9). The results showed that, hSCNPCs at P40 can still be efficiently differentiated into spinal motor neurons with posterior identities (Figs. S4A-S4D).

To gain insights into the transcriptomic alterations during spinal motor neuron differentiation, we employed time course RNA-seq analysis every 6 days from D0 to D30, as well as D42. 

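Motor neuron differentiation of H9-derived hSCNPCs was sequenced at days 6, 12, 18, 24, 30 and 42 (hMN-D6 to hMN-D42), with 3 libraries in each of the 6 groups. The deposited table of these 18 libraries holds raw featureCounts counts made by the authors in the way of the progenitor libraries, and it has no library labelled day 0. The hSCNPC-P10 libraries, which come from the table of the earlier course, were taken as day 0, so the step from day 0 to day 6 also compares libraries of separate tables. Total counts ran from 14142238 to 27677746 in the 18 libraries, with a median of 19517221. Ribosomal protein genes took 1.47% to 3.02% of their counts. The 21 libraries were fitted in a model of their own, over the 21175 genes that passed the filter on low counts. Each time point was compared with the one before it, and day 30 also with day 6.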

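The step from day 0 to day 6 changed far more of the transcriptome than any later one. MKI67, a marker of cycling cells, went from 456.1 ± 21.1 CPM at day 0 to 10.2 ± 1.23 CPM at day 6 (n = 3), a log2 fold change of -5.51 (SE 0.156, adjusted p = 1.29e-14 from edgeR's quasi-likelihood test). STMN2, a growth-associated gene of neurons, went from 358.2 ± 18.2 to 1931 ± 142 CPM (log2 fold change 2.39, SE 0.049, edgeR, adjusted p = 1.49e-31). SYT1, a calcium sensor of synaptic vesicles, was highest at day 6, with 1013 ± 21.4 CPM against 112.3 ± 1.82 at day 0 and 278.4 ± 2.27 at day 30. In the PCA of the 2000 most variable genes, PC1 held 73.9% and PC2 16.9% of the variance. PC2 reached its lowest value at day 6. It was 15.11 ± 0.62 at day 0, -45.35 ± 0.94 at day 6, -25.72 ± 1.99 at day 12, -10.33 ± 1.63 at day 18, 1.07 ± 3.43 at day 24, 16.22 ± 3.88 at day 30 and 49.01 ± 0.41 at day 42. PC1 rose from -137.81 ± 0.75 at day 0 to -22.68 ± 0.76 at day 6 and 43.77 ± 1.72 at day 24, and stood at 24.45 ± 0.24 at day 42. Over the 21175 genes, the mean distance between libraries of successive groups was 1.422 log2 units from day 0 to day 6, 0.695 from day 6 to day 12 and 0.411 to 0.589 in the later steps, against 0.354 to 0.459 between libraries of a group. Such a distance includes the scatter between libraries. The step from day 24 to day 30, at 0.411, stood little above that scatter, at 0.354 and 0.362 within these groups.

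**Figure D8:**
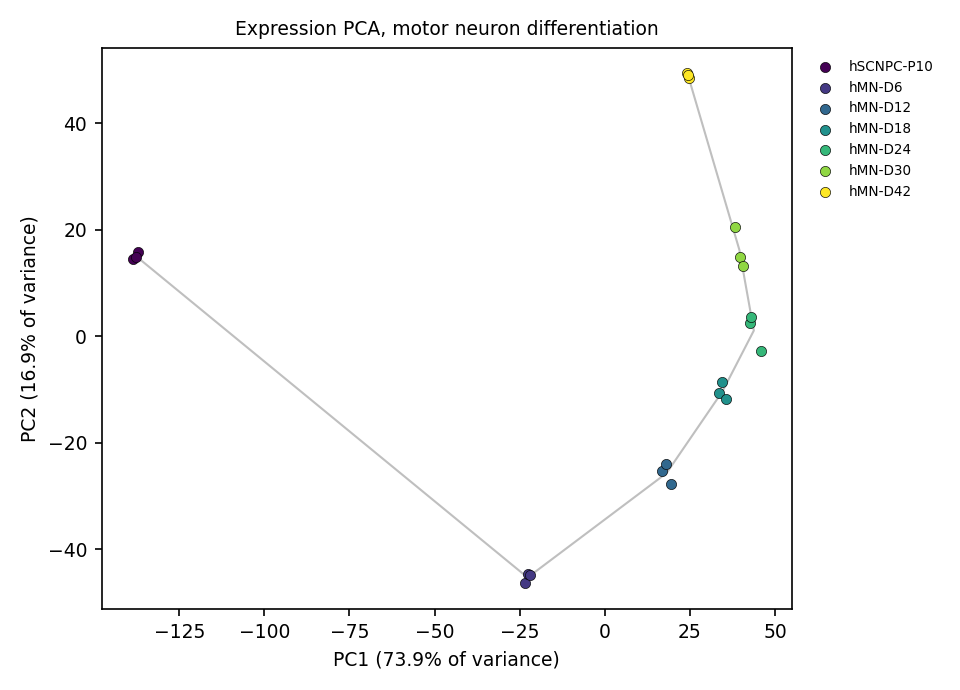
PC1 (73.9% of the variance) and PC2 (16.9%) of log2 CPM of the 2000 most variable genes in 21 libraries. Each point is a library, coloured by group, and the line joins the group means in order of time, with PC2 lowest at day 6, at -45.35.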

The SCENIC algorithm identified 252 regulons (Fig. S2C) and the PCA analysis showed a turning point at D6 (Fig. 2I). Heatmap and GO term analysis showed that D0-D6 regulons were enriched with terms of spinal cord patterning, cell cycle DNA replication and neural precursor cell proliferation, and regulons of late stage were corresponding to neuron migration, neural tube formation, neuromuscular junction development and neurotransmitter secretion (Fig. S2C). Hence, the spinal motor neuron differentiation process could be divided into two major events: motor neuron differentiation and maturation. 

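Genes of the cell cycle and of neural precursors fell by day 6. Genes of synapses and ion channels rose by day 6 and were higher at day 30 than at day 6, though more synaptic genes fell than rose after day 24. Of 18 genes of DNA replication, 18 were lower at day 6 than at day 0 (limma's camera, adjusted p = 4.91e-33), as in MCM2, a subunit of the replicative helicase, which went from 209.8 ± 17.0 to 22.4 ± 1.65 CPM (log2 fold change -3.27, SE 0.061, adjusted p = 6.77e-36 from edgeR's quasi-likelihood test). Of 20 genes of mitosis, 20 were lower (limma's camera, adjusted p = 8.16e-45), with TOP2A at -5.42 (SE 0.124). Of 15 pan-neural progenitor genes, 13 were lower and 2 higher (limma's camera, adjusted p = 4.8e-06), such as SOX2 at -1.79 (SE 0.045). Genes of spinal patterning were mixed, with 5 of 13 ventral progenitor genes higher and 7 lower (limma's camera, adjusted p = 0.248) and 0 of 11 dorsal ones higher and 7 lower by edgeR's quasi-likelihood test (6 lower when adjusted over the list alone; limma's camera, adjusted p = 0.00577). None of these was higher before adjustment or by DESeq2, which called 6 lower. By day 6, 18 of 20 presynaptic genes were higher than at day 0 and 1 lower (limma's camera, adjusted p = 3.02e-23), as were 17 of 20 postsynaptic genes with 1 lower (limma's camera, adjusted p = 5.5e-08, and adjusted p = 0.0535 with an estimated correlation). Of 21 sodium and potassium channel genes, 18 were higher by then and 3 lower (limma's camera, adjusted p = 3.67e-06). Between day 6 and day 30, 19 of 21 genes of voltage-gated sodium and potassium channels were higher and 2 lower (limma's camera, adjusted p = 5.3e-16). The log2 fold change was 2.51 (SE 0.051) for SCN2A, a neuronal sodium channel (chromosome 2 from 165194993 to 165392310), and 5.24 (SE 0.143) for KCNC2, a potassium channel of fast-firing neurons. Of 20 postsynaptic genes, 19 were higher and 0 lower by edgeR's test, before adjustment and after, and by DESeq2 (limma's camera, adjusted p = 3.81e-10). An example is GRIN2B, an NMDA receptor subunit, with a log2 fold change of 3.21 (SE 0.081). The paper finds no PSD95 stain at day 18 and no spontaneous postsynaptic currents at day 30, and RNA levels do not tell whether synapses form. Of 20 presynaptic genes, 15 were higher and 4 lower (limma's camera, adjusted p = 0.000148), with SNAP25, a protein of vesicle fusion, at 1.00 (SE 0.042) and SYT1 at -1.85 (SE 0.037). Of 12 cholinergic genes, 6 were higher and 4 lower (7 and 4 when adjusted over the list alone; limma's camera, adjusted p = 0.0138), with ACHE, the acetylcholinesterase of the neuromuscular junction, at 1.63 (SE 0.043). Of 20 genes of axon guidance and growth, 8 were higher and 12 lower (limma's camera, adjusted p = 0.0194, and adjusted p = 0.294 with an estimated correlation), among the latter the guidance receptor DCC at -1.64 (SE 0.058) and ROBO1 at -0.88 (SE 0.041). Already between day 24 and day 30, 8 presynaptic genes were lower and 1 higher (8 and 2 when adjusted over the list alone; limma's camera, adjusted p = 0.00417, and adjusted p = 0.0695 with an estimated correlation). In that step 9 postsynaptic genes were lower and 2 higher (12 and 3 over the list alone; limma's camera, adjusted p = 3.45e-05, and adjusted p = 0.122 with an estimated correlation). Of the sodium and potassium channel genes, 1 was lower and 3 were higher (limma's camera, adjusted p = 0.54). In the same step 14 of 20 genes of mitosis and 10 of 18 of DNA replication were higher (16 and 12 over the list alone; limma's camera, adjusted p = 1.35e-16 and 4.1e-07). So were 8 of 14 astrocyte genes (limma's camera, adjusted p = 4.7e-05, and adjusted p = 0.0695 with an estimated correlation) and 7 of 15 mesenchymal genes (10 over the list alone; limma's camera, adjusted p = 9.79e-07). Leaving out 1 library in turn gave 11 to 13 genes of mitosis and 5 to 8 of DNA replication higher. It gave 5 to 8 astrocyte and 1 to 8 mesenchymal genes higher, so the mesenchymal count can hang on a single library. Of these 4 lists 0 genes were lower by edgeR's test or by DESeq2, with 2 astrocyte genes lower before adjustment and over the list alone. From day 30 to day 42, 13 presynaptic genes were lower and 1 higher (14 and 2 when adjusted over the list alone; limma's camera, adjusted p = 3.45e-05). There were 14 postsynaptic genes lower and 2 higher (15 and 2 over the list alone; limma's camera, adjusted p = 5.1e-06, and adjusted p = 0.0881 with an estimated correlation). Sodium and potassium channel genes had 14 lower and 4 higher (14 and 5 over the list alone; limma's camera, adjusted p = 0.00435, and adjusted p = 0.247 with an estimated correlation). In this step 19 genes of mitosis, 17 of DNA replication, 14 mesenchymal and 11 of 14 neural crest genes were higher (limma's camera, adjusted p = 2.85e-22, 4.8e-09, 8.2e-14 and 1.64e-11). The numbers lower were 0, 0, 0 and 2 by edgeR's test, before adjustment and after, and by DESeq2. A change in the cell make-up of the cultures is not told apart here from a fall of synaptic genes within neurons. Members of the lists of other cell types were higher too at day 30 than at day 6, though no camera call on these lists holds with an estimated correlation. Of 15 mesenchymal genes, 10 were higher and 0 lower by edgeR's test (0 before adjustment and by DESeq2; limma's camera, adjusted p = 0.0495, and adjusted p = 0.399 with an estimated correlation). In neural crest, astrocyte and oligodendrocyte lists, 10 of 14, 10 of 14 and 7 of 10 genes were higher and 1, 2 and 2 lower (limma's camera, adjusted p = 0.15, 0.532 and 0.0723). Genes of cell stress rose between day 6 and day 30 as well, with 12 of 13 genes of the unfolded protein response higher and 1 lower (limma's camera, adjusted p = 1.75e-08), such as DDIT3 at 2.05 (SE 0.092). Where no other count is given, the counts were the same when adjusted over the list alone, and the other camera calls hold with an estimated correlation.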

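Neuronal genes, expressed at day 0 already, and cholinergic genes rose within the first 6 days, and the changes in each step after day 12 were smaller than in the first steps. MAP2, a dendritic microtubule gene, went from 220.4 ± 6.32 CPM at day 0 to 1407 ± 77.0 at day 6 (n = 3) and 1501 ± 23.2 at day 30. ISL1 (ENSG00000016082), a LIM homeobox gene of motor neurons, had a log2 fold change of 3.93 (SE 0.238, adjusted p = 1.72e-18 from edgeR's quasi-likelihood test) between day 0 and day 6 and of 1.59 (SE 0.097) between day 6 and day 30. SLC18A3 (ENSG00000187714), which encodes the vesicular acetylcholine transporter, went from 1.20 ± 0.122 to 20.2 ± 0.465 CPM by day 6 and 32.7 ± 0.208 by day 12, and had 36.4 ± 2.12 CPM at day 30. CHAT (ENSG00000070748), the acetylcholine synthase, had 0.15 ± 0.0926 CPM at day 0, 1.51 ± 0.246 at day 6 and 3.45 ± 0.445 at day 30. MNX1 (ENSG00000130675), which encodes HB9, had 1.43 ± 0.44 CPM at day 0, 3.63 ± 0.406 at day 6 and 3.74 ± 0.16 at day 30 (edgeR, adjusted p = 0.779 between these last days). Of 18 pan-neuronal genes, 16 were higher and 0 lower at day 6 than at day 0 by edgeR's quasi-likelihood test, before adjustment and after (limma's camera, adjusted p = 7.59e-30). DESeq2 called 17 and 0. Of these genes, 10 were higher and 8 lower at day 30 than at day 6 (limma's camera, adjusted p = 0.517). Of 15 motor neuron transcription factors, 10 were higher and 2 lower at day 6 (limma's camera, adjusted p = 1.73e-05), and 5 were higher and 8 lower at day 30 than at day 6 (limma's camera, adjusted p = 0.047, and adjusted p = 0.249 with an estimated correlation), with LHX3, a LIM homeobox gene of the medial motor column and of V2 interneurons, at -4.13 (SE 0.157). These counts were the same when adjusted over the list alone. Of 12 cholinergic genes, 9 were higher and 2 lower at day 6 than at day 0 by edgeR's test, before adjustment and after. In the model of 21 libraries, 8110 genes were higher and 7778 lower at day 6 than at day 0, 5011 and 4849 at day 12 than at day 6, 2256 and 2375 at day 18 than at day 12, 3037 and 2833 at day 24 than at day 18, and 1284 and 1286 at day 30 than at day 24. The median absolute log2 fold change over the genes tested was 0.794, 0.299, 0.167, 0.181 and 0.124 in these steps. The number of genes with at least a 2-fold change among those called was 4685 higher and 3542 lower by day 6, and 176 and 23 between day 24 and day 30. Between day 30 and day 42, 4710 genes were higher and 4277 lower, with a median of 0.244. From the terms before and after day 6, the paper proposes that the process could be divided into differentiation and maturation of motor neurons.

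**Figure D9:**
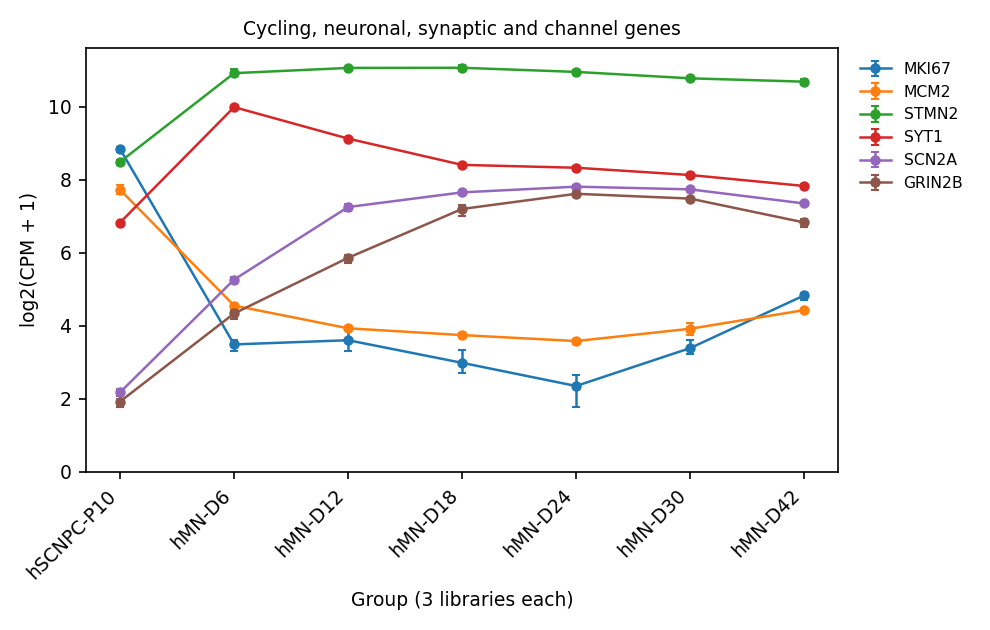
Mean log2(CPM + 1) of 6 genes from hSCNPC-P10 (day 0) to hMN-D42, with bars from the lowest to the highest of 3 libraries. MKI67 and MCM2 drop by day 6, while SCN2A and GRIN2B are highest at day 24.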

We observed temporal activation of transcription factors that may account for the cell fate transition of hSCNPCs, for example, *JUN*, *GBX2*, *FOXP2*, *ONCUT3* and *SIX3* (Fig. S2C). 

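The 5 transcription factors followed separate courses. ONECUT3 (ENSG00000205922, chromosome 19 from 1753506 to 1780988), a homeobox gene of early-born spinal neurons, had 17.4 ± 0.598 CPM at day 0, 257.9 ± 11.9 at day 6, 692.5 ± 22.3 at day 18 and 325.9 ± 5.26 at day 42 (n = 3). Its log2 fold change was 3.86 between day 0 and day 6 (SE 0.054, adjusted p = 2.31e-40 from edgeR's quasi-likelihood test) and 1.18 between day 6 and day 12 (SE 0.04). FOXP2 (ENSG00000128573, chromosome 7 from 114086327 to 114693772), a forkhead gene, had 7.46 ± 0.633 CPM at day 0 and 8.79 ± 0.476 at day 6 (edgeR, adjusted p = 0.0797), rose to 24.8 ± 0.367 at day 24, and had 13.5 ± 0.456 at day 42. JUN (ENSG00000177606, chromosome 1 from 58776845 to 58784048), a subunit of AP-1, had 71.0 ± 4.01 CPM at day 0 and 55.6 ± 2.68 at day 6 (log2 fold change -0.39, SE 0.054, edgeR, adjusted p = 2.62e-08), then 94.1 ± 2.44 at day 12, 125.2 ± 3.94 at day 30 and 207.8 ± 4.11 at day 42. GBX2 (ENSG00000168505, chromosome 2 from 236165236 to 236168386), a homeobox gene, was highest at day 12, with 49.4 ± 2.65 CPM at day 0, 56.5 ± 0.919 at day 6, 81.1 ± 3.22 at day 12 and 51.1 ± 1.84 at day 42. Its log2 fold change between day 0 and day 6 was 0.15 (SE 0.051, edgeR, adjusted p = 0.00753). This call for GBX2 in hMN-D6 vs hSCNPC-P10 ends without hSCNPC-P10 replicate 2 (edgeR, adjusted p = 0.0737), and the value becomes -0.43 with the 5 passages together as day 0. SIX3 (ENSG00000138083, chromosome 2 from 44941702 to 44946071), a homeobox gene of the forebrain, had 1 count over 3 libraries at day 0 and 1 at day 6, 0.51 ± 0.0888 CPM at day 18, 1.24 ± 0.215 at day 30 and 9.19 ± 0.142 at day 42, with a log2 fold change of 2.89 between these last days (SE 0.156, edgeR, adjusted p = 2.26e-19). Other regulators had larger levels or changes. ONECUT2, a paralog of ONECUT3, went from 110.0 ± 3.48 CPM at day 0 to 1450 ± 100 at day 6. PHOX2A, a homeobox gene of visceral motor neurons and noradrenergic cells, had a log2 fold change of 6.07 (SE 0.347) between day 0 and day 6, and NEUROG1, a proneural gene, had 7.88 ± 1.05 CPM at day 6 and 2 counts over 3 libraries at day 30.

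**Figure D10:**
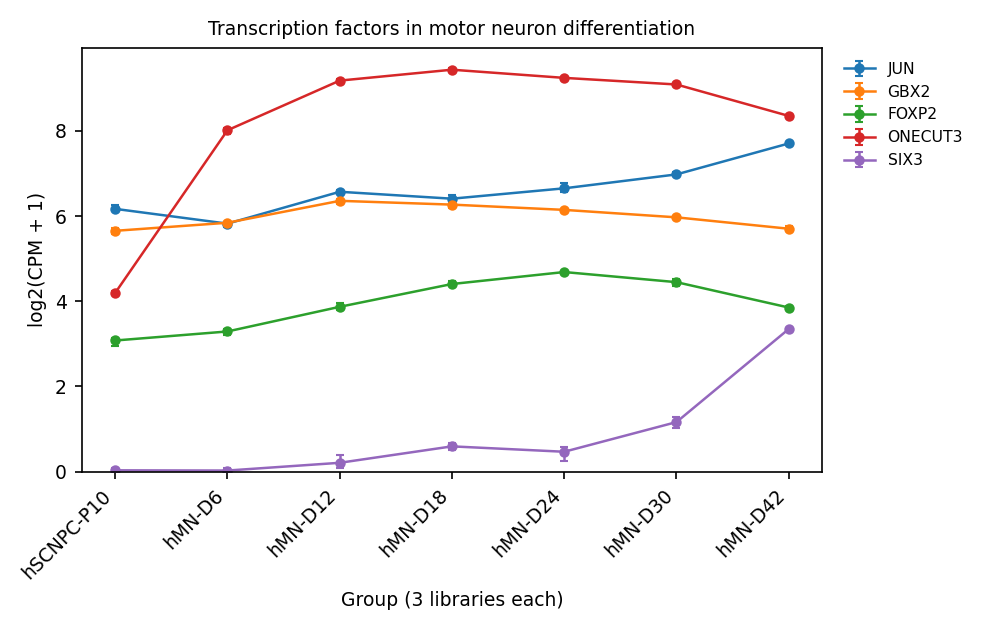
Mean log2(CPM + 1) of JUN, GBX2, FOXP2, ONECUT3 and SIX3 from hSCNPC-P10 (day 0) to hMN-D42, with bars from the lowest to the highest of 3 libraries. ONECUT3 is highest at day 18 with 692.5 CPM and SIX3 at day 42 with 9.19 CPM.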

We also confirmed by RT-qPCR that the expression of NPC marker genes *NESTIN* and *NKX2-2* were downregulated, while motor neuron progenitor specific marker *NKX6-1* increased from D0 to D18 and remained the expression level thereafter, indicating that *NKX6-1* may play an important role during motor neuron fate determination and maintenance; the expression of immature neuronal marker *TUJ1* increased sharply from D0 to D6, then dramatically decreased and maintained a relatively low level; and immature motor neuron markers *HB9* and *ISL1* increased from D0 to D12 then slowly decreased (Fig. S2A). In contrast, the expression of mature neuronal marker *NEUN* and mature motor neuron markers *ChAT* and *VAChT* increased from D0 to D12, and were maintained afterwards (Fig. S2A).

To test whether hSCNPCs have the potential to give rise to other cell types of the spinal cord, we applied a spontaneous differentiation system to hSCNPCs. hSCNPCs were plated as single cells and differentiated in N2B27 medium without additional patterning factors. In this condition, hSCNPCs differentiated into mature neurons with centimeter-long axon bundles (Figs. S3A and S3B). MicroRNA-218 (mir-218) was previously reported as an authentic marker of both rodent and human motor neurons (Amin et al. 2015; Hoye et al. 2018; Reichenstein et al. 2019; Amin et al. 2021). To compare the difference between spinal motor neurons and spontaneous differentiated neurons, time course RT-qPCR was performed for samples from both systems every 3 days from D0 to D21. The results showed that *mir-218-2* was specifically elevated in cells from spinal motor neuron differentiation system (Fig. S3C). Albeit the much lower efficiency of motor neuron differentiation, we still detected HB9 positive cells in spontaneous culture. Interestingly, interneuron markers GABA and Somatostatin (SST) and astrocyte marker S100β were also presented in spontaneous differentiation (Fig. S3D), indicating that hSCNPCs as neural progenitors have the capacity to generate the major neural cell lineages of spinal cord.

### Functional characterization of posterior spinal motor neurons derived from hSCNPCs

To characterize the functional maturation of the posterior spinal motor neurons, we performed whole-cell patch-clamp and CMOS-based high-density microelectrode array (HD-MEA) recordings. Spinal motor neurons co-cultured with astrocytes exhibited a mature morphology with abundant dendrites and long axons, and expressed mature motor neuron marker SMI-32 (Figs. S5A and S5B). The action potentials (APs) were examined during 42 days of spinal motor neuron differentiation by whole-cell patch-clamp (Fig. 3A). In response to a series of step current injections, 20% neurons could quickly generate single spike at D6 of differentiation and the mean amplitude was 24.12 ± 6.39 mV. After 12 days of differentiation, 50% neurons fired trains of APs and the mean amplitude was 41.27 ± 3.53 mV. At day 18, near 80% neurons fired repetitive APs at a mean amplitude of 47.76 ± 3.27 mV. As maturation progressively increased, 100% of recorded neurons showed sharp and repetitive spikes at 24 days, 30 days and 42 days of differentiation with mean amplitudes of 67.77 ± 2.69 mV, 71.91 ± 2.52 mV and 69.14 ± 2.63 mV, respectively (Fig. 3A-C and S5C). Statistical analysis of AP thresholds and resting membrane potentials (RMPs) showed that the mean values of AP thresholds and RMPs became more negative as the in vitro culture proceeded and reached a plateau after 24 days of spinal motor neuron differentiation at − 32.15 ± 1.14 mV and − 48.73 ± 1.12 mV, respectively (Fig. 3D and E). A gradual reduction from ~ 1 GΩ to ~ 0.5 GΩ of input resistance (Rin) was also observed during spinal motor neuron maturation (Fig. 3F). The F-I curves of spinal motor neurons from D6 to D42 exhibited a gradual increase in spike frequency under the increasing current injections from 0 pA to 30 pA and reached a plateau under the current injection over 30 pA (Fig. 3G). Together, whole-cell patch-clamp recordings reveal that hSCNPCs-derived spinal motor neurons exhibit a fast maturation property at 24 days of differentiation, and show the highest electrophysiological function at D30 and then under a slight degeneration at D42 of differentiation.

**Fig. 3:**
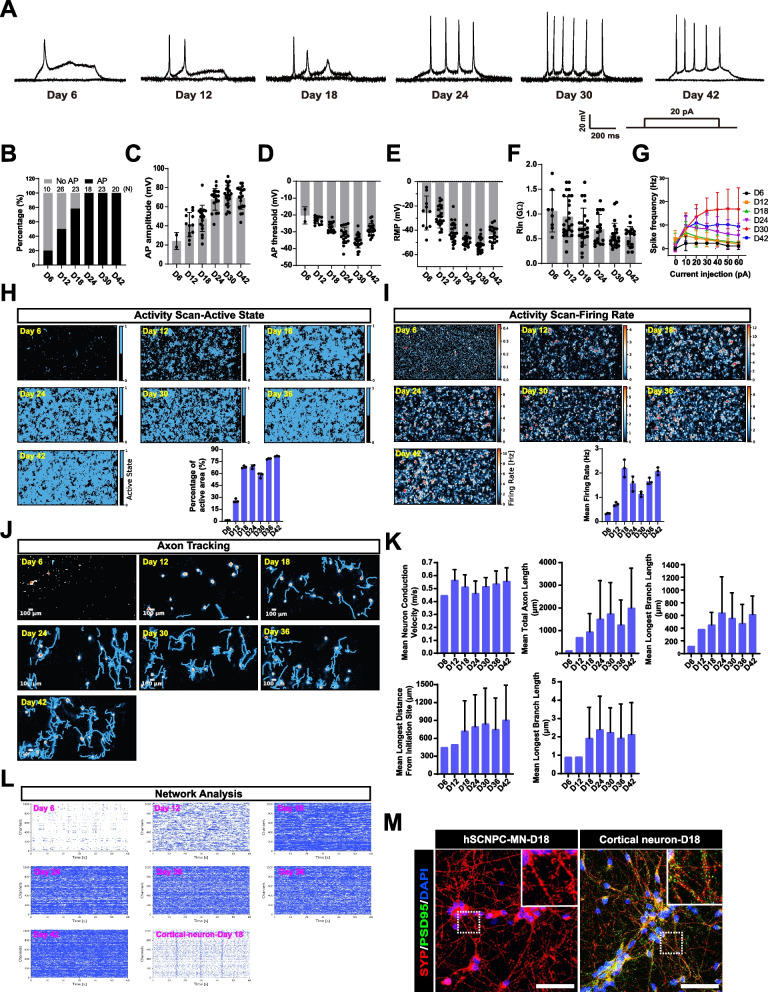
Functional characterization of hSCNPCs direct differentiated posterior spinal motor neurons. **A** Representative recording traces of hSCNPCs-derived spinal motor neurons from day 6 to day 42 in response to step current injection. **B** Percentages of hSCNPCs-derived spinal motor neurons from day 6 to day 42 with AP and no AP. N numbers of technical replicates were shown in figures from 3 independent experiments. Data are represented as mean ± SD. **C** Quantification of AP amplitude of hSCNPCs-derived spinal motor neurons from day 6 to day 42. N numbers of technical replicates were shown in figures from 3 independent experiments. Data are represented as mean ± SD. **D** Quantification of AP threshold during hSCNPCs spinal motor neurons differentiation from day 6 to day 42. N numbers of technical replicates were shown in figures from 3 independent experiments. Data are represented as mean ± SD. **E** Quantification of resting membrane potential (RMP) of hSCNPCs-derived spinal motor neurons from day 6 to day 42. N numbers of technical replicates were shown in figures from 3 independent experiments. Data are represented as mean ± SD. **F** Quantification of input resistance (Rin) of hSCNPCs-derived spinal motor neurons decreased over the differentiation process. N numbers of technical replicates were shown in figures from 3 independent experiments. Data are represented as mean ± SD. **G** Comparison of F-I curves from hSCNPCs-derived spinal motor neurons at day 6, day 12, day 18, day 24, day30 and day 42. Data were collected from 3 independent experiments. Data are represented as mean ± SD. **H** Spatial distribution maps of active spikes and the quantification results during spinal motor neuron differentiation from day 6 to day 42. *n* = 3 independent experiments. Data are represented as mean ± SD. **I** Representative mean firing rate and the quantification results during spinal motor neuron differentiation from day 6 to day 42. n = 3 independent experiments. Data are represented as mean ± SD. **J** Representative axon tracking maps during spinal motor neuron differentiation from day 6 to day 42. **K** Quantification results of axon tracking during spinal motor neuron differentiation from day 6 to day 42. Data were collected from 3 independent experiments. Data are represented as mean ± SD. **L** Network analysis during spinal motor neuron differentiation from day 6 to day 42 and cortical neuron at day 18 as a positive control. **M** Immunostaining of pre- (SYP, Synaptophysin) and post-synaptic (PSD95) markers of hSCNPCs-MNs and cortical neurons at day 18. Scale bar, 50 μm

To comprehensively investigate the maturity of spinal motor neurons, we utilized the CMOS-based HD-MEA platform, which is a high-throughput and high-resolution system containing 26,400 electrodes and 1024 simultaneous recording channels (Muller et al. 2015; Yuan et al. 2020; Sundberg et al. 2021). We first scanned and analyzed the entire HD-MEA electrode array to examine spontaneous neural activities during spinal motor neuron differentiation. The percentage of active electrodes rose rapidly from D6 to D18 and then was stabilized at about 75% thereafter (Fig. 3H). The presented heatmaps of firing rate over the time course differentiation from D6 to D42, and statistical analysis of mean firing rate (MRF) showed that the time span for functional maturity is from D18 to D42, which is consistent with whole-cell patch-clamp results (Fig. 3C and I). Then, axon tracking and spike sorting assays were performed to depict the functional images of axons and neurites of single neurons during spinal motor neuron differentiation (Fig. 3J). We assessed the axon tracking metrics including mean neuron conduction velocity (m/s), mean total axon length (μm), mean longest branch length (μm), mean longest distance from initiation site (μm) and mean longest latency (ms). These results showed that all of the parameters described above were steadily increased accompanying the differentiation progresses, pointing to a step-wise electrophysiological maturation of the spinal motor neurons (Fig. 3K).

Neural networks or neural circuits are featured by synchronous signals which are based on connections between pre- and postsynaptic neurons. To assess the neural network properties of spinal motor neurons, we performed network analysis during differentiation. No synchronous burst was observed from D6 to D42 after differentiation, while network oscillations were demonstrated in cortical neurons differentiated from iNSCs previously generated in our lab (Zhang et al. 2019) (Fig. 3L). Moreover, we also used whole-cell patch-clamp to record spontaneous postsynaptic currents (sPSC) of spinal motor neurons at D30 of differentiation and no sPSC were recorded (Fig. S5D). Although the spinal motor neurons can produce robust and abundant single burst (data not shown), they were yet to form microcircuit assembly under an in vitro culture system. We reasoned that the spinal motor neurons derived from hSCNPCs are of high purity and were not able to form synapses without other cell types. To test this hypothesis, immunofluorescent staining of pre- and postsynaptic markers synaptophysin (SYP) and PSD95 was performed to characterize synapse formation. The results showed that hSCNPCs-derived spinal motor neurons expressed only presynaptic marker synaptophysin but not postsynaptic marker PSD95, while iNSCs differentiated cortical neurons expressed them both (Fig. 3M).

Taken together, both whole-cell patch-clamp and CMOS-based HD-MEA results reveal that hSCNPCs differentiated spinal motor neurons exhibit a fast mature property from D18 onward.

### Generation and characterization of 3D spinal motor neuron spheroids from hSCNPCs

Spinal motor neurons aggregate to form motor columns and pools in the spinal cord during vertebrate development, of which the somata reside in the spinal cord while the axons extend out to target muscles (Guthrie 2004; Dasen et al. 2005; De Marco Garcia and Jessell 2008). In order to mimic in vivo spinal motor neuron aggregates and neuron-muscle interaction in vitro, we generated three-dimensional (3D) spinal motor neuron spheroids from hSCNPCs and tried to find the suitable conditions for co-culture spinal motor neurons with muscle cells. Single hSCNPCs suspension was prepared and seeded in V-bottom 96-well plates at 50,000 cells/well to differentiate into 3D spinal motor neuron spheroids in the presence of Purmorphamine, Compound E, BDNF, GDNF, NT-3 and CultureOne™ supplement in N2B27 medium (Fig. 4A). Time course RT-qPCR showed that the expression levels of spinal cord neural progenitor marker genes *NESTIN*, *NKX2-2* and immature motor neuron marker genes *TUJ1*, *HB9* and *ISL1* declined in this 3D differentiation system; on the contrary, the expression of mature spinal motor neuron marker genes *NEUN*, *ChAT* and *VAChT* gradually increased until D12 (Fig. 4B). To further confirm the spinal motor neuron feature, maturity and regional identity of 3D spinal motor neuron spheroids at D12 of differentiation, we performed immunofluorescent staining of cryosection spheroids at D12. The results showed that hSCNPCs-derived 3D spinal motor neuron spheroids homogeneously expressed motor neuron markers HB9 and SMI-32, mature neuronal markers NEUN and MAP2 and mature motor neuron markers ChAT and VAChT (Fig. 4C and D). For regional identity, many cells (~ 60%) of spinal motor neuron spheroids expressed HOXC9, but no cell expressed HOXB4 (Fig. 4E and F). To compare the posterior motor neuron differentiation efficiency between 2D system and 3D system, we quantified the expression efficiency of motor neuron marker (HB9) and posterior marker (HOXC9) in 3D system and compared with the efficiency in 2D system. The statistical analysis showed that the efficiency of posterior motor neuron differentiation is similar between 2D and 3D system (Fig. 4G and H).

**Fig. 4:**
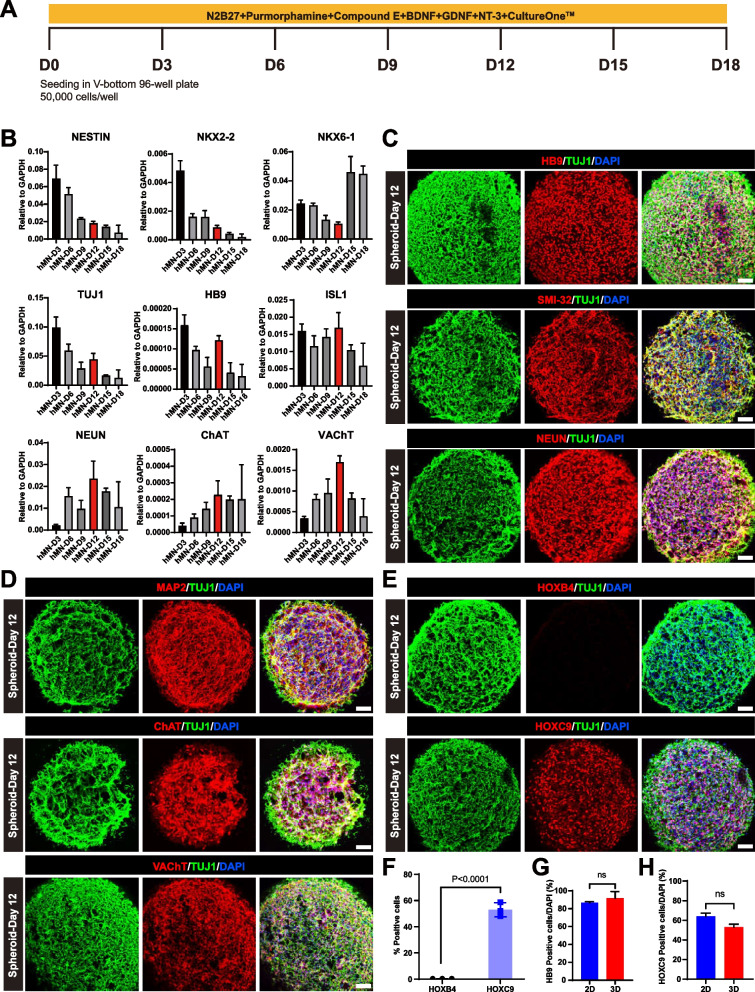
Three-dimensional spinal motor neuron spheroids differentiation from hSCNPCs. **A** Schematic illustration of the differentiation process of three-dimensional spinal motor neuron spheroids. **B** Fold changes of marker genes expression (relative to the expression level of GAPDH) during 3D spinal motor neuron spheroids differentiation. n = 4 independent experiments. Data are represented as mean ± SD. **C** Immunofluorescent staining of HB9, SMI-32 and NEUN in spinal motor neuron spheroids at day 12 after differentiation. Scale bar, 50 μm. **D** Immunofluorescent staining of MAP2, ChAT and VAChT in spinal motor neuron spheroids at day 12 after differentiation. Scale bar, 50 μm. **E** Immunofluorescent staining of HOXB4 and HOXC9 in spinal motor neuron spheroids at day 12 after differentiation. Scale bar, 50 μm. **F** Statistic analysis and quantification of Fig. 4E. n = 3 independent experiments. Data are represented as mean ± SD. Student’s t test. *P* value was presented in the fig. **G** Statistical analysis of the efficiency of HB9 positive cells in 2D and 3D culture system. Data are represented as mean ± SD. Student’s t-test, ns = not significant. **H** Statistical analysis of the efficiency of HOXC9 positive cells in 2D and 3D culture system. Data are represented as mean ± SD. Student’s t-test, ns = not significant

Collectively, these results suggest that the suitable time for spinal motor neuron spheroids to co-culture with muscle cells is at differentiation D12.

### Formation pattern of complex and pretzel-shaped acetylcholine receptor aggregates during C2C12 myogenic differentiation

One of the most important roles of spinal motor neurons is to form neuromuscular junctions (NMJs) with targeted muscles, leading to muscle innervation. To model NMJ formation in vitro with hSCNPCs-derived spinal motor neurons, a robust and reproducible co-culture system of spinal motor neurons and skeletal muscles is a prerequisite. To obtain an optimized myotube differentiation condition, we tested four combinations of different cell seeding densities and durations of propagation stage, then differentiated the cells for another 6 days (Fig. S6A). Immunofluorescent staining of mature muscle fiber marker myosin heavy chain (MyHC) and fluorescent α-bungarotoxin (α-BTX) staining showed that C2C12 cells differentiated into the most complex structure and the highest numbers of AChR clusters with an initial seeding density of 40,000 cells/cm^2^ and 2 days propagation (Figs. S6B and S6C). Thus, we established a differentiation protocol to proliferate C2C12 cells in propagation medium containing 10% FBS-DMEM for 2 days and subjected these cells to differentiate for 14 days with 2% horse serum (HS) (Fig. 5A). Immunostaining analysis showed that AChR accumulated into small plaques at day 4 of myogenic differentiation, which became branched forms and pretzel-like shaped clusters at day 6, and then diffused along the myotubes at day 8 (Figs. 5B and S6C). We also quantified the fiber length, fiber width, nuclei numbers per fiber, MyHC surface area, AChR area and the ratio of AChR to MyHC. The results showed that C2C12 fused into myotube and gradually matured to form muscle fibers from day 0 to day 6, and then degenerated afterwards (Fig. 5C).

**Fig. 5:**
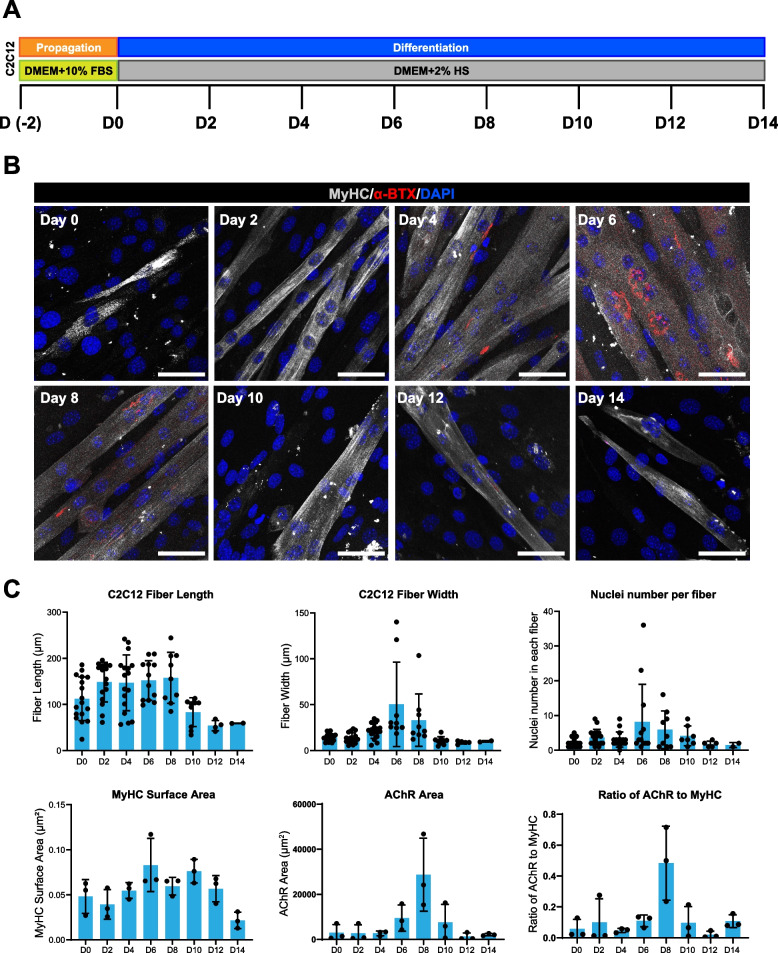
Step-wise myogenic differentiation of C2C12. **A** Schematic procedure of C2C12 differentiation. **B** Immunostaining of muscle fiber marker (MyHC) and AChR during muscle fiber differentiation of C2C12 from day 0 to day 14. Scale bar, 50 μm. **C** Quantification results of Fig. 5B. Data were collected from 3 independent experiments. Data are represented as mean ± SD

Taken together, we have established a protocol to differentiate C2C12 into mature muscle fibers with abundant and pretzel-shaped aneural AChR clusters.

### Co-culture spinal motor neuron spheroids and C2C12-derived muscle fibers to form NMJ-like structures in vitro

After obtaining the proper differentiation conditions for muscle cells and spinal motor neuron spheroids, we next sought to find a suitable condition to co-culture these two types of cells to model the NMJ formation in vitro. To this end, we first attempted to determine the co-culture medium by testing different combinations of basal medium (DMEM or N2B27), chemical additives (with or without supplementation of Purmorphamine and Compound E (P/E)) and serum (horse serum (HS) or Ultroser™ G serum substitute (UG)). Having separately cultured these two types of cells in these different co-culture media for 2 days, we found that 0.2% UG and DMEM medium supported both 3D spinal motor neuron spheroids differentiation and C2C12 myotube fusion more efficiently than the other conditions, and Purmorphamine or Compound E showed no additive effect (Fig. 6A and B). Furthermore, RT-qPCR confirmed that mature motor neuron marker genes *NEUN*, *VAChT* and *ChAT* and AChR associated markers *musk*, *chrng* and *chrne* were highly expressed in this condition (Fig. 6C and D). Hence, we have obtained a co-culture medium that facilitates both motor neuron and myogenic differentiation.

**Fig. 6:**
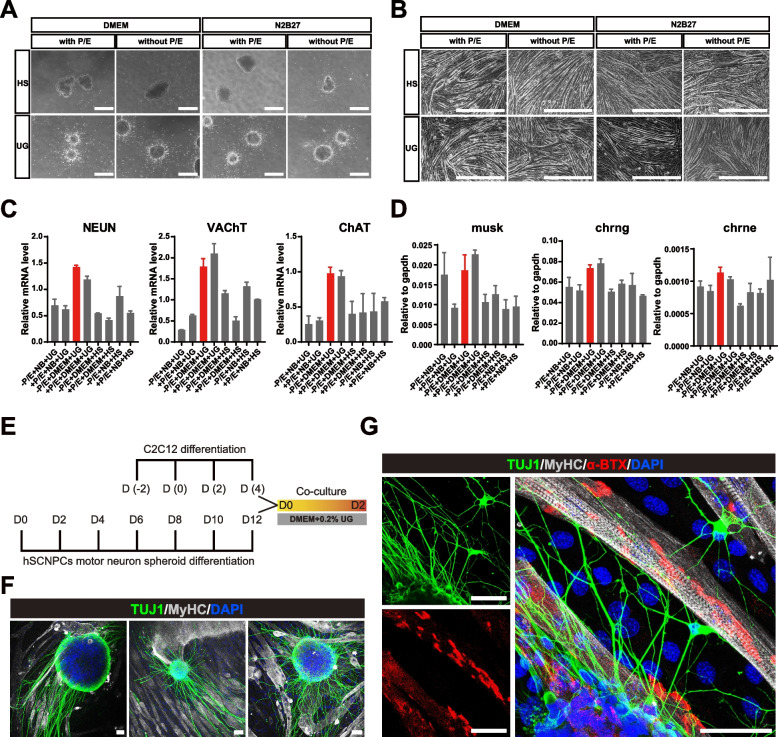
Co-culture of hSCNPCs-derived spinal motor neuron spheroids and C2C12-derived muscle fibers to form neuromuscular junctions in vitro. **A** Representative bright-field images of the differentiated spinal motor neuron spheroids based on differential co-culture medium compositions. Scale bar, 100 μm. **B** Representative bright-field images of the differentiated muscle fibers based on differential co-culture medium compositions. Scale bar, 100 μm. **C** Fold changes of mature motor neuron marker genes (NEUN, ChAT and VAChT) expression on differential co-culture medium. Data were collected from 2 independent experiments. Data are represented as mean ± SD. **D** Fold changes of AChR markers (musk, chrng and chrne) genes expression on differential co-culture medium. Data were collected from 2 independent experiments. Data are represented as mean ± SD. **E** Schematic illustration of co-culture model. **F** Immunofluorescent images demonstrating motor neurons extending patterns when co-cultured with muscle fibers. Scale bar, 50 μm. **G** Immunofluorescent staining of neuronal marker (TUJ1), mature muscle marker (MyHC) and AChR marker (α-BTX) on co-cultured cells. Scale bar, 50 μm

To co-culture motor neurons and muscle cells, we added differentiation day 12 spinal motor neuron spheroids onto day 4 muscle fibers derived from C2C12 myogenic differentiation, then cultured them in the DMEM medium supplemented with 0.2% UG for 2 days (Fig. 6E). Immunostaining analysis showed that spinal motor neuron spheroids extended neurites following the orientations of muscle fibers (Fig. 6F), indicating that muscle fibers may have a guiding cue on axonal growth of motor neurons. Furthermore, MyHC, TUJ1 and α-BTX co-staining showed that NMJ-like structures were formed in vitro after co-culturing hSCNPCs-derived 3D spinal motor neuron spheroids with C2C12-derived muscle fibers for 2 days (Fig. 6G).

Taken together, we have established a co-culture system, in which both spinal motor neurons and muscle cells could differentiate to maturation and form NMJ-like structures in vitro.

## Discussion

In this study, we differentiated hPSCs into self-renewal hSCNPCs through hNMPs. These neural progenitor cells express homogeneous pan-NPC markers as well as spinal cord specific markers and can be passaged over 40 times in vitro. The hSCNPCs could be further differentiated into high-purity motor neurons with posterior spinal cord regional identity. The spinal motor neurons derived from hSCNPCs could be electrophysiologically mature after long-term differentiation. Moreover, co-culture of hSCNPCs-derived spinal motor neurons with C2C12-derived muscle fibers could form NMJ-like structures in vitro.

There is enormously regional diversity in the central nervous system. Conventionally, the generation of regional specific NPCs from hPSCs follows a general principle of neural development, hypothesized as an “activation transformation” paradigm. This model proposes that cells first undergo neural induction (“activation”) to form default anterior neural fates and caudal regions of motor neurons are generated by induction under caudalising signals such as RA and ventralizing factor SHH (“transformation”) (Mangold 1933; Stern 2001; Nieuwkoop and Nigtevecht 1954). In vitro stepwise differentiation of motor neuron progenitors (MNPs) commonly contains two major steps. hPSCs are first differentiated into neuroepithelial (NE) cells within 2 weeks, then NE cells are specified to MNPs in the presence of RA and SHH (Li et al. 2005; Lee et al. 2007; Du et al. 2015; Hu and Zhang 2009). Meanwhile, dual-SMAD inhibitors are used to increase the differentiation efficiency of NE cells and shorten the differentiation time (Chambers et al. 2009). However, the most caudal markers characterized in those studies are relative to hindbrain and cervical region of anterior spinal cord (Sances et al. 2016). Mechanistic studies also reveal that RA treatment leads to the binding of retinoic acid receptors (RARs) to *Hox1-5* chromatin domains (Mazzoni et al. 2013; Mahony et al. 2011). Increasing evidences have indicated that posterior spinal cord has a distinct developmental origin from NMPs (Tzouanacou et al. 2009; Gouti et al. 2014; Wind et al. 2021; Metzis et al. 2018; Gouti et al. 2017; Attardi et al. 2019; Gonzalez-Gobartt et al. 2021; Libby et al. 2021). Human spinal cord neural stem cells have been generated from hPSCs through a transient stage of hNMP, but the efficiency of SOX2 and Brachyury (T) double positive hNMPs is only around 50% (Kumamaru et al. 2018), raising the potential safety concerns. In this study, we have optimized hNMPs differentiation system and obtained over 90% efficiency (Fig. 1). Importantly, this protocol is stable and reproducible due to optimized seeding density and standard operation procedures which could facilitate its clinical usage. The hSCNPCs can be derived from hNMPs and exhibit spinal cord specific features by expressing NKX6-1, NKX2-2 and OLIG2 with continuously passage property in vitro (Fig. 1).

As one of the vital cell types in the spinal cord, motor neurons (MNs) are of great clinical importance in spinal cord injury as well as motor neuron diseases such as ALS and SMA (Sances et al. 2016; Fujimori et al. 2018; Olmsted et al. 2021; Wang et al. 2013). Conventionally, differentiation of postmitotic motor neuron has disadvantages in time consumption, low efficiency and particularly incapable of making caudal spinal motor neurons (Hu and Zhang 2009; Sances et al. 2016). The hSCNPCs based spinal motor neuron differentiation is robust and only takes 18 days to generate ChAT and VAChAT positive mature spinal motor neurons, and these cells express posterior spinal cord HOX markers such as HOXC9 and HOXD11 (Fig. 2). Furthermore, the whole-cell patch-clamp and HD-MEA recordings showed that the hSCNPCs-derived spinal motor neurons can fire single AP as early as 6 days of differentiation and over 80% cells can fire APs at day 18. By day 30, the membrane properties of spinal motor neurons reach to the most mature function (Fig. 3). HD-MEA analyses also showed a consistent maturation pattern as patch-clamp electrophysiology illustrated (Fig. 3).

Several studies have reported that hPSCs-derived NMP cells can be used to generate spinal cord neural progenitor cells and these progenitors can be differentiated into spinal motor neurons with posterior regional identities (Cooper et al. 2022; Kumamaru et al. 2018; Wind and Tsakiridis 2021; Olmsted et al. 2022). To compare the regional identities of these methods-derived cells with our cells, we made a table and showed how the *HOX* genes expression were characterized (Table S1). The majority of these studies characterized the *HOX* genes expression through RT-qPCR, whereas we have performed RT-qPCR and immunostaining and measured the percentages of cells expressing different HOX proteins from HOX4 to HOX11. Therefore, this study provides a comprehensive identification of spinal motor neurons differentiated from NMPs-derived neural progenitor cells at the protein level.

In motor neuron diseases, the core synapse and therapeutic relevant structure is the neuromuscular junction (NMJ) (Picchiarelli et al. 2019; Kariya et al. 2014). In vitro modeling of NMJ has been challenging, which demands proper juxtaposition of both spinal motor neuron and skeletal muscle differentiation (Guo et al. 2011; Martins et al. 2020; Bakooshli et al. 2019; Osaki et al. 2020). The established protocols for generating NMJ in vitro can hardly form pretzel-shaped NMJ structures. By optimizing the C2C12 differentiation process, we showed that the AChR cluster formation begins at day 4 and degenerates at day 8 of in vitro differentiation (Fig. 4). Moreover, we also have established a protocol to differentiate hSCNPCs into 3D spinal motor neuron spheroids which can better mimic the positional relation between spinal motor neurons and skeletal muscle fibers (Fig. 5). Spinal motor neurons and skeletal muscle fibers favor different culture conditions (Barbeau et al. 2020). For example, muscle fiber differentiation needs horse serum whereas serum does not benefit neural differentiation. Thus, we have systematically screened different co-culture conditions, and have found that DMED medium supplemented with Ultroser™ G serum substitute is most suitable for co-culture of hSCNPCs-derived spinal motor neuron spheroids and C2C12-derived muscle fibers. Finally, we have obtained an efficient co-culture system for spinal motor neurons and skeletal muscles, and reproduced NMJ-like structures in vitro (Fig. 6).

Adult mammals have limited regeneration of CNS, while stem cells-derived NPCs hold promises to restoring functional neural circuits in vivo (Varadarajan et al. 2022). Studies of cell transplantation therapy of SCI also provide evidences of motor neuron progenitors on the recovery of locomotor functions (Kumamaru et al. 2018; Kadoya et al. 2016; Kumamaru et al. 2019; Ceto et al. 2020). The hSCNPCs-derived from high-purity hNMPs and exhibit spinal cord specific properties, and can be largely expanded to meet the need of high-volume cell transplantation. Besides, the ability to form NMJ and 3D sophistical structure would facilitate the mechanistic studies of human spinal motor neurons in development and disease. We expect the availability of hSCNPCs will hold great potential for regenerative medicine and translational study.

## Methods

### hPSCs culture

Human embryonic stem cells (H9) (Thomson et al. 1998) was obtained from WiCell Research Institute. Human induced pluripotent stem cells (DC60-3, DC87-3) were generated from human peripheral blood mononuclear cells (PBMNC) in our lab previously (Tao et al. 2020). Undifferentiated hPSCs were cultured in mTeSR1™ medium (STEMCELL Technologies) on Matrigel (Corning, hESCs-qualified)-coated cell culture plates. mTeSR1™ medium was changed every day and hPSCs clones were disassociated into small clumps with ReLeSR (STEMCELL Technologies) as required and passaged every 3-4 days.

### Generation of human neuromesodermal progenitors from hPSCs

hPSCs (H9, DC60-3 and DC87-3) were disassociated into single cells with Accutase (Gibco) for 6-10 min at 37 °C incubator. hPSCs single cell suspension were counted and plated at a density of 45,000 cells/cm^2^ in mTeSR1™ medium on Matrigel (Corning)-coated cell culture plates for 1 day, then cell culture medium was changed into hNMP differentiation medium at the second day and culture medium was changed every day up to day 4. One hundred ml of hNMP differentiation medium composited with 47.5 ml of DMEM/F12 (Gibco), 47.5 ml of Neurobasal (Gibco), 1 ml of N2 (STEMCELL Technologies, 100X), 2 ml of NeuroCult™ SM1 Without Vitamin A (STEMCELL Technology, 50X), 1 ml of NEAA (Gibco), 1 ml of GlutaMAX (Gibco), 20 ng/ml FGF-2 (PeproTech), 3 μM CHIR99021 (Selleck), 10 μM SB431542 (Selleck), 20 μM Dorsomorphin (Selleck).

### Generation of human spinal cord neural progenitor cells from hNMPs

hNMPs were disassociated into single cells with Accutase (Gibco), and plated at a density of 100,000 cells/cm^2^ in hSCNPCs induction medium on Matrigel-coated cell culture plates. hSCNPCs induction medium was changed every day up to day 6. One hundred ml of hSCNPCs induction medium composited with 47.5 ml of DMEM/F12 (Gibco), 47.5 ml of Neurobasal (Gibco), 1 ml of N2 (STEMCELL Technologies, 100X), 2 ml of NeuroCult™ SM1 Without Vitamin A (STEMCELL Technology, 50X), 1 ml of NEAA (Gibco), 1 ml of GlutaMAX (Gibco), 100 ng/ml FGF-2 (PeproTech), 100 ng/ml FGF-8 (PeproTech), 4 μM CHIR99021 (Selleck), 10 μM SB431542 (Selleck), 20 μM Dorsomorphin (Selleck), 0.2 μM Compound E (Sigma-Aldrich).

### hSCNPCs culture

hSCNPCs were cultured in N2B27 medium supplemented with 2 μM SB431542, 3 μM CHIR99021, 0.25 μM Purmorphamine, 1X NEAA (Gibco), 1X GlutaMAX (Gibco) and 0.1 mM 2-Mercaptoethanol (Sigma-Aldrich), on Matrigel (Corning)-coated cell culture plates. hSCNPCs were dissociated into single cells with Accutase (Gibco), and were plated on Matrigel (Corning)-coated plates in a density of 300,000/cm^2^ in hSCNPCs maintenance medium.

### Spinal motor neuron differentiation from hSCNPCs

To differentiate hSCNPCs into motor neurons, hSCNPCs were dissociated into single cells with Accutase, counted and plated at a density of 100,000/cm^2^ on pre-treated dish (Dish pre-treated with PDL coated for 2 hours, washed 3 times with sterilized water and then Matrigel coated for 2 hours). One hundred ml of motor neuron differentiation medium composited with 47.5 ml of DMEM/F12 (Gibco), 47.5 ml of Neurobasal (Gibco), 1 ml of N2 (STEMCELL Technologies, 100X), 2 ml of NeuroCult™ SM1 Without Vitamin A (STEMCELL Technology, 50X), 1 ml of NEAA (Gibco), 1 ml of GlutaMAX (Gibco), 1 μM Purmorphamine, 0.2 μM Compound E, 10 ng/ml BDNF, 10 ng/ml GDNF, 10 ng/ml NT-3. Ten μM Y27632 was added at the plating day. The motor neuron differentiation medium was changed every other day.

### Spontaneous differentiation of hSCNPCs

hSCNPCs were dissociated into single cells with Accutase (Gibco), and were plated at a density of 100,000/cm^2^ on pre-treated dish (Dishes were pre-treated with PDL for 2 hours, washed 3 times with sterilized water and then re-coated with Matrigel for 2 hours). One hundred ml of spontaneous differentiation medium composited with 47.5 ml of DMEM/F12 (Gibco), 47.5 ml of Neurobasal (Gibco), 1 ml of N2 (STEMCELL Technologies, 100X), 2 ml of NeuroCult™ SM1 Without Vitamin A (STEMCELL Technology, 50X), 1 ml of NEAA (Gibco), 1 ml of GlutaMAX (Gibco). Ten μM Y27632 was added at the plating day. The spontaneous differentiation medium was changed every other day.

### 3D spinal motor neuron spheroids differentiation from hSCNPCs

To generate 3D spinal motor neuron spheroids, hSCNPCs were digested into single cells with Accutase (Gibco), counted and distributed into V-bottom 96-well plate at a density of 50,000/well. 3D spinal motor neuron spheroids were differentiated in N2B27 medium contains Purmorphamine, Compound E, BDNF, GDNF, NT-3 and CultureOne™ supplement (Gibco). Differentiation medium was changed every other day.

### C2C12 maintenance and differentiation

C2C12 myoblasts were cultured in high-glucose DMEM medium with 10% FBS. The medium was changed every other day. To differentiate C2C12 into muscle fibers, C2C12 were dissociated into single cells with 0.05% trypsin, counted and plated in 45,000 cells/cm^2^ on pre-coated dishes (Dishes were pre-treated with PDL for 2 hours, washed 3 times with sterilized water and then re-coated with Laminin for 2 hours) in C2C12 maintenance medium. On the following day, the C2C12 maintenance medium was replaced with differentiation medium (DMEM with 2% horse serum). Then the differentiation medium was changed every other day.

### Co-culture of spinal motor neuron spheroids and C2C12-derived muscle fibers

To co-culture spinal motor neurons spheroids with C2C12-derived muscle fibers, we pre-differentiated C2C12 as described above. After 4 days of C2C12 differentiation, the C2C12 differentiation medium was aspirated and spinal motor neuron spheroids pre-differentiated for 12 days were plated onto C2C12-derived muscle fibers, then cultured in the incubator for 10 min without adding medium. After 10 min, the spinal motor neuron spheroids were attached on the muscle fibers, slowly adding co-culture medium (DMEM supplemented with 0.4% Ultroser™ G and 10 ng/ml BDNF and 10 ng/ml GDNF and 10 μg/ml insulin. The co-culture medium was changed every other day.

### Electrophysiology of spinal motor neurons

Whole-cell patch-clamp recordings were performed as previously described (Zhang et al. 2020). hPSCs-derived spinal motor neurons were cultured in a 35 mm petri dish. For recording, the neurons were perfused with the ACSF solution (in mM): 126 NaCl, 4.9 KCl, 1.2 KH_2_PO_4_, 2.4 MgSO_4_, 2.5 CaCl_2_, 26 NaHCO_3_, 20 Glucose. Recording pipettes (8-10 MΩ) were fabricated using a P1000 micropipette puller (Sutter Instrument, USA) and filled with internal solution consisting of (in mM): 136 K-gluconate, 6 KCl, 1 EGTA, 2.5 Na_2_ATP, 10 HEPES. For recording action potentials, cells were recorded at a holding potential of − 70 mV and a series of step depolarizing currents were injected into cells in a current-clamp mode. All the recordings were performed using an Olympus microscope (BX51WI). The data were sampled at 10 Hz and collected with a low-pass filter at 2 kHz and analyzed using the Axopatch1500B amplifier and pCLAMP10 software (Molecular Devices) and GraphPad Prism 8.0.2.

### HD-MEA recordings and analysis of hSCNPCs-derived spinal motor neurons

To analyze the function of hSCNPCs-derived motor neurons, we used high-content microelectrode array system (MaxOne System, MaxWell Biosystems AG, Switzerland). MaxOne chips were pre-coated with 1% Terg-a-zyme (Sigma) overnight at room temperature and washed 3 times with sterile ddH_2_O, then transfered MaxOne Chips in a beaker filled with 75% ethanol for 1 hour in a biological safety cabinet, and then washed 3 times with sterile ddH_2_O, then 500 μl PDL was added for coating MaxOne chips for 2 hours at 37 °C, then washed 3 times with sterile ddH_2_O and re-coated MaxOne chips with Matrigel (Corning) for 2 hours at 37 °C. hSCNPCs were dissociated into single cells, counted and plated on MaxOne chips at a density of 300,000 cells/chip in motor neuron differentiation medium. MEA data recording started after 6 days of plating and measured every 6 days till day 42.

For MEA data recording, MaxLab Live Software (v.21.1.2. MaxWell Biosystems AG, Switzerland) was used. Assays were chosen from assay gallery which contains three assays, activity scan, network and axon recording. To be able to track axons, we first recorded the whole MaxOne HD-MEA surface using the “Activity Scan Assay” module, featured in the MaxLab Live software (MaxWell Biosystems AG, Zurich, Switzerland). Twenty nine electrode configurations, including a total of 26,400 electrodes at a distance of 17.5 μm, were used to record the spontaneous neuronal electrical activity across the entire MaxOne HD-MEA. Each electrode configuration was recorded for 60 seconds.

In a next step, axonal signals were identified with the “Axon Tracking Assay” module of the MaxLab Live software, which uses a tailored recording strategy similar to the ones described in previous publications (Bakkum et al. 2013; Radivojevic et al. 2017; Bullmann et al. 2019). First, a set of 30 target neurons was identified by selecting the positions of 30 electrodes featuring the largest spike amplitude, keeping a minimum distance of 17.5 μm between each two target neurons. For every target neuron, a 3 × 3 electrodes block (distance between electrodes 17.5 μm) was selected around the central electrode. After defining the 3 × 3 blocks, a set of sequential 180 s recordings that covered larger array areas (300 × 300 to 800 × 800 μm^2^ around the blocks) was run, where the 3 × 3 central blocks were always included in every recording.

The detected spikes on the 3 × 3 electrode blocks were then sorted using a K-Means clustering algorithm (Lewicki 1998) based on the action potential minimum spike amplitude. Spike sorting results were used to reconstruct the spike-triggered average extracellular waveform over the recorded array area for every identified neuron. An unsupervised object-tracking algorithm was then used to detect the path of action potential signal propagation, thus identifying (1) individual axonal branches and (2) the morphology of neuronal outgrowth per cell. The axonal conduction velocity was then calculated for every detected axonal branch.

### Immunocytochemistry

Cells were fixed with 4% paraformaldehyde (PFA, Sigma-Aldrich) for 20 minutes at room temperature then washed 3 times with PBS. Cells were blocked with 0.3% Triton X-100 /5% fetal bovine serum in PBS for 1 hour at room temperature. Primary antibodies were diluted in 0.3% Triton X-100 /5% fetal bovine serum in PBS and incubated overnight at 4 °C. Samples were washed in PBS for three times and then incubated with secondary antibodies (1:200-1:1000) in 0.3% Triton X-100 /5% fetal bovine serum in PBS for 2 hours. Images were taken with Leica TCS SP8 confocal laser-scanning microscope.

### RT-qPCR analysis

Total RNA was extracted from cultured cells by using the TRIzol reagent, and cDNA was reverse-transcribed, starting from 1000 ng of total RNA with the SuperScript III First-strand cDNA synthesis kit (Invitrogen). qPCR was performed using Mastercycler RealPlex2 (Eppendorf) and Stormstar SYBR Green qPCR MasterMix (DBI Bioscience). Data were normalized for GAPDH expression. The primers sequences used for qPCR amplification were listed in Table S2.

### RNA-sequencing and data analysis

Cell samples at different stages were collected and mRNA-seq libraries were constructed with NEBNext® Ultra™ II Library Prep Kit for Illumina. Qualified libraries were multiplexed and sequenced on Illumina NovaSeq 6000 according to the manufacturer’s instructions (Illumina, USA). The Sequencing mode was PE150.

For data analysis, reference genome and gene annotation files were downloaded from GENECODE (hg38). Fastq files were pre-processed by Fastp (v0.12.1) (Chen et al. 2018) with default parameters. Cleaned data were then aligned to the reference genome via Hisat2 (v2.1.0) (Kim et al. 2015). FeatureCounts (v1.5.3) (Liao et al. 2014) was used to count the reads mapped to each gene.

#### Correlation to nmps

RNA-seq data in this paper were compared with nmps (Verrier et al. 2018) after removing batch effects by the R package “ComBat” (Johnson et al. 2007). Principal Components Analysis (PCA) (Jolliffe 2002) was used to show the correlation of these samples.

#### Correlation to BRAINSPAN database and pseudo-bulk RNA-seq of human single cell spinal cord

The ‘Developmental Transcriptome Dataset’ of BRAINSPAN (https://www.brainspan.org/static/download.html) was also downloaded. We merged the brain samples of same stage and calculated Pearson correlation coefficients between the merged samples and RNA-seq data in this paper.

Pseudo-bulk RNA-seq of human spinal cord, GSE171892 (Rayon et al. 2021), was conducted through the R package “scuttle” (McCarthy et al. 2017). After that, samples at same stages were merged and Pearson correlation coefficients were calculated between the pseudo-bulk RNA-seq and RNA-seq data in this paper.

#### Inference of regulons and their activity

The SCENIC (Aibar et al. 2017) was used to infer the gene regulatory network (regulon). Binary regulon-activity matrix for all samples was used in principal components analysis. GO enrichment analysis of related target genes was carried out by Metascape (https://metascape.org/) with default parameters (Zhou et al. 2019).

### Statistical analysis

All statistical analyses were performed in GraphPad Prism software (GraphPad Prism 8.0.2). Cell counting, RT-qPCR data and electrophysiological data were presented as mean ± SD. Student’s t test (two-tailed) was performed for statistical analysis between two groups. Sample size (n) values were provided in the relevant text, figures, and figure legends. The statistical analyses were obtained from three independent experiments. Statistical significance was set at *p* values.

### Data availability

All RNA-seq data are available at the Gene Expression Omnibus (GEO) under accession number GSE205718.

## Supplementary Information

**Additional file 1: Fig. S1.** Characterization of hNMPs and hSCNPCs from hPSCs. (A) Immunofluorescent staining of hNMP marker (CDX2) and the quantification results. Scale bar, 50 μm. *n* = 3 independent experiments. Data are represented as mean ± SD. (B) Immunofluorescent staining of hNMP markers (SOX2 and Brachyury) of hiPSCs (DC60-3 and DC87-3)-derived NMPs and the quantification results. Scale bar, 50 μm. n = 3 independent experiments. Data are represented as mean ± SD. (C) Immunofluorescent staining of hNMP marker (CDX2) of hiPSCs (DC60-3 and DC87-3)-derived NMPs and the quantification results. Scale bar, 50 μm. n = 3 independent experiments. Data are represented as mean ± SD. (D) Relative marker genes expression of during NeuDet stage. n = 3 independent experiments. Data are represented as mean ± SD. (E) Karyotyping of hSCNPCs at P40. (F) Immunofluorescence analysis of hiPSCs (DC60-3 and DC87-3)-derived hiSCNPCs and the quantification results. Scale bar, 50 μm. n = 3 independent experiments. Data are represented as mean ± SD. **Fig. S2.** RNA expression pattern during spinal motor neuron differentiation and characterization of hiSCNPCs-derived spinal motor neurons. (A) Relative marker genes expression during spinal motor neuron differentiation from hSCNPCs. n = 3 independent experiments. Data are represented as mean ± SD. (B) Immunostaining characterization of hiSCNPCs (Derived from hiPSCs lines DC60-3 and DC87-3) differentiated spinal motor neurons at day 18. Scale bar, 50 μm. (C) The heat-map showing two regulon groups in samples of spinal motor neuron differentiation from hSCNPCs with listing representative regulon transcription factors (numbers of predicted target genes by SCENIC in the brackets) and enriched GO terms for each regulon group. **Fig. S3.** Multipotency of hSCNPCs and efficiency of hSCNPCs differentiate into posterior spinal motor neurons. (A) Bright field of hSCNPCs spontaneous differentiated neurons. Scale bar, 500 μm. (B) Immunofluorescent staining of hSCNPCs spontaneous differentiated neurons with neuronal marker TUJ1. Scale bar, 100 μm. (C) Comparison of mir-218-2 expression levels during hSCNPCs spinal motor neuron differentiation and spontaneous differentiation. n = 3 independent experiments. Data are represented as mean ± SD. (D) Immunostaining characterization of hSCNPCs with motor neuron marker (HB9), interneuron marker (GABA, SST) and astrocyte marker (S100β). Scale bar, 50 μm. (E) Double staining of mature motor neuron marker (SMI-32) and posterior marker (HOXC9) at DIV 18. Scale bar, 50 μm. (F) Quantification of markers expression in panel E. **Fig. S4.** Characterization and quantification of hSCNPCs-differentiated motor neurons at P40. (A) Immunofluorescent staining of motor neuron markers of hSCNPCs (P40)-differentiated motor neurons. Scale bar, 100 μm. (B) Quantification of markers expression in panel A. (C) Double staining of mature motor neuron marker (SMI-32) and posterior marker (HOXC9). Scale bar, 50 μm. (D) Quantification of markers expression in panel C. **Fig. S5.** Electrophysiology of hSCNPCs differentiated spinal motor neurons. (A) Bright field illustration of motor neuron under patch clamping. Scale bar, 50 μm. (B) Immunofluorescent staining of TUJ1 and SMI-32 of spinal motor neurons co-culture with astrocyte at day 30. Scale bar, 50 μm. (C) Sample AP traces in response to a series of step current injections from 0 pA to 60 pA. (D) sPSCs of hSCNPCs are not observed in differentiated spinal motor neurons at day 30. **Fig. S6.** Generation of C2C12 myogenic differentiation. (A) Schematic illustration of C2C12 SOP myogenic differentiation scheme. (B) Immunofluorescent staining of mature muscle marker (MyHC) and acetylcholine receptor accumulation (α-BTX). Scale bar, 200 μm. (C) Representative AChR images at C2C12 differentiated cell at day 6. Scale bar, 50 μm.

**Additional file 2: Table S1.** Methods for the identification of HOX genes expression in human NMP-derived neuronal cells.

**Additional file 3: Table S2.** Oligonucleotide sequences, related to STAR Methods.

## Data Availability

All data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding upon reasonable request.

## Abbreviations

ALS: Amyotrophic lateral sclerosis
SMA: Spinal muscular atrophy
SCI: Spinal cord injury
hPSCs: Human pluripotent stem cells
hSCNPCs: Human spinal cord neural progenitor cells
NMPs: Neuromesodermal progenitors
NMJ: Neuromuscular junction
MNs: Motor neurons
AP: Anterior-posterior
NE: Neuroepithelial
EB: Embryonic body
MNPs: Motor neuron progenitors
RA: Retinoic acid
SHH: Sonic hedgehog
CNS: Central nervous system
CLE: Caudal lateral epiblasts
T: Brachyury
PCA: Principal component analysis
NeuDet: Neural determination
GO: Gene Ontology
BDNF: Brain-derived neurotrophic factor
GDNF: Glial cell line-derived neurotrophic factor
NT-3: Neurotrophin-3
SST: Somatostatin
HD-MEA: High-density microelectrode array
APs: Action potentials
RMPs: Resting membrane potentials
Rin: Resistance
MRF: Mean firing rate
sPSC: Spontaneous postsynaptic currents
SYP: Synaptophysin
MyHC: Myosin heavy chain
α-BTX: α-bungarotoxin
HS: Horse serum
UG: Ultroser G
RARs: Retinoic acid receptors

# Supplementary material for: Generation of functional posterior spinal motor neurons from hPSCs-derived human spinal cord neural progenitor cells
**Source:** Cell Regen. 2023 Mar 23;12:15. doi: 10.1186/s13619-023-00159-6

Figure S1. (Related to Figure 1)

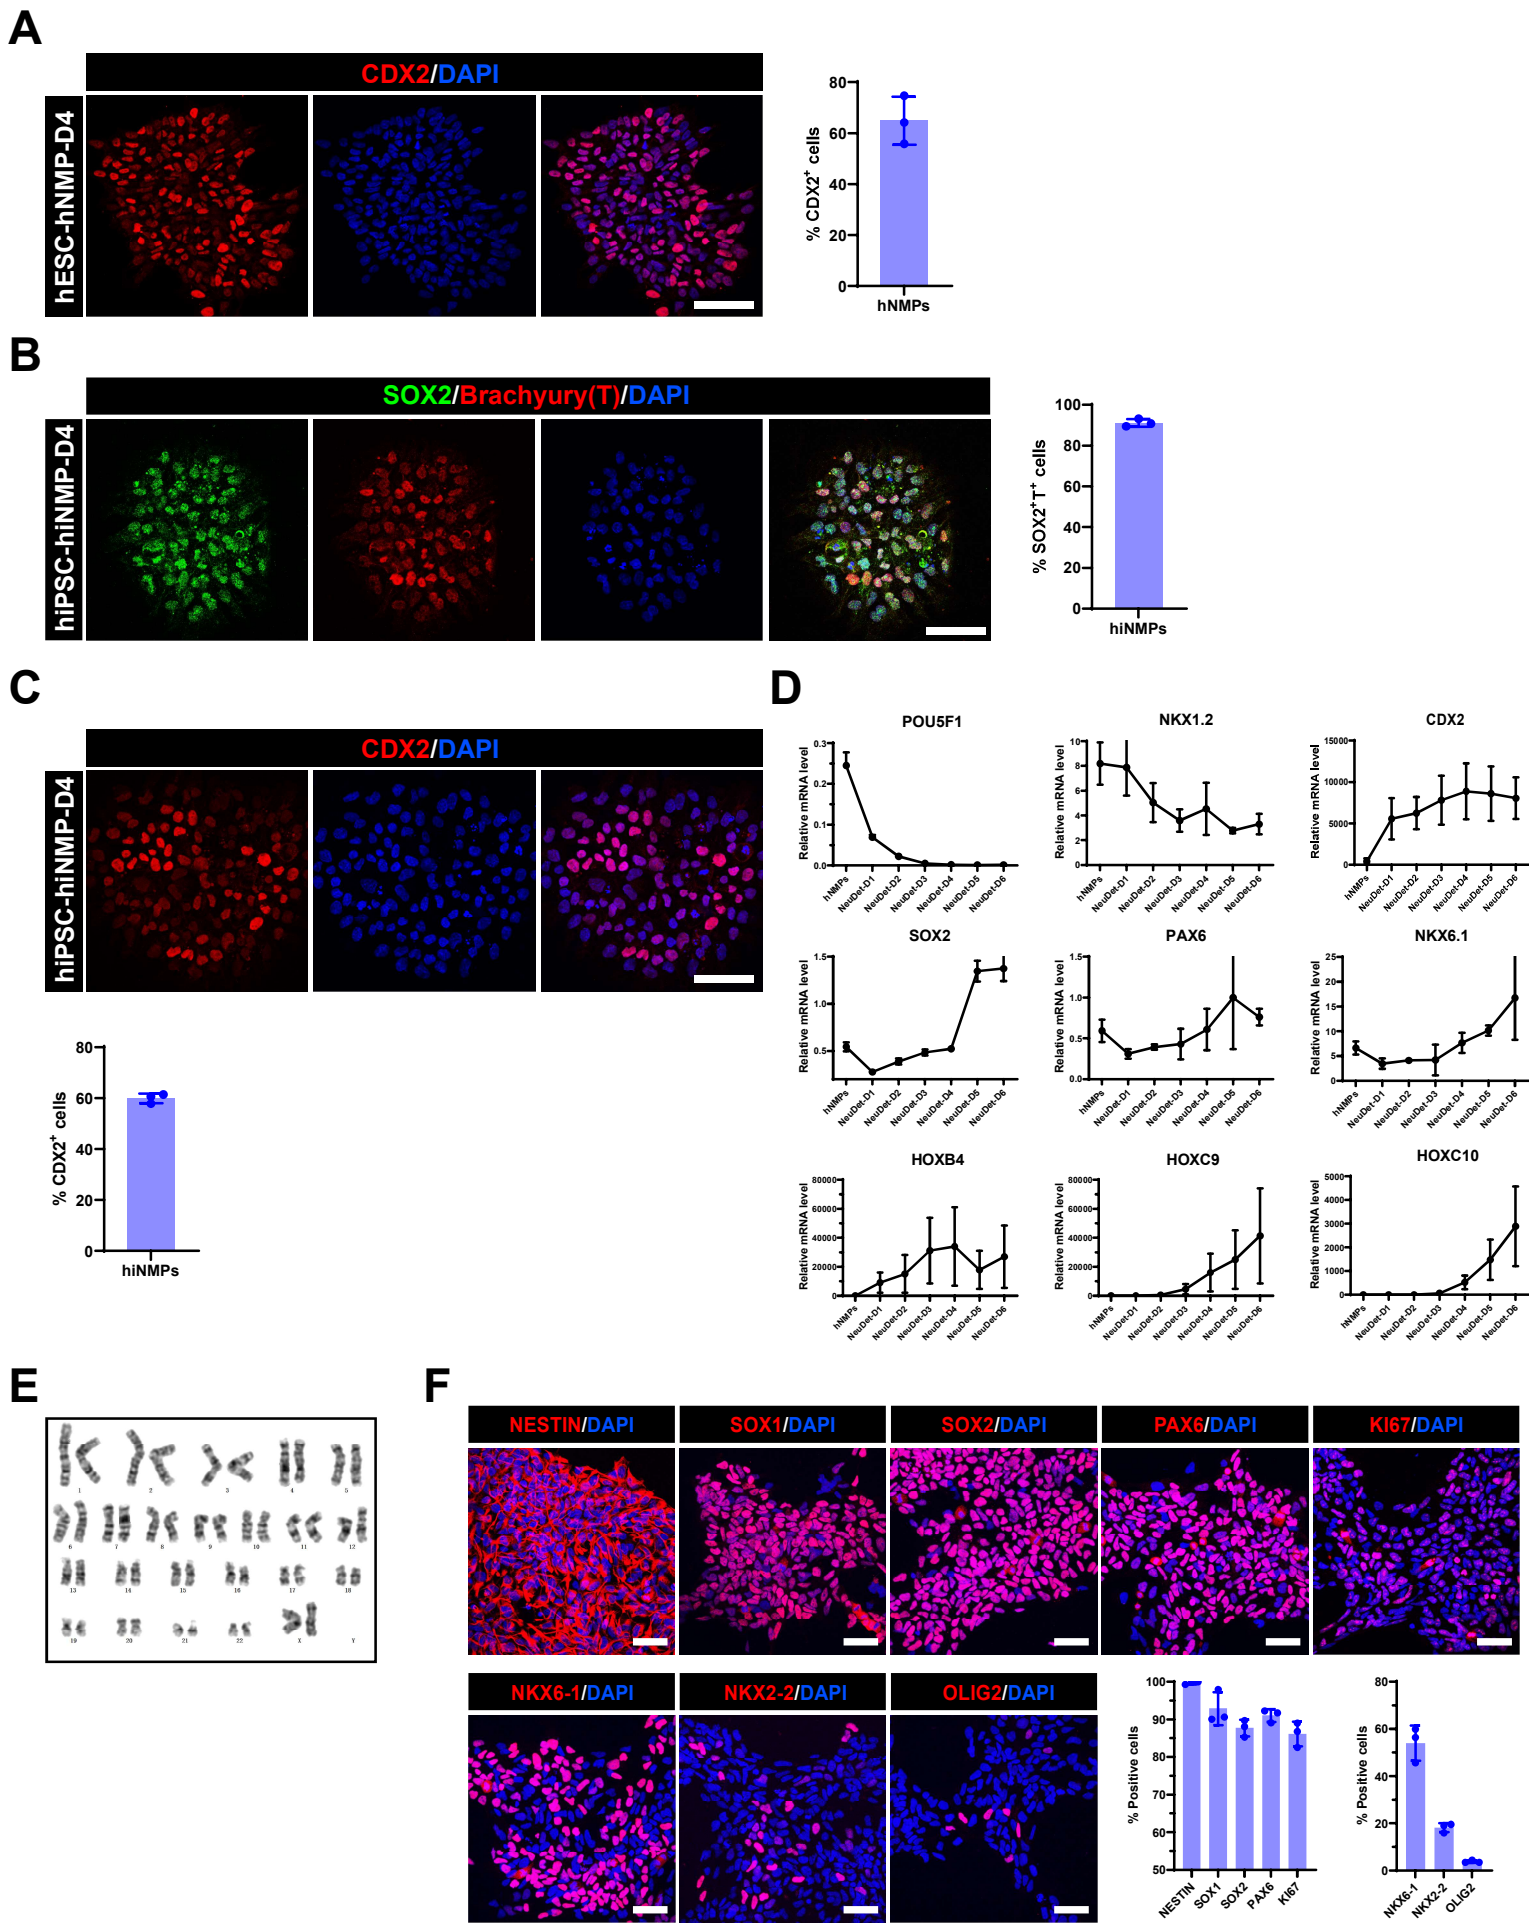

Figure S2. (Related to Figure 2)

A

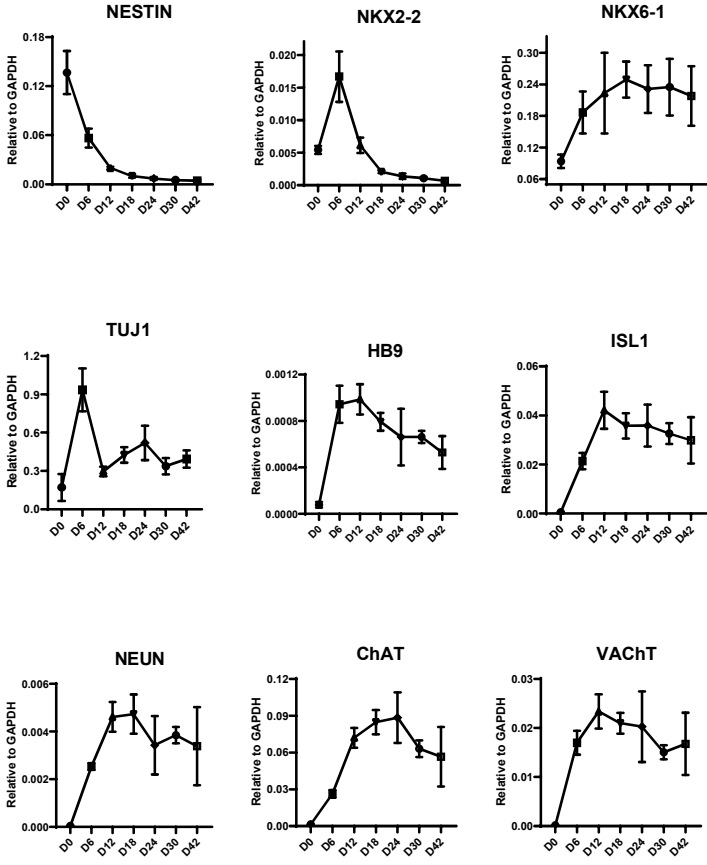

B

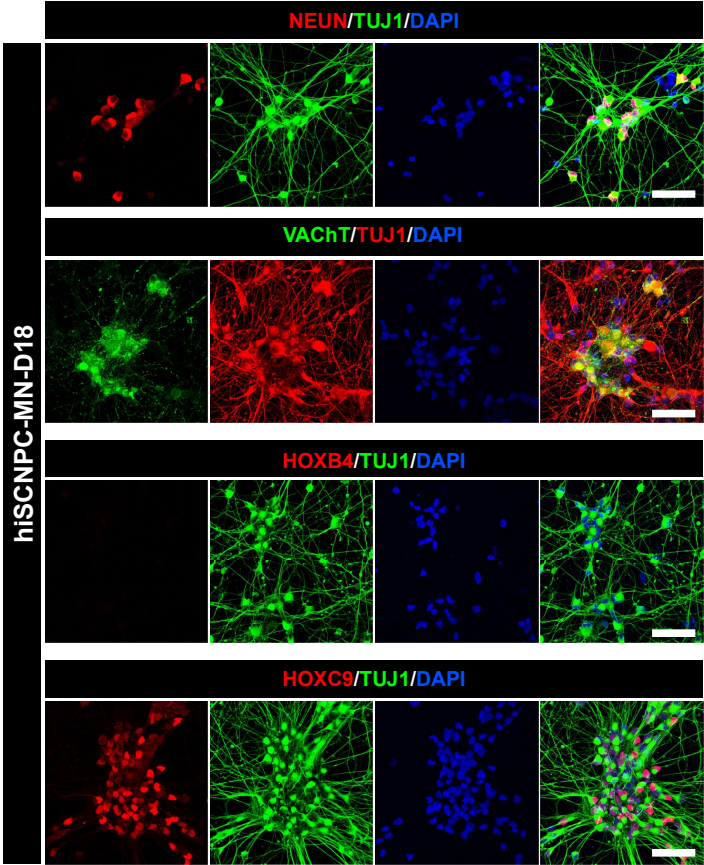

C

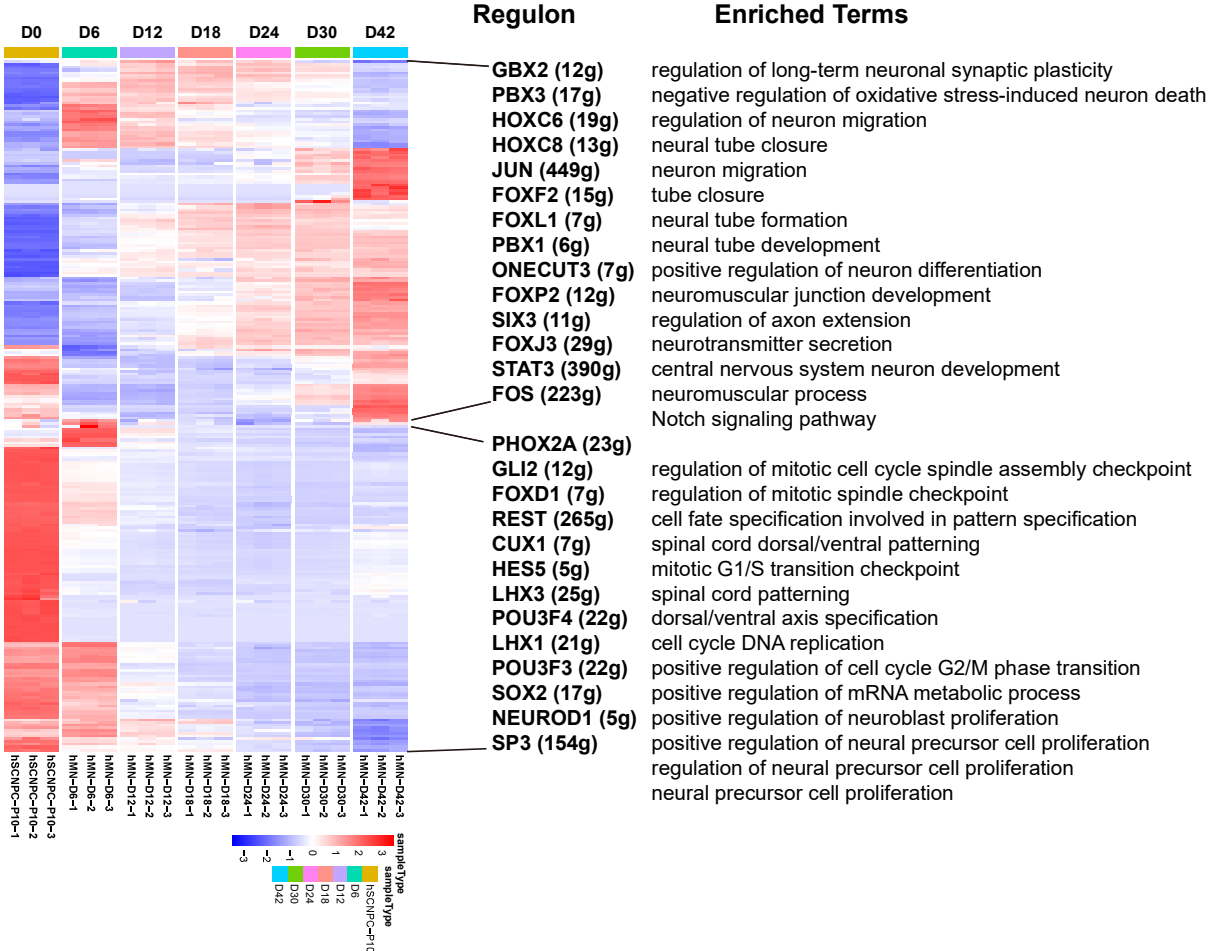

Figure S3. (Related to Figure 2)

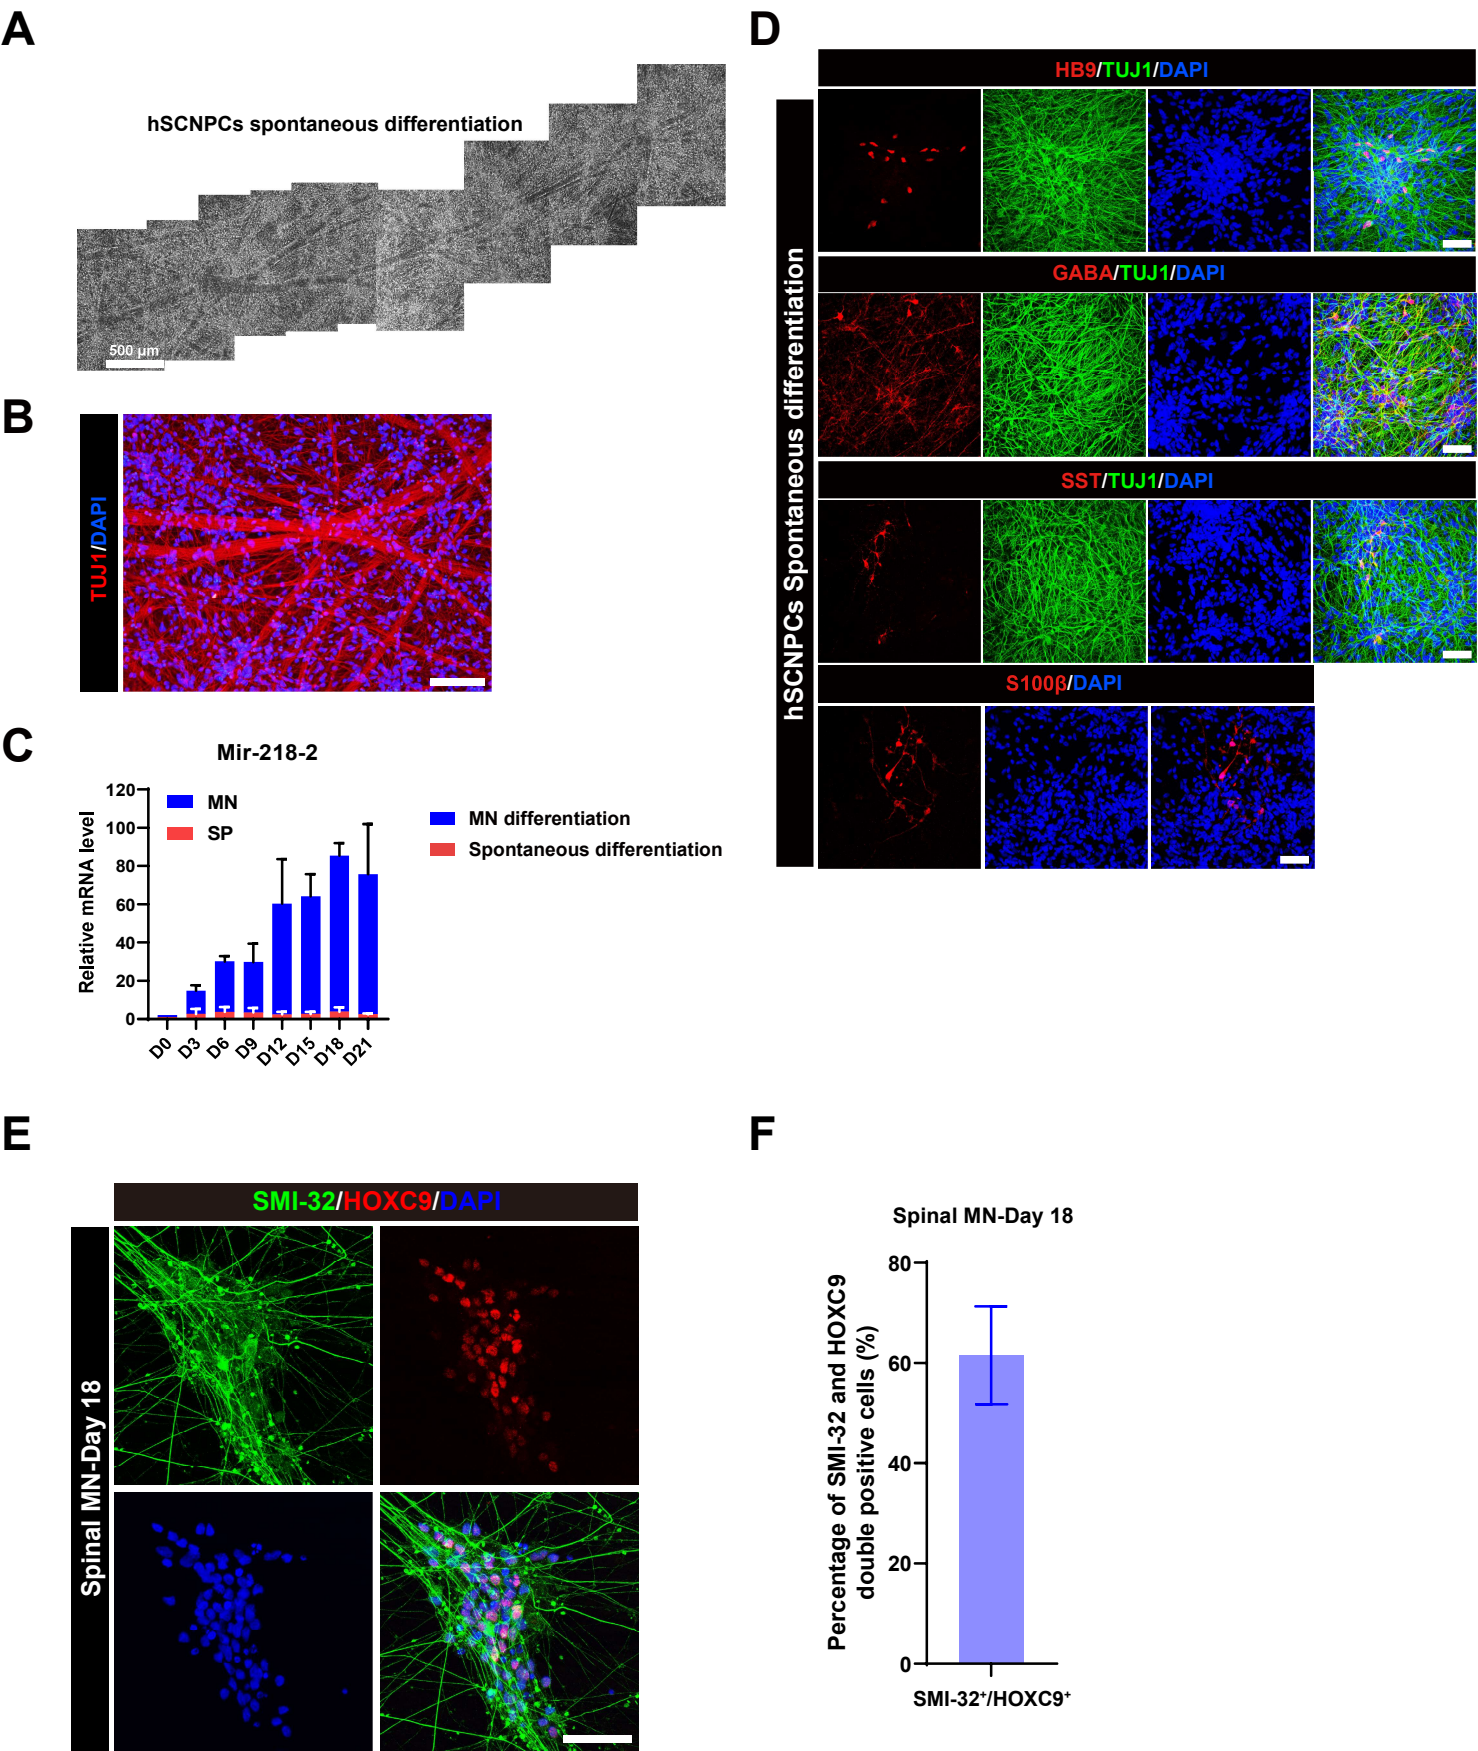

Figure S4. (Related to Figure 2)

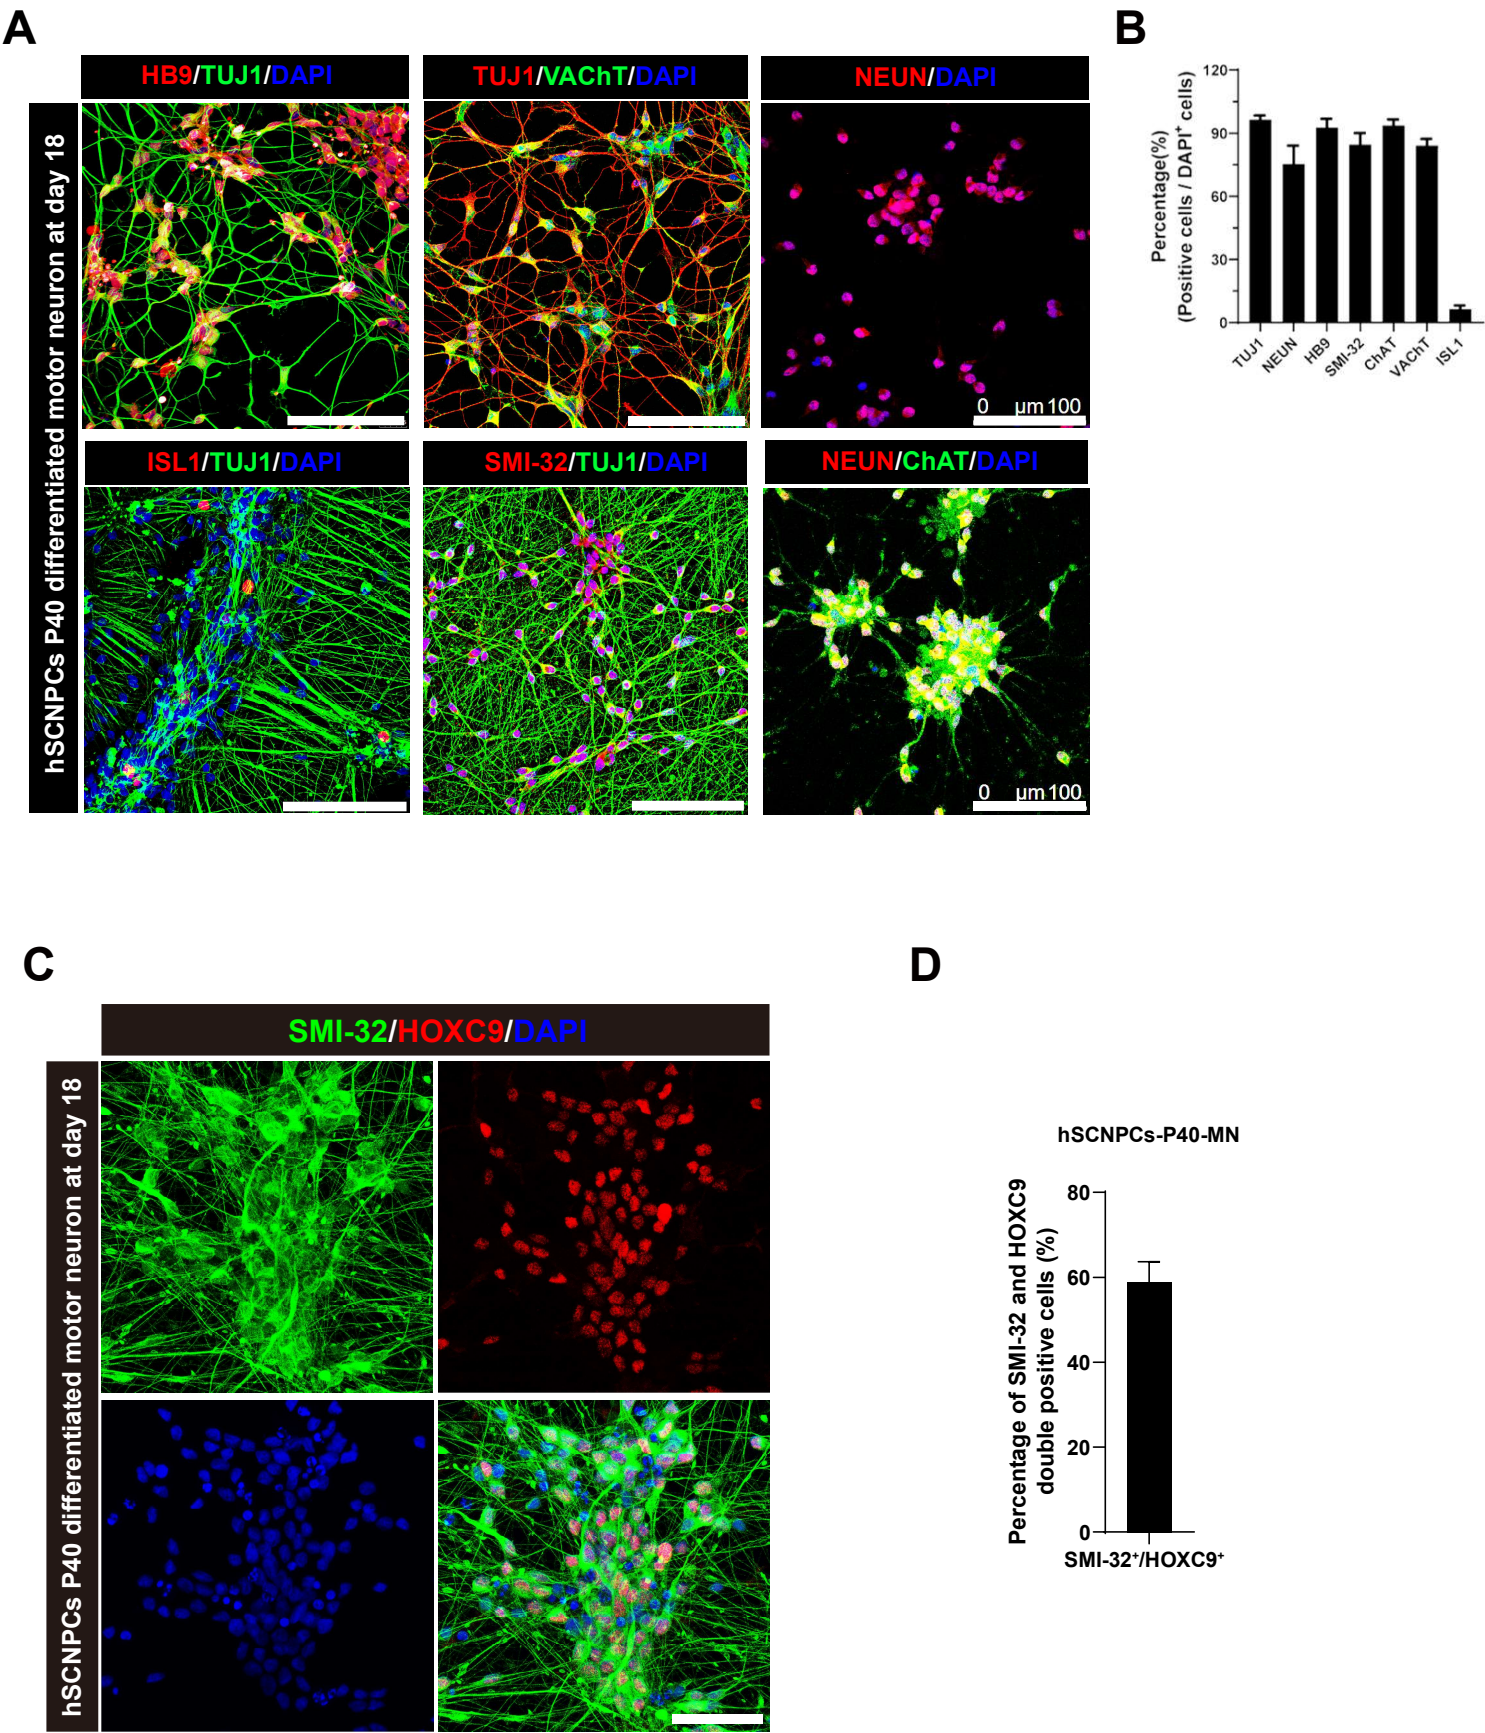

Figure S5. (Related to Figure 3)

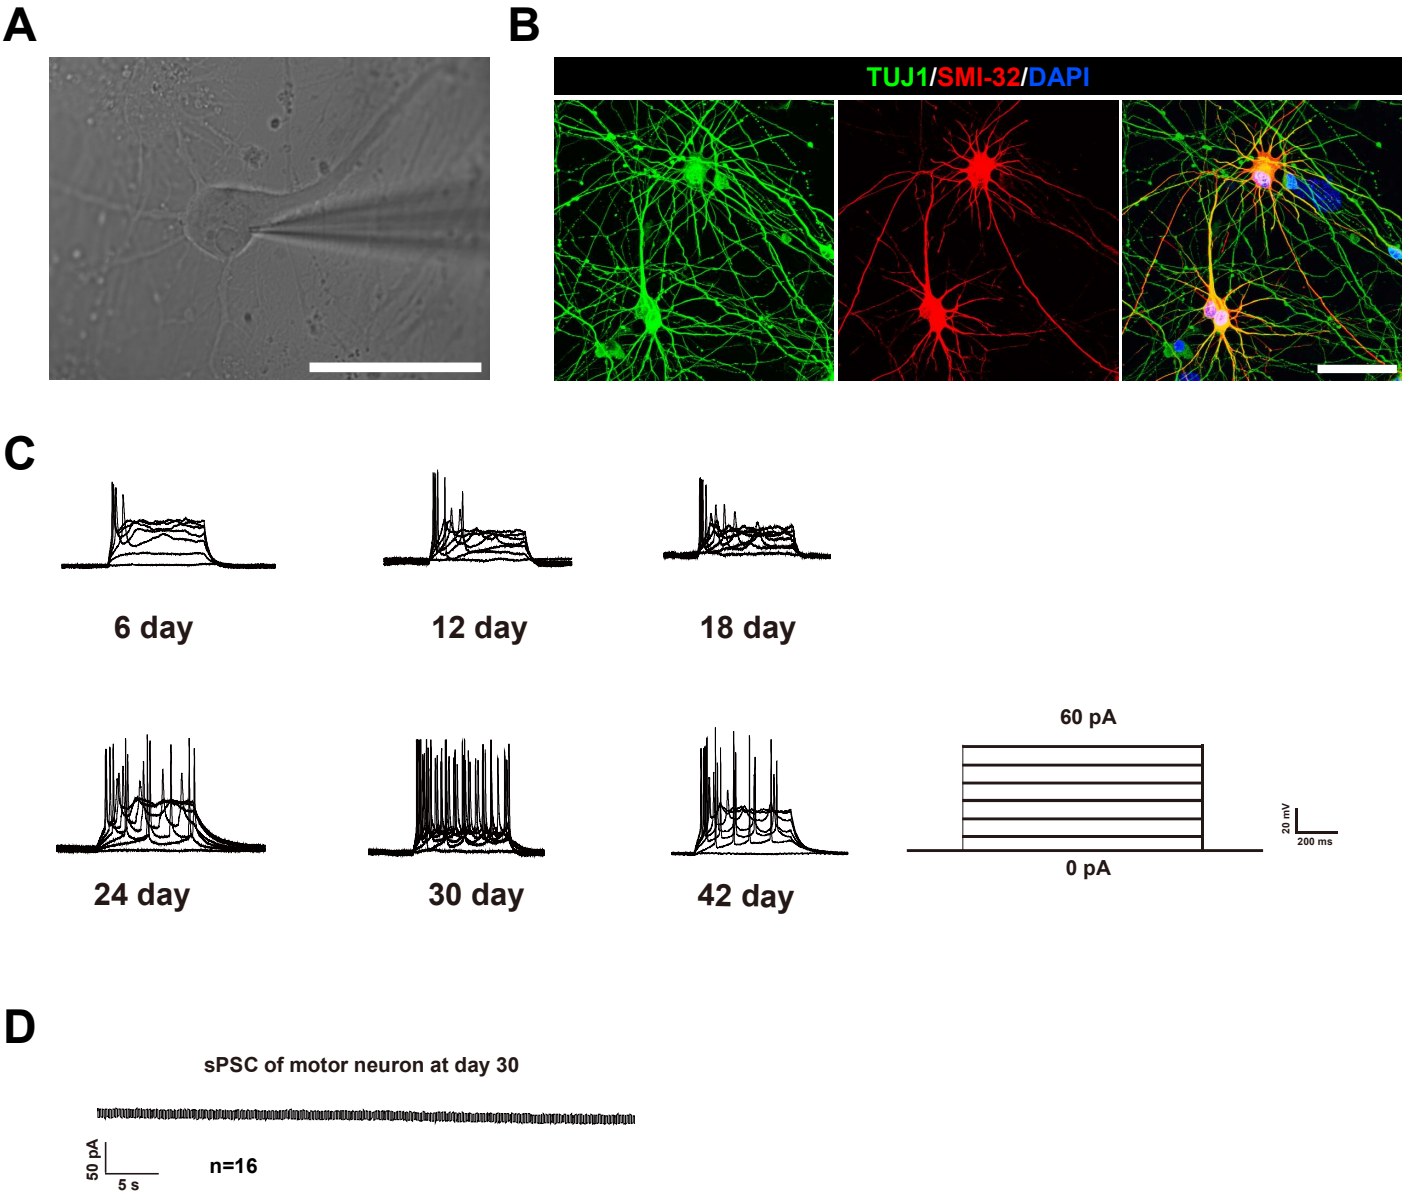

Figure S6. (Related to Figure 5)

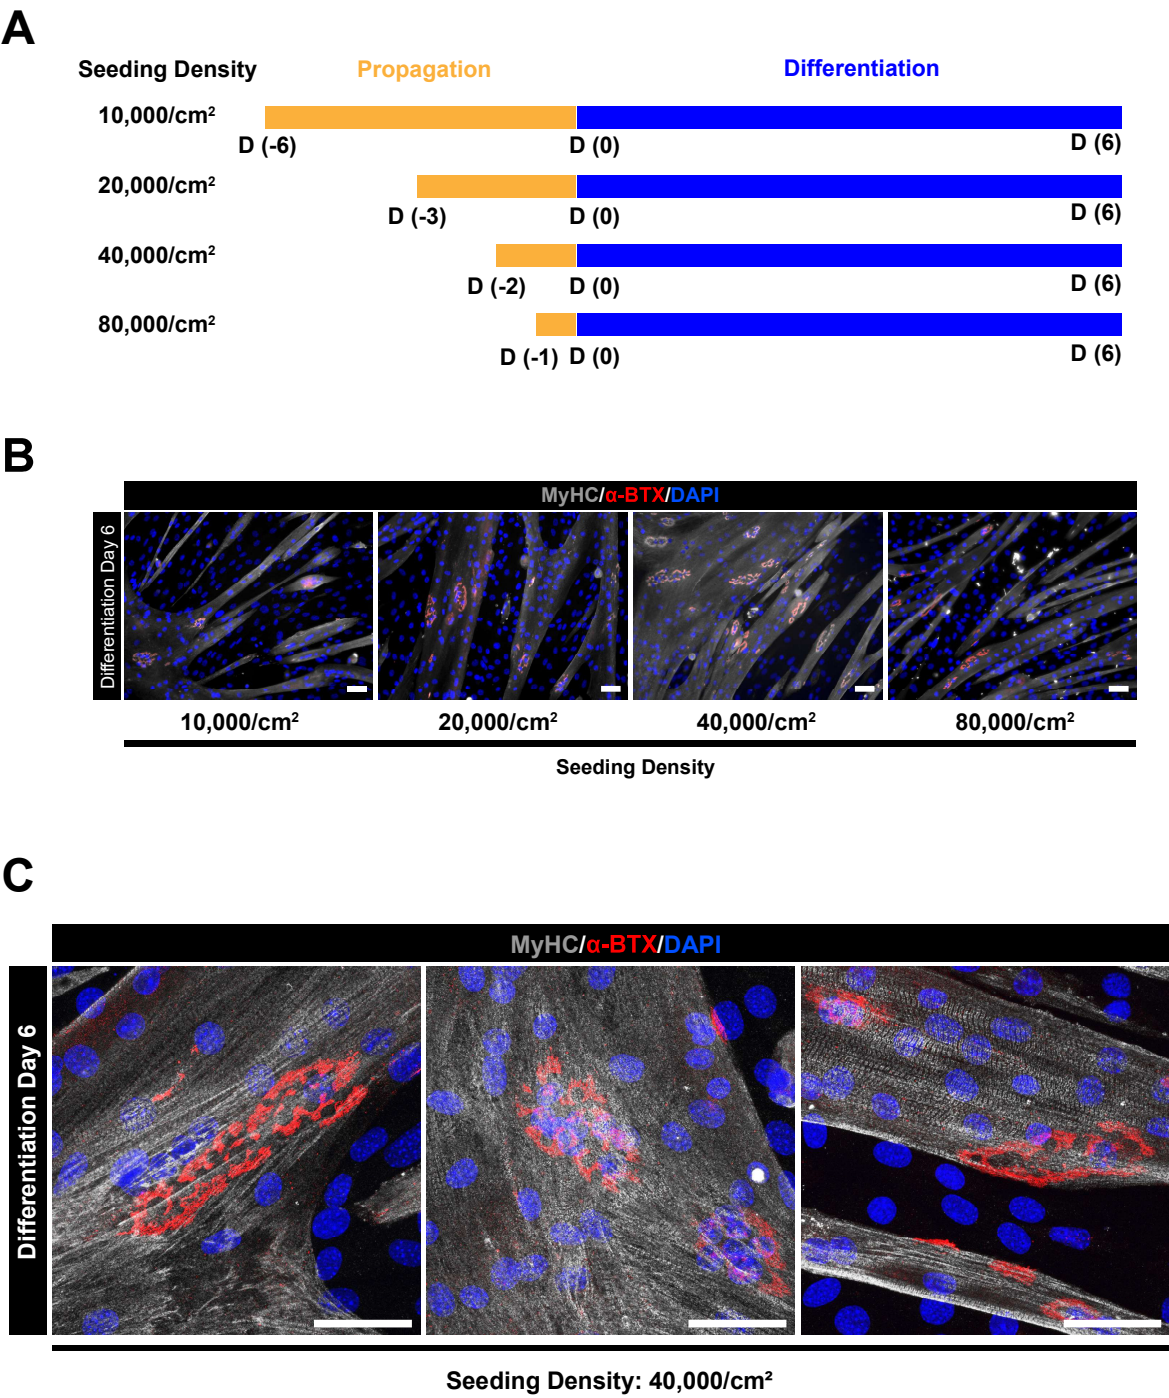

**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Characterization of hNMPs and hSCNPCs from hPSCs. (A) Immunofluorescent staining of hNMP marker (CDX2) and the quantification results. Scale bar, 50 μm. n = 3 independent experiments. Data are represented as mean ± SD. (B) Immunofluorescent staining of hNMP markers (SOX2 and Brachyury) of hiPSCs (DC60-3 and DC87-3)-derived NMPs and the quantification results. Scale bar, 50 μm. n = 3 independent experiments. Data are represented as mean ± SD. (C) Immunofluorescent staining of hNMP marker (CDX2) of hiPSCs (DC60-3 and DC87-3)-derived NMPs and the quantification results. Scale bar, 50 μm. n = 3 independent experiments. Data are represented as mean ± SD. (D) Relative marker genes expression of during NeuDet stage. n = 3 independent experiments. Data are represented as mean ± SD. (E) Karyotyping of hSCNPCs at P40. (F) Immunofluorescence analysis of hiPSCs (DC60-3 and DC87-3)-derived hiSCNPCs and the quantification results. Scale bar, 50 μm. n = 3 independent experiments. Data are represented as mean ± SD. Fig. S2. RNA expression pattern during spinal motor neuron differentiation and characterization of hiSCNPCs-derived spinal motor neurons. (A) Relative marker genes expression during spinal motor neuron differentiation from hSCNPCs. n = 3 independent experiments. Data are represented as mean ± SD. (B) Immunostaining characterization of hiSCNPCs (Derived from hiPSCs lines DC60-3 and DC87-3) differentiated spinal motor neurons at day 18. Scale bar, 50 μm. (C) The heat-map showing two regulon groups in samples of spinal motor neuron differentiation from hSCNPCs with listing representative regulon transcription factors (numbers of predicted target genes by SCENIC in the brackets) and enriched GO terms for each regulon group. Fig. S3. Multipotency of hSCNPCs and efficiency of hSCNPCs differentiate into posterior spinal motor neurons. (A) Bright field of hSCNPCs spontaneous differentiated neurons. Scale bar, 500 μm. (B) Immunofluorescent staining of

# Supplementary material for: Generation of functional posterior spinal motor neurons from hPSCs-derived human spinal cord neural progenitor cells
**Source:** Cell Regen. 2023 Mar 23;12:15. doi: 10.1186/s13619-023-00159-6
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Methods for the identification of HOX genes expression in human NMP-derived neuronal cells.

| HOX Genes | <i>Hiromi Kumamaru et al. 2018</i> |     | <i>Matt Wind et al. 2021</i> |     | <i>Fay Cooper et al. 2022</i> |     | <i>Zachary Olmsted et al. 2022</i> |     | <i>This study</i> |          |
|-----------|------------------------------------|-----|------------------------------|-----|-------------------------------|-----|------------------------------------|-----|-------------------|----------|
|           | RT-qPCR                            | ICC | RT-qPCR                      | ICC | RT-qPCR                       | ICC | RT-qPCR                            | ICC | RT-qPCR           | ICC      |
| HOX1      |                                    |     |                              |     |                               |     |                                    |     |                   |          |
| HOX2      |                                    |     |                              |     |                               |     |                                    |     |                   |          |
| HOX3      |                                    |     |                              |     |                               |     |                                    |     |                   |          |
| HOX4      | +                                  |     |                              |     |                               |     |                                    |     | +                 | + (7.2%) |
| HOX5      |                                    |     |                              |     |                               |     |                                    |     |                   |          |
| HOX6      | +                                  |     | +                            |     | +                             |     |                                    | +   |                   | + (0%)   |
| HOX7      |                                    |     |                              |     |                               |     |                                    |     |                   |          |
| HOX8      | +                                  |     | +                            |     | +                             |     |                                    |     |                   |          |
| HOX9      | +                                  |     | +                            | +   |                               |     |                                    |     | +                 | + (64%)  |
| HOX10     | +                                  |     |                              |     | +                             |     |                                    |     | +                 | + (0%)   |
| HOX11     |                                    |     |                              |     |                               |     |                                    |     |                   | + (30%)  |
| HOX12     |                                    |     |                              |     |                               |     |                                    |     |                   |          |
| HOX13     |                                    |     |                              |     | +                             |     |                                    |     |                   |          |

+ method was used in the identification of relative HOX expression  
(%) the percentage of HOX protein expression efficiency

# Supplementary material for: Generation of functional posterior spinal motor neurons from hPSCs-derived human spinal cord neural progenitor cells
**Source:** Cell Regen. 2023 Mar 23;12:15. doi: 10.1186/s13619-023-00159-6
**Supplement:** Supplementary file 3 — Additional file 3: Table S2. Oligonucleotide sequences, related to STAR Methods.

**Table S1.** Oligonucleotide sequences, related to STAR Methods.

| RT-qPCR primers | Forward                          | Reverse                           |
|-----------------|----------------------------------|-----------------------------------|
| GAPDH           | GAGCACAAGAGGAAGAGAGAGACCC        | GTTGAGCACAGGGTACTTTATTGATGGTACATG |
| POU5F1          | CGTGAAGCTGGAGAAGGAGAAGCTG        | CAAGGGCCGCAGCTTACACATGTTC         |
| NKX1-2          | CCCTCCCACCACAAGATTTCT            | GACCTCCGCCAAACTTTTCCT             |
| CDX2            | GACGTGAGCATGTACCCTAGC            | GCGTAGCCATTCCAGTCCT               |
| SOX2            | TGGACAGTTACGCGCACAT              | CGAGTAGGACATGCTGTAGGT             |
| PAX6            | TGGGCAGGTATTACGAGACTG            | ACTCCCGCTTATACTGGGCTA             |
| HOXB4           | CTGGATGCGCAAAGTTCACGTG           | CGTGTGAGGTAGCGGTTGTAGT            |
| HOXC9           | CAGCAAGCACAAAGAGGAGAAGG          | AGTTCCAGCGTCTGGTACTTGG            |
| HOXC10          | GAGCGAAAAGGAGAGGGCCAAA           | TCCGCTCTTTGCTGTCAGCCAA            |
| NESTIN          | GGCGCACCTCAAGATGTCC              | CTTGGGGTCCTGAAAGCTG               |
| NKX2-2          | CCTTCTACGACAGCAGCGACAA           | ACTTGGAGCTTGAGTCCTGAGG            |
| NKX6-1          | CCTATTCGTTGGGGATGACAGAG          | TCTGTCTCCGAGTCCTGCTTCT            |
| HB9             | GATGCCCGACTTCAACTCCC             | GCCGCGACAGGTACTTGTT               |
| ISL1            | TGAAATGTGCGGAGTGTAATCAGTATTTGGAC | CACACAGCGGAAACACTCGATGTG          |
| TUJ1            | GAGCGGATCAGCGTCTACTAC            | CCCCACTCTGACCAAAGATGAA            |
| NEUN            | CCAAGCGGCTACACGTCTC              | CGTCCCATTACGCTTCTCCC              |
| VACHT           | TTGCCTCTACAGTCCTGTTC             | GCTCCTCCGGGTACTTATCG              |
| ChAT            | CATGAAGCAATACTATGGGCTCTTCTCCTC   | GACGGCGGAAATTAATGACAACATCCAAG     |
| Mir-218-2       | TGCGGGGCTTTCCCTTTGT              | CCGTTTCCATCGTTCCAC                |
| gapdh           | TGTGATGGGTGTGAACCACGAGAA         | CTGTGGTCATGAGCCCTTCCACAA          |
| musk            | CTGAAGGCTGTGAGTCCACTGT           | TCCTTTACCGCCAGGCAGTACT            |
| chrng           | CTTGTGGCTAAGAAGGTGCCTG           | GCAAGGACACATTGAGCACGAC            |
| chrne           | AGACCTGAGGACACTGTCACCA           | TCGTCCTTGCTGTAGTTGAGCC            |

How the deposited data were processed for this re-analysis (not part of the article)

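The data come from bulk RNA sequencing of H9 human embryonic stem cells on their way to spinal cord neural progenitors and motor neurons. There are 66 libraries in 22 groups of 3. Of these, 48 cover hESC, hNMP-D1 to hNMP-D4, NeuDet-D1 to NeuDet-D6 and hSCNPC at passages 5, 10, 20, 30 and 40, and 18 cover hMN at days 6, 12, 18, 24, 30 and 42. No library is labelled day 0 of motor neuron differentiation, so hSCNPC-P10 was taken as day 0. The replicate numbers are the only mark that tells the 3 libraries of a group apart, and neither the labels nor the paper says whether they are separate cultures.

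The authors deposited 2 tables of raw read counts per gene, with no normalization. By the paper's methods, they trimmed paired-end reads with fastp, aligned them to hg38 with HISAT2 2.1.0 and counted them per gene with featureCounts 1.5.3 on a GENCODE annotation, whose release is not stated, nor is the strand setting. The values are whole numbers over the same 60603 Ensembl identifiers in both tables. Of these, 60261 (99.44%) have a symbol in GENCODE v44, which may not be the release the authors used, and genes without one are not named here. Among 66 pairs of libraries of one group, 0 are identical, and their counts differ more than Poisson sampling alone gives (chi-squared per degree of freedom 1.89 to 25.33 over genes with at least 20 counts), so the libraries are not copies of one another.

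Total counts per library run from 14142238 to 40204753, with a median of 20676228. At a given total, the relative error of counting is the inverse square root of a gene's count, and it is one part of the SD and SE given, which hold the variation between the libraries of a group as well. The floor used for folds against a group without counts is 3 counts over the group.

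Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, statmod 1.5.0 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The 48 libraries from hESC to hSCNPC were fitted in one model with a coefficient per group (21597 genes kept by edgeR's filterByExpr), and the 18 hMN libraries with the 3 of hSCNPC-P10 in another (21175 genes). Libraries were scaled with TMM, and groups were compared with edgeR's quasi-likelihood F test (robust fit) and Benjamini-Hochberg adjustment, with genes called at an adjusted threshold of 0.05. The SE of a log2 fold change is its size over the square root of F. The paper names no differential test for its RNA-seq, so this test was chosen here. The comparisons were between neighbouring stages, between stage means with each group weighted equally, between passages 40 and 5, between successive time points of hMN, and between hMN-D30 and hMN-D6. The comparison of passages 20 and 10 was added after the values of the passages had been seen.

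For gene sets, 47 lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of a comparison. The members past the threshold were counted in each direction, adjusted over all genes and over the list alone. PCA used log2 CPM with a prior count of 2 of the 2000 most variable genes, centred and not scaled. The HOX profile gives CPM of 39 HOX genes and the shares of paralog groups. Group means, the other comparisons, the lists and most alternatives were set before the data were examined, after the paper's figures had been seen. The genes named follow a rule with 3 parts. The first is every gene that the paper names. The second is members of the lists where a list is described, those with the largest change among the called, and members that were not called where directions are mixed. The third is, in each comparison, up to 10 genes in each direction with the largest change among the called whose lowest library in the higher group has at least 5 CPM and lies above the other group.

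The tests were tried on simulated counts with the totals and spread of these libraries, in which known genes were changed. For hNMP-D4 against hESC (20030 genes tested), edgeR's test found 70.1% of genes changed 1.5-fold, 92.5% of those changed 2-fold and 98.5% of those changed 4-fold, and called 3 of 19830 unchanged genes. For the NeuDet against the hNMP stage (20020 genes tested) it found 67 of 67 genes at 1.5-fold and called 13 of 19820 unchanged genes. For hMN-D6 against hSCNPC-P10 (20385 genes tested) it found 64.2%, 94.0% and 66 of 66 genes at these folds and called 8 of 20185 unchanged genes. Simulated lists of 20 genes came out in their simulated direction. Far fewer genes were changed in these simulations than were called in the real comparisons, at 54.5%, 79.1% and 75% of genes in the same order. The counts of false calls may therefore not carry over to the real data.

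The alternatives for the count tests were RLE scaling, no filter on low counts, a filter at 1 CPM in every library of a group, DESeq2, edgeR's glmTreat against a 2-fold change and a fit of the compared groups alone. The replicate number was also added as a block, and each library was left out in turn (for stage means, all libraries with one replicate number). Other alternatives were hESC counted with the hNMP stage, all passages together as day 0, an estimated correlation for camera, RLE-scaled CPM for the HOX profile, and for the PCA 500 genes, all genes tested or unit variance. Alternatives chosen after the values were seen are the hSCNPC stage as passages 5 and 10 only or as passages 20, 30 and 40 only, and the NeuDet stage without NeuDet-D4 replicate 2, which detects more genes than its replicates. Their effects are in the closing section.

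Some genes lose reads by construction. A gene whose exons overlap those of another can lose reads in an unstranded count. A gene with a copy on an alternate contig can lose them to multiple alignment if the authors' build held these contigs. The overlap or the copied part is given with such genes where they are named. Left out were the regulon analyses and the PCAs built on them, which need the authors' SCENIC run, the comparisons with outside data sets in Fig. 1D and Fig. 1J, and the RT-qPCR, immunostaining and electrophysiology, which were not analysed here. The iPSC lines of the paper have no libraries here.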

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

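The tests of explanations below were chosen after the results were seen, as were the genes SOX14, LHX4 and LUM, while the gene lists and the comparisons with hSCNPC-P5, hSCNPC-P10 and hMN-D30 were set earlier.

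These results concern genes that rose above the earlier sample of the same course. The paper names SIX3 among its transcription factors and an astrocyte marker in spontaneous differentiation, but does not discuss these gene lists. In hSCNPC-P40, 7 of 11 dorsal spinal progenitor genes were higher and 1 lower than in hSCNPC-P5 by edgeR's test (7 and 1 also by DESeq2). Leaving out 1 library in turn gave 6 to 8 higher. LUM, which encodes the proteoglycan lumican, was singled out after its values were seen. It had 27.6 ± 1.44 CPM in hSCNPC-P40 against 3.48 ± 0.535 in hSCNPC-P5, above the level of each hSCNPC-P5 library. Of 15 mesenchymal genes, more went the other way, with 10 lower and 4 higher in hSCNPC-P40 than in hSCNPC-P5 by edgeR's test. In hMN-D42, against hMN-D30, 14 of 15 mesenchymal genes were higher, 11 of 14 neural crest genes, 7 of 10 oligodendrocyte genes, 10 of 14 astrocyte genes and 8 of 9 forebrain and midbrain genes. The numbers lower were 0, 2, 1, 2 and 0 by edgeR's test, before adjustment and after, and the same by DESeq2. Leaving out 1 library in turn gave 14, 10 to 11, 6 to 8, 9 to 10 and 8 higher. In hMN-D6, SOX14, a gene of spinal interneurons, had 50.5 ± 1.22 CPM, against 4.17 ± 0.327 in hSCNPC-P10. LHX4, a LIM homeobox gene of V2 interneurons and motor neurons, had 126 ± 2.15 against 21.5 ± 0.813 CPM, and each of these genes was above each hSCNPC-P10 library.

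Posterior HOX genes fell between passages 5 and 40, with a median log2 fold change of -8.61 over 12 genes of paralog groups 6 to 9, a median of fitted values that is no bound since some genes have no count at passage 40. The tables argue against the scaling between libraries, which moves all genes alike, since the HOX median differed from that of all genes tested by -8.60 (SD 1.55 over all genes, 4.97 over the HOX genes), and no scaling factor changes such a difference. They argue against a general loss of neurons as the whole cause, since the pan-neuronal genes, 7 higher and 7 lower, had a median of 0.11 (SD 2.12) and the presynaptic genes, 3 higher and 12 lower, one of -0.93 (SD 2.37), both far from the HOX change. Between passages 10 and 20, a comparison added after the values were seen, 10 of 17 pan-neuronal genes were lower and 2 higher. Of 20 presynaptic genes, 14 were lower and 0 higher by edgeR's test (1 before adjustment). A loss of neurons as part of the HOX fall in that step therefore stays open. A loss of certain spinal neuron types or of mesenchymal cells that carried the HOX genes may be part of the fall between passages 5 and 40, since the spinal interneuron, GABAergic and glycinergic, and cholinergic genes had a fitted median of -3.79 over 38 genes (SD 3.44) and the mesenchymal genes one of -4.58 (SD 4.69, and -2.83 with the gene without counts at its bound), spreads too wide to settle either. Time in culture, which the design ties to passage number, stays open, as does another culture or line behind the late passages, and no value here tests either.

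Glial, neural crest, mesenchymal, forebrain and cycling genes rose between hMN-D30 and hMN-D42, with a median log2 fold change over the 78 genes of 6 lists that lay 1.54 above that of all genes tested (SD 0.56 over all genes, 0.91 over the lists), a difference that no scaling factor changes, which argues against the scaling. A single library is argued against as well, since the mean over these genes was above every hMN-D30 library in 3 of the 3 hMN-D42 libraries. The medians of the 6 lists lay within 1.1 of one another, from 0.94 (astrocyte) to 2.05 (neural crest), against a mean SD of 0.93 within a list, while the pan-neuronal median was -0.20. A lower share of neurons, which raises the genes of the other cells alike, could therefore be the source and cannot be told apart here from a rise within those cells. The longer culture at day 42 was not tested apart from either.

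The genes behind these lists differ in level. In hMN-D42, COL1A1, a fibrillar collagen, had 673.3 ± 55.2 CPM against 144.0 ± 112 in hMN-D30, a log2 fold change of 2.23 (SE 0.369, edgeR, adjusted p = 0.000151). For COL1A1 in hMN-D42 vs hMN-D30, leaving out 1 library gave 1.90 to 3.09, the highest without hMN-D30 replicate 3. SOX10, of crest and oligodendrocyte cells, had 46.3 ± 2.66 against 11.7 ± 3.57 CPM (log2 fold change 1.99, edgeR, adjusted p = 1.08e-07). GFAP, of astrocytes, had 8.70 ± 0.13 against 0.738 ± 0.216 CPM (log2 fold change 3.56, edgeR, adjusted p = 5.4e-21). MKI67, of cycling cells, had 27.4 ± 2.00 against 9.44 ± 1.61.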

How the results depend on the processing

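Chosen after the values were seen were the settings passages 5 and 10 only, passages 20, 30 and 40 only and the NeuDet stage without NeuDet-D4 replicate 2, and the comparison of passages 20 and 10.

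Of the values of named genes under the alternatives, 2357 kept their direction and their side of the threshold, 51 were no longer past it (44 of them under glmTreat, which asks for more than a 2-fold change), 4 came past it and 6 reversed. Of the 180 values that were called, DESeq2, RLE scaling, the replicate block and the filter at 1 CPM kept 180 each, and no filter on low counts 179.

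RLE scaling tests little here, since its median shift of the log2 fold changes ran from -0.03 to 0.012 over the comparisons. The number of genes called stayed within 1.5 times under RLE scaling, DESeq2, either filter, the compared groups alone and each library left out. Leaving out 1 library in turn gave 10872 to 11549 genes for hNMP-D4 vs hESC, 13367 to 14271 for NeuDet-D6 vs hNMP-D4, 12058 to 12857 for hSCNPC-P5 vs NeuDet-D6, 8799 to 9248 for passages 40 and 5 and 4339 to 5057 for passages 20 and 10. It gave 15265 to 15754 for hMN-D6 vs day 0, then 8907 to 9310, 3551 to 4193, 4675 to 5298, 1715 to 2272 and 7902 to 8137 for the successive hMN steps, and 12690 to 12956 for hMN-D30 vs hMN-D6. Leaving out a replicate number gave 16092 to 16366 for the NeuDet and 16351 to 16392 for the hSCNPC stage. Without NeuDet-D4 replicate 2, which detects 36838 genes against 30329 and 30124 in its replicates, NeuDet stage vs hNMP stage had 17270 genes called against 17078.

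By glmTreat, which asks for more, the counts were 2466 (hNMP-D4 vs hESC), 4380 (NeuDet-D6 vs hNMP-D4), 3141 (hSCNPC-P5 vs NeuDet-D6), 2272 (passages 40 and 5), 785 (passages 20 and 10), 4568 (NeuDet stage) and 5030 (hSCNPC stage). In the motor neuron course they were 6023 (hMN-D6 vs day 0), 735 (hMN-D12 vs hMN-D6), 32, 1 and 0 in the next 3 steps, 392 (hMN-D42 vs hMN-D30) and 2497 (hMN-D30 vs hMN-D6). For the 0, of hMN-D30 vs hMN-D24, glmTreat passes 84 genes before adjustment, and DESeq2, against any change, calls 2336.

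In PC1 from hESC to hNMP, 500 genes gave 66.5%, all genes tested 45.12%, unit variance 52.88% and leaving out a replicate number 56.78% to 58.92% (PC2 14.64% to 17.15%). From hESC to hSCNPC these were 68.09%, 54.05%, 62.72% and 64.09% to 64.59% (PC2 23.9%, 19.61%, 21.29% and 22.26% to 22.69%). In the motor neuron course they were 80.78%, 64.16%, 70.94% and 73.9% to 74.41%, with PC2 at 13.54% with 500 genes, 18.32% with unit variance and 16.77% to 17.3% with a replicate number left out. Camera with an estimated correlation called 191 list results against 304. RLE-scaled CPM moved the summed HOX level to 2759 in NeuDet-D6, 1546 at passage 5, 312.8 at passage 40, 1477 in hMN-D6 and 408.9 in hMN-D30, and HOXC9 to 41.41 (HOX profile, hSCNPC-P5, HOXC9 CPM) and 58.58 (HOX profile, hMN-D30, HOXC9 CPM). These shifts in CPM follow from the scaling factors, which move all genes of a library alike. In hMN-D30 the factors were 1.167 to 1.177 by TMM and 1.089 to 1.106 by RLE. The cause of the other changes was not tested.

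Reversed were 6 values. HOXC9 in hSCNPC stage vs NeuDet stage became 1.60 and NKX6-1 in hSCNPC stage vs NeuDet stage 1.29 with passages 5 and 10 only. HOXA3 in hSCNPC stage vs NeuDet stage became 0.82 with passages 20, 30 and 40 only, and the cause in these 3 is the choice of passages averaged. GBX2 in hMN-D6 vs hSCNPC-P10 became -0.43 with all passages as day 0. Over the libraries left out, PAX6 in NeuDet-D6 vs hNMP-D4 ran from -1 to 0.35 (without hNMP-D4 replicate 2, edgeR, adjusted p = 0.755). MNX1 in hMN-D30 vs hMN-D6 ran from 0.00 (without hMN-D6 replicate 2, edgeR, adjusted p = 0.985) to 0.15. Neither was called at first, and the cause was not tested.

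Leaving out 1 library ended these calls (edgeR): MKI67 in hNMP-D4 vs hESC without hESC replicate 2 (-0.45) or hNMP-D4 replicate 3 (-0.32), and GBX2 in hMN-D6 vs hSCNPC-P10 without hSCNPC-P10 replicate 2 (0.11). Leaving out 1 library moved other calls by over 1.5-fold, among them CDX2 in hNMP-D4 vs hESC to 8.01 (without hNMP-D4 replicate 1), TBXT in hNMP-D4 vs hESC to 3.99 (without hESC replicate 3) and CDX2 in NeuDet-D6 vs hNMP-D4 to 4.70 (without hNMP-D4 replicate 1). It moved POU5F1 in NeuDet-D6 vs hNMP-D4 to -11.08 and -9.72 (without NeuDet-D6 replicate 1 and 2), and PHOX2A in hMN-D6 vs hSCNPC-P10 to 6.74 (without hSCNPC-P10 replicate 3). Stage values moved too, among them NKX6-1 in NeuDet stage vs hNMP stage, to 6.55 without replicate 1, and PAX6 in hSCNPC stage vs NeuDet stage, to 12.41 without replicate 2. HOXB9 in NeuDet stage vs hNMP stage, at 14.36, ran up to 15.92 over the replicate numbers left out. PAX6 in NeuDet stage vs hNMP stage was not called without replicate 1 (-0.56) or replicate 3 (-0.93).

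The replicate block gave 2669 genes for hMN-D30 vs hMN-D24 and 17071 for NeuDet stage vs hNMP stage, against 2570 and 17078. Residuals of libraries with the same number had a mean correlation of 0.005 (-0.003 with other numbers) from hESC to hSCNPC and -0.004 (0.002) in the motor neuron course, too low to pair the samples by number. Still, 25 of 48 libraries of the first course, above the share that chance gives, and 7 of 21 of the other correlate best with their own number. Depth limits genes of few counts, such as HOXD11 and CHAT.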

Differences from the paper's values

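The paper counts 39 HOX genes in its profile, and the same 39 have a value here. It states no other value that these counts can give, so the statements below are compared by direction and order, and the settings that reach a statement of the paper were, where named, chosen after the values were seen.

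The paper reads from its regulon heat map (Fig. 1I) that HOXC6 to HOXC8 mark the NeuDet stage and HOXC9 and HOXC10 the passaged hSCNPCs. Over the 4 genes HOXC6, HOXC8, HOXC9 and HOXC10, 4 of 4 were lower at passage 5 than in NeuDet-D6. HOXC9 had 59.4 CPM in NeuDet-D6, 43.0 at passage 5, 17.9 at passage 10 and 0.855 at passage 20, and HOXC10 11.1, 5.93, 1.55 and 0.243. Toward the paper's reading, the log2 fold change into passage 5 was -0.46 for HOXC9 and -1.14 and -1.42 for HOXC6 and HOXC8, differences between genes that were not tested. Paralog group 9 held 50.3% of the HOX signal at passage 5 against 25.9% in NeuDet-D6, but 43.4%, 34.9% and 34.9% in NeuDet-D2, NeuDet-D3 and NeuDet-D4 and 22.1% at passage 10. With passages 5 and 10 only, a setting chosen after seeing the values, HOXC9 in hSCNPC stage vs NeuDet stage was higher by 1.60.

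By RT-qPCR (Fig. S1D) the paper has PAX6 and NKX6-1 rise during the NeuDet stage. PAX6 had 0.211 CPM in hNMP-D4, 0.104 in NeuDet-D1 and 0.159 in NeuDet-D6, with 13, 10 and 15 counts over 3 libraries, and its log2 fold change between NeuDet-D6 and hNMP-D4 was -0.53 (SE 0.681, edgeR, adjusted p = 0.511). For PAX6 in NeuDet-D6 vs hNMP-D4, leaving out hNMP-D4 replicate 2 makes it 0.35, not called either. NKX6-1 rose from 1.42 CPM in hNMP-D4 to 34.1 in NeuDet-D1, as the paper has it, and stood at 25.7 in NeuDet-D6. The other genes of that figure go the paper's way between hNMP-D4 and NeuDet-D6, with POU5F1 at -10.39, NKX1-2 at -0.72, CDX2 at 3.99, SOX2 at 0.87 and HOXC9 at 11.38, and HOXC10, which has no count in hNMP-D4, at 11.1 CPM in NeuDet-D6. NKX1-2 first rose, to 504.6 CPM in NeuDet-D1.

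The paper has NKX6-1, NKX2-2 and OLIG2 protein in hSCNPCs, with no passage named for the stain. NKX6-1 had 42.4 CPM at passage 5, 72.4 at passage 10 and 2.12 at passage 40. NKX2-2 had 0.0778, 4.89 and 0.0289 CPM at these passages, and OLIG2 0.430, 1.73 and none.

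The paper has hNMPs enriched in terms of the cell cycle and of FGF receptor signalling. Of 20 genes of mitosis, 18 were lower and 1 was higher in hNMP-D4 than in hESC, and of 21 FGF pathway genes 11 were lower and 6 higher, while the Wnt term of the same list has 16 of 19 genes higher. Against the later stages the lists go both ways. In the NeuDet stage 16 of the 20 mitosis genes were higher than in the hNMP stage and 2 lower, and 12 of the 21 FGF pathway genes were higher and 9 lower. In the hSCNPC stage, whose terms in the paper include proliferation of neural precursors, 16 of the mitosis genes were lower than in the NeuDet stage and 1 higher, and 15 of the FGF pathway genes were lower and 5 higher.

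By immunostaining at day 18 the paper has HOXC9 and HOXD11 in motor neurons and little HOXB4, HOXC6 or HOXD10, and from its profile (Fig. 2J) that HOXC9 is expressed specifically. HOXC9 was the most abundant of the 39 HOX genes in hMN-D18, hMN-D24, hMN-D30 and hMN-D42, with 69.7 CPM in hMN-D18, and HOXB4 (2.38) and HOXD10 (0.581) were far below it, as the paper states. In hMN-D18, HOXB8 (56.9), HOXB9 (46.1), HOXA9 (38.9) and HOXC6 (16.9) were expressed too, and HOXD11 had 0.230 CPM. For HOXD10 and for HOXD11, a single library holds most of the value.

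By RT-qPCR along motor neuron differentiation (Fig. S2A) the paper has NKX6-1 rise up to day 18 and then hold. NKX6-1 had 72.4 CPM at day 0, 91.6 in hMN-D6, 61.3 in hMN-D18 and 52.1 in hMN-D30, with a log2 fold change of -0.80 (SE 0.052) between hMN-D6 and hMN-D30. HB9 and ISL1 rise up to day 12 and then decline in the paper. MNX1, which encodes HB9, had 1.43 CPM at day 0, 3.63 in hMN-D6, 2.76 in hMN-D12 and 5.00 in hMN-D42, and ISL1 had 9.33 in hMN-D12, 18.2 in hMN-D30 and 22.6 in hMN-D42. NKX2-2 falls in the paper and fell here from 4.89 CPM at day 0 to 0.995 in hMN-D6, but had 6.97 in hMN-D42. The other genes went the paper's way. NES fell from 2371 CPM at day 0 to 390.0 in hMN-D18. TUBB3 (TUJ1), with exons overlapping those of other genes over 21.3% of their length, went from 17.8 to 46.5 in hMN-D6 and 22.8 in hMN-D12. RBFOX3 (NEUN) rose from 7.03 to 79.0 in hMN-D12 and 101.4 in hMN-D18. CHAT rose from 0.150 to 2.09 in hMN-D12 and 3.45 in hMN-D30, and SLC18A3 (VAChT) from 1.20 to 32.7 in hMN-D12 and 36.4 in hMN-D30.

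Glutamatergic, GABAergic and dopaminergic markers are nearly absent at day 18 in the paper's stains. SLC17A6, one of the VGLUT genes, had 1.90 CPM in hMN-D18 and TH 3.97, beside 2.69 for CHAT and 34.8 for SLC18A3, and GAD1, which encodes GAD67, had 26.8 CPM, up from 6.06 at day 0 (log2 fold change 1.97 by hMN-D6, SE 0.088). Of 5 glutamatergic genes, 5 were higher and 0 lower in hMN-D6 than in hSCNPC-P10 by edgeR's test. The same counts hold for hMN-D30 against hMN-D6. The paper's neurons stain for synaptophysin but not for the postsynaptic PSD95 at day 18, and show no spontaneous postsynaptic currents at day 30. Of 20 postsynaptic genes, 17 were higher and 1 lower in hMN-D6 than in hSCNPC-P10 by edgeR's test. In hMN-D30 against hMN-D6, 19 were higher and 0 lower. RNA levels do not tell whether the proteins or synapses are present.

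Among the transcription factors the paper names as activated in time, JUN was lower in hMN-D6 than at day 0 (log2 fold change -0.39) and rose to 207.8 CPM in hMN-D42. GBX2 rose by 0.15, a call that ends for GBX2 in hMN-D6 vs hSCNPC-P10 without hSCNPC-P10 replicate 2 (log2 fold change 0.11). ONECUT3 rose by 3.86, as the paper has it. FOXP2, at 8.79 CPM in hMN-D6, was not called in that step. For FOXP2 in hMN-D6 vs hSCNPC-P10 there is a call with the groups compared alone (0.24), the filter at 1 CPM (0.24) and all passages as day 0 (0.99). The paper's text names no step for these genes. Over the libraries left out, FOXP2 rose by 0.60 to 0.68 and GBX2 by 0.51 to 0.58 between hMN-D6 and hMN-D12. Between hMN-D30 and hMN-D42, SIX3 rose by 2.89, while FOXP2 and GBX2 fell.

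The paper derives motor neurons with HOXC9 protein from hSCNPCs at passage 40. No library of such neurons was analysed here, and the progenitors themselves had no HOXC9 count at passage 40 in 3 of 3 libraries.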

Other observations

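The tests of the hypothesis on alternate contigs were chosen after the result was seen, as was the comparison of passages 20 and 10, and as were the splits of the libraries.

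The interneuron genes LBX1 and PAX2 were above the motor neuron genes ISL1 and MNX1 in hMN-D6, while other interneuron genes were below them, such as EN1 (1.19 ± 0.446 CPM) and GATA3 (0.109 ± 0.0603). LBX1, a gene of dorsal interneurons, had 92.7 ± 5.61 CPM in hMN-D6 and 17.8 ± 1.69 in hMN-D30, and PAX2, of inhibitory interneurons, 28.5 ± 0.952 and 9.22 ± 0.45. Beside these, ISL1 had 6.05 ± 0.561 CPM in hMN-D6 and 18.2 ± 0.906 in hMN-D30, and MNX1 3.63 ± 0.406 and 3.74 ± 0.16. Of 18 spinal interneuron genes, 9 were higher and 6 lower in hMN-D6 than in hSCNPC-P10 (limma's camera, adjusted p = 0.0258, and adjusted p = 0.0998 with an estimated correlation). A level per culture does not say in which cells a gene is on.

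In the late passages, TH, the synthesis enzyme of dopamine, went from 0.242 ± 0.072 CPM in hSCNPC-P5 to 2.31 ± 0.419 in hSCNPC-P20 and 22.4 ± 1.31 in hSCNPC-P40. The log2 fold change between passages 5 and 40 was 6.51 (SE 0.226, edgeR, adjusted p = 4.76e-37), higher in 3 of 3 libraries. SP5, the Wnt target, had 1.04 ± 0.24 CPM in hSCNPC-P5 and 94.7 ± 7.16 in hSCNPC-P40.

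Immediate early genes rose along with maturation. Of 15, 12 were higher and 0 lower in hMN-D30 than in hMN-D6 by edgeR's test (1 lower before adjustment), and 11 and 0 by DESeq2 (limma's camera, adjusted p = 0.000587, and adjusted p = 0.0342 with an estimated correlation), with FOS at 2.41 (SE 0.073). Of 12 genes of the p53 response, 10 were higher and 0 lower in hNMP-D4 than in hESC by edgeR's test, before adjustment and after, and by DESeq2 (limma's camera, adjusted p = 2.8e-05, and adjusted p = 0.137 with an estimated correlation).

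Protein-coding genes with a copy on an alternate contig of the assembly have few counts in these tables, as in the tubulin gene TUBB, with a mean of 0.0261 CPM and a copy over 99.1% of its length. A candidate explanation is that reads which match both copies were not counted. Of 275 genes with over 95% of their sequence on such a contig, 12.4% reach a mean of 1 CPM, against 69.7% of 16703 genes with under 5%. With HLA, KIR, olfactory receptor and other families left out, the shares were 19.4% of 175 and 71.7% of 16180, which argues against silent gene families as the whole cause. Which contigs the authors' build held is not stated, so it stays open how far the levels of POU5F1 (87.6% on a contig) and HES5 (95.4%) lie below the true ones.

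Other splits of the same libraries called fewer genes than the real groups. For comparisons of 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real count and the highest of the others were 11770 and 1112 (hNMP-D4 vs hESC), 14284 and 4231 (NeuDet-D6 vs hNMP-D4), 12924 and 1066 (hSCNPC-P5 vs NeuDet-D6), 10011 and 0 (hSCNPC-P40 vs hSCNPC-P5) and 5545 and 0 (hSCNPC-P20 vs hSCNPC-P10). In the motor neuron course they were 15888 and 0 (hMN-D6 vs hSCNPC-P10), 9860 and 0 (hMN-D12 vs hMN-D6) and 4631 and 0 (hMN-D18 vs hMN-D12), then 5870 and 1 (hMN-D24 vs hMN-D18), 2570 and 2 (hMN-D30 vs hMN-D24), 8987 and 0 (hMN-D42 vs hMN-D30), and 13515 and 0 (hMN-D30 vs hMN-D6). For the stages, taken as plain groups of libraries, 100 splits were drawn, and 1 of 100, the real one, reached its count, so chance is excluded for libraries moved one by one. The counts were 12675 against at most 2670 for the NeuDet vs the hNMP stage, and 13111 against at most 6713 for the hSCNPC vs the NeuDet stage. The libraries of a day or passage may not be independent, so 100 splits that move the 3 libraries of a day or passage together were drawn as well. Of these, 1 of 100, the real one, reached its count in either comparison, with at most 9564 and 11978 genes in the others. Chance is excluded on that level too if days and passages are taken as exchangeable, which an ordered course is not.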
